# Early human fetal lung atlas reveals the temporal dynamics of epithelial cell plasticity

**DOI:** 10.1038/s41467-024-50281-5

**Published:** 2024-07-13

**Authors:** Henry Quach, Spencer Farrell, Ming Jia Michael Wu, Kayshani Kanagarajah, Joseph Wai-Hin Leung, Xiaoqiao Xu, Prajkta Kallurkar, Andrei L. Turinsky, Christine E. Bear, Felix Ratjen, Brian Kalish, Sidhartha Goyal, Theo J. Moraes, Amy P. Wong

**Keywords:** Differentiation, Cell lineage, Stem-cell differentiation, Induced pluripotent stem cells

## Abstract

Studying human fetal lungs can inform how developmental defects and disease states alter the function of the lungs. Here, we sequenced >150,000 single cells from 19 healthy human pseudoglandular fetal lung tissues ranging between gestational weeks 10–19. We capture dynamic developmental trajectories from progenitor cells that express abundant levels of the cystic fibrosis conductance transmembrane regulator (*CFTR*). These cells give rise to multiple specialized epithelial cell types. Combined with spatial transcriptomics, we show temporal regulation of key signalling pathways that may drive the temporal and spatial emergence of specialized epithelial cells including ciliated and pulmonary neuroendocrine cells. Finally, we show that human pluripotent stem cell-derived fetal lung models contain *CFTR*-expressing progenitor cells that capture similar lineage developmental trajectories as identified in the native tissue. Overall, this study provides a comprehensive single-cell atlas of the developing human lung, outlining the temporal and spatial complexities of cell lineage development and benchmarks fetal lung cultures from human pluripotent stem cell differentiations to similar developmental window.

## Abstract (web summary)

Quach and Farrell et al. report single-cell transcriptomic analysis of over 150,000 cell from 19 human fetal lung tissues and describe the temporal and spatial dynamics of epithelial lineage development. These epithelial lineage trajectories were further identified in human pluripotent stem cell-based models of lung cell differentiation.

## Introduction

Single-cell technologies are redefining the molecular signatures of canonical cell types and identifying new cell types and cell states in organs and tissues^1,2^. Specifically, single-cell RNA sequencing (scRNA-seq) has revealed cellular transcriptomic heterogeneities and has enriched our understanding of how these cells contribute to development and disease. Single-cell atlases of the adult human pulmonary system have illuminated the roles of key cell types in homeostasis and some diseases^3–7^. On the contrary, our understanding of the cells that form the developing fetal lung has largely been extrapolated from mouse studies^8,9^. Recently, there have been studies leveraging scRNA-seq to characterize the developing human fetal lung tissue^10–14^. Through single-cell studies, species-specific differences in lung cell types and cellular distributions have been identified, which can impact function and disease pathogenesis. Understanding the molecular and cellular networks that drive the formation of the respiratory system during fetal development may provide important insight into the regenerative processes during repair and potentially identify the developmental origins of postnatal lung disease and disorders.

Recent sequencing datasets from a small collection of normal human fetal lungs obtained from early to mid-gestation fetuses have highlighted some novel cell types and cell lineage trajectories^10,12^ that are unique to human fetal development. Unfortunately, following up on these observations and their potential impact on post-natal lung function is hindered by a lack of relevant experimentally tractable models.

Human pluripotent stem cells (hPSCs) are becoming a resourceful tool to generate organoids or in vitro tissue mimetics to study fundamental mechanisms of human cell lineage development. Directed differentiation protocols towards mature lung epithelia^15–17^ have achieved robust differentiations by recapitulating developmental milestones, and have been used to discover cell therapies for lung diseases such as cystic fibrosis^18–20^. However, to precisely model the native tissue, a comprehensive understanding of the cells that exist and how they develop requires in-depth analysis of the native tissue. Understanding the developmental trajectories and pathways driving these cell lineage formations will improve current hPSC differentiation protocols to generate bona fide cell types.

Here, we present a comprehensive single-cell atlas of freshly isolated human fetal lungs from 19 independent lung samples spanning gestational weeks 10–19 and capturing >150,000 cells. After dataset integration of all the samples, we identified 58 cell types/cell states in the fetal lungs during this period of gestation. Given the large number of cells sequenced, our dataset revealed important dynamic epithelial cell plasticity and lineage trajectories. To determine the ancestral origins and cell lineage relationships, we leveraged our previously established modified RNA velocity prediction tool, LatentVelo^21^, followed by partition-based graph abstraction (PAGA) visualization, and Slingshot^22^ to identify classical trajectories in the epithelial, immune, stromal, and endothelial compartments and more importantly trajectories with cellular transitions from unexpected cellular origins in the developing epithelium. We observed canonical cell types previously found in both adult human lungs^4,7^ and embryonic mouse lungs^9^, and also identified 4 airway epithelial progenitor cell subtypes that express abundantly high levels of *CFTR*. Importantly, we revealed the dynamic nature of how these *CFTR*-expressing epithelial progenitors contribute to the specialized cell types in the developing airways including pulmonary neuroendocrine (PNEC), multi-ciliated, basal and club cell lineages. In combination with high-resolution spatial transcriptomics, we revealed the temporal changes in intercellular signaling between sending and receiving cells that may contribute to dynamic cell fates, specifically through the *SCGB3A2* + *SFTPB* + *CFTR* + (triple positive, or TP) cells, a cell population recently identified^13^. Finally, we showed that hPSC-derived fetal lung epithelial models contained *CFTR*-expressing epithelial cell progenitor cells and the differentiation also captured the same developmental trajectories observed in the native fetal lung epithelium. The benchmarking of hPSC differentiations supports the use of these fetal lung models for future live lineage tracing and functional analyses of their role in airway development.

## Results

### Cell composition of the human fetal lungs

A total of 19 freshly isolated fetal lung tissues from elective pregnancy terminations ranging from gestational weeks (GW) 10–19 were collected and processed for 3’ single-cell RNA sequencing (scRNA-seq, 10X Genomics). One tissue was sampled twice from different regions of the lung to ensure even capture and representation of the lungs (denoted with an asterisk in Supplementary Table 1). A total of 170,256 single cells were sequenced at ~ 60,000 read depth per cell. FASTQ files were generated, and the reads were aligned with the human reference genome hg38 (GRCh38) (Supplementary Fig. 1A**)**. After the removal of low-quality cells, dead cells, and doublets, 156,698 cells were analyzed. After normalization and dimensionality reduction, reciprocal principal component analysis (rPCA) was used to identify anchors for integration to generate the fetal lung dataset. Twelve male and seven female lungs were collected based on the expression of the male sex-determining genes, *SRY* and *DDX3Y*, as well as the *XIST* (Fig. 1A). Leiden clustering informed by Clustree^23^ was used to unbiasedly define the number of cell clusters (Supplementary Fig. 1B). Differentially expressed genes (DEG) based on non-parametric Wilcoxon rank sum test were used to annotate the cell populations which were broadly classified into 5 uniquely different cell populations (Fig. 1B and Supplementary Data 1) designated as stromal (*N* = 98,166; *COL1A1, COL1A2*), epithelial (*N* = 16,068; *EPCAM*), endothelial (*N* = 13,376; *PECAM1*), immune (*N* = 16,258; *CD74, CD3, NKG7*), and schwann cells (*N* = 512; *NRXN1, S100B, PLP1*) (Fig. 1C). Further sub-clustering of each main cell population was informed by Clustree and DEG which resulted in a total of 58 distinct cell types/states in the developing lungs (Fig. 1D). Assessing the cell proportions over gestational time showed stromal cells constituted the largest proportion of cells throughout the 10 weeks of development (Fig. 1E).

**Fig. 1:**
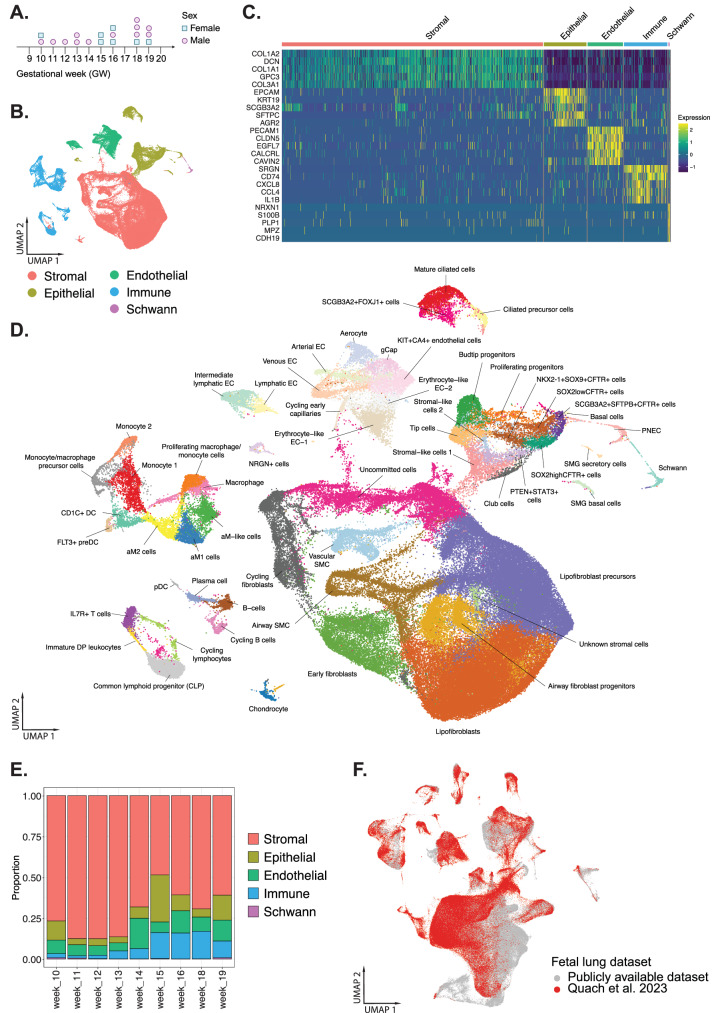
Overview of the single-cell RNA sequencing dataset from 19 fetal lung tissues. **A** Biological sex of the lungs was determined by *SRY, XIST*, and *DDX3Y* expression. The graphical image was created with Biorender.com. **B** UMAP visualization of the dataset highlighting the main cell types: stromal, epithelial, endothelial, immune, and Schwann cells. **C** Gene expression heatmap of the top 5 differentially expressed genes in each cell type. **D** UMAP projection of all 58 cell types/states identified within the integrated dataset. **E** Proportion of the major cell types across all gestational weeks. **F** Integrated UMAP projection of three published fetal lung datasets of similar developmental time points (He et al., Sountoulidis et al., and Cao et al., in gray) overlayed with our dataset (red). Source data are provided as a Source Data file.

We performed an integrated analysis to identify similarities and differences between our dataset and three recently published datasets encompassing similar developmental lung tissue^10–12^. An integrated UMAP overlay of our dataset (in red, Fig. 1F) with the published datasets by Cao et al., He et al., and Sountoulidis et al., (combined in gray) identified 54 of the 58 cell types (~ 93%) were common amongst all the datasets (Supplementary Table 2 and Supplementary Fig. 1C). However, 4 unique cell types were exclusively captured in our dataset and include basal cells, mature ciliated cells, and submucosal gland (SMG) basal cells in the epithelial cluster and monocyte 2 from the immune cluster. This may reflect the differences in cluster annotations, cluster resolution, and differences in DEG associated with each cell type in the datasets and/or sampling error. Additional comparisons between our dataset with each published fetal atlases are detailed in Supplementary Fig. 2 and Supplementary Note. 1. Future efforts to integrate all the datasets and harmonize cluster annotations will strengthen the collectively rich resource of fetal lung atlases available.

Herein, we will describe the epithelial and stromal cell compartments and additional analyses of the fetal lung endothelium in Supplementary Fig. 3 and Supplementary Note. 2, and immune cells in Supplementary Fig. 4 and Supplementary Note. 3.

We next compared our fetal lung dataset to a published human adult lung single-cell atlas using the MapQuery function in Seurat to identify cells of similar biological states of the adult lung^7^ onto our reference fetal lung dataset. As the percentage of anchors to query cells was less than 15% (~ 4%), only high confidence prediction scores (greater than 0.9) were used to predict cell identity. This resulted in 83% of fetal lung cell types captured in the adult lung (Supplementary Fig. 5A). Notable cell types that were not captured included tip cells and *NKX2-1* + *SOX9* + *CFTR* *+*  cells. We subsequently reversed the reference and query datasets and found only 56% of adult lung cell types captured in our fetal lung dataset (Supplementary Fig. 5B). Cell types that were not captured included alveolar-associated cell types (i.e., alveolar fibroblasts and alveolar macrophages), nasal cells (goblet (nasal) and multiciliated (nasal), and ionocytes.

We also compared our dataset to a previous mouse embryonic single lung cell atlas by Negretti et al.^9^ and found 62% common cell types (Supplementary Fig. 5C). It should be noted that the mouse lung dataset by Negretti et al captures tissues from embryonic day 12 and 15 (similar to pseudoglandular lung tissues in human). Therefore, the large number of cells not shared between our fetal lung dataset with the mouse embryonic lung datasets may be explained by the differences in developmental stage of the tissue as well as species differences.

We also used the 10X Xenium transcriptomic platform to resolve the spatial expression of a curated set of genes on archived GW15 and GW18 human fetal lung tissues. We used a custom panel consisting of 289 genes from the 10X genomics human lung gene panel and 50 custom genes informed by our single-cell RNA-sequencing dataset (Supplementary Data 1). Clustree was then used to inform Leiden clustering and cell populations (epithelial 1-2, stromal 1–5, endothelial 1, and immune 1) were determined by DEGs (Supplementary Fig. 1D–I). We identified 9 major clusters in GW15 tissue and 7 major clusters in GW18 tissue (Supplementary Fig. 1F, H). Annotated clusters were then spatially mapped to show the distinct regional distribution of each cluster (Supplementary Fig. 1J, K).

### The developing lung stroma

Stromal cells formed the largest proportion of cells in all the lung tissues analyzed (Fig. 1B). We identified 10 stromal cell subtypes (Fig. 2A) based on DEGs (Supplementary Data 1). These included lipofibroblasts, lipofibroblast precursors, cycling fibroblasts, early fibroblasts, airway fibroblast progenitors, uncommitted cells, airway smooth muscle cells (SMC), vascular SMC, chondrocytes, and an unknown stromal cell population. Lipofibroblasts and lipofibroblast precursors were the most abundant stromal cell types across all gestational weeks (Fig. 2B). Both cell types express *TCF21*, a marker previously shown in both mouse fetal and adult lung lipofibroblasts^24^. Lipofibroblast precursors differentially expressed higher levels of several canonical mesenchymal associated genes, including *PLEKHH2* and *MACF1* (Fig. 2C), similar to mouse lipofibroblasts cell lineages^25^. Regulon activity of the top differential transcription factors identified *JUN, FOS*, and *STAT3* in lipofibroblasts (Fig. 2D), which are known to regulate the synthesis of structural extracellular matrices such as collagen and elastin, and are important in alveolar development^26^. While alveolar development occurs later in gestation, it is conceivable that lipofibroblasts in early fetal lung development play a role in laying down the ECM proteins required to form airway structures. Differential regulon activity of the transcription factors driving lipofibroblast precursors include *NR2F1* and *ETV1*, which regulates cell growth, proliferation and differentiation^27,28^ (Fig. 2D). Airway fibroblasts expressed high levels of *TWIST1, NFIX*, and *ZEB1*, a core epithelial-to-mesenchymal (EMT) transcription factor^12^ (Fig. 2D).

**Fig. 2:**
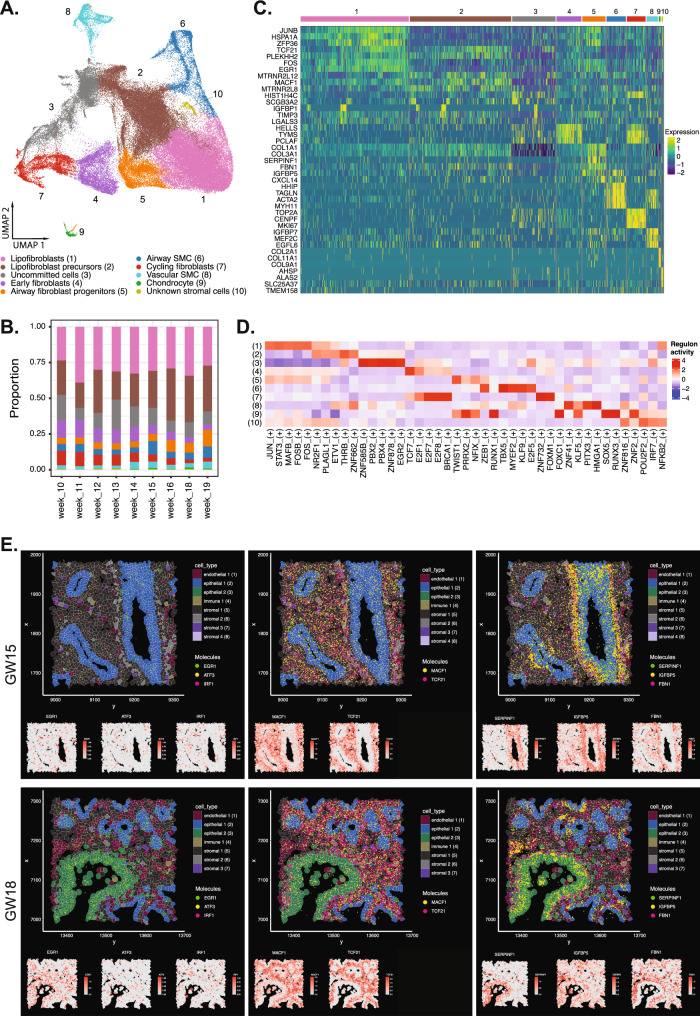
Characterization of the stromal cell compartment identifies lipofibroblast and lipofibroblast progenitors as main cell type in the developing fetal lungs. **A** UMAP visualization of the fetal stromal cell subtypes. **B** Proportion of stromal cell subtypes across gestational week. **C** Gene expression heatmap of DEGs representing each cell subtype. **D** Heatmap measuring regulon activity of the top differentially expressed transcription factors (TF) genes based on regulon specificity score (RSS) via SCENIC. **E** Xenium spatial plots of *EGR1*, *ATF3*, *IRF1* in lipofibroblasts, *TCF21* and *MACF1* in lipofibroblast precursors, and *SERPINF1, FBN1, IGFBP5* in airway fibroblast progenitors. Colors in (**B**) indicate cell type as in (**A**). Numbers in the top bar of (**C**) and (**D**) indicate cell type as in (**A**). Source data are provided as a Source Data file.

We next used Xenium, high resolution multiplexed in situ spatial profiling, to determine the spatial localization of the expressed DEG in each stromal cell subtype. We identified genes associated with airway fibroblast progenitors (*SERPINF1, FBN1, IGFBP5*), lipofibroblast precursors (*MACF1* and *TCF21*), and lipofibroblasts (*EGR1*, *ATF3*, *IRF1*) in the stromal regions of the fetal lung tissues (Fig. 2E). Airway fibroblast progenitors were primarily concentrated around the large airways (epithelial 1), while lipofibroblast precursors were seen throughout the stroma. In addition, lipofibroblasts were observed scattered among the lipofibroblast precursors surrounding the epithelium.

Cycling fibroblasts and early fibroblasts were also present at a relatively high proportion in the early lung tissues (GW 10–14; ~ 6–10% and ~ 9–12% respectively) but gradually reduced in later gestational lung tissues (GW15 onwards; ~2–5% and ~3–7% respectively) (Fig. 2B and Supplementary Data 2). Other than the common collagen genes (*COL1A1, COL1A2*), cycling fibroblasts expressed high levels of genes associated with cellular proliferation *TOP2A, CENPF, MKI67* (Supplementary Data 1 and Fig. 2C). Early fibroblasts expressed high levels of genes associated with chromatin remodeling such as *HELLS* and *TYMS*^29^ (Fig. 2D), previously shown to be highly expressed in mouse embryonic fibroblasts. The transcription factors with differentially high regulon activity in early fibroblasts include *E2F7, E2F8, FOXM1* (known regulators of the cell cycle in fibroblasts^30^), *TCF7*, and *E2F1*.

There was also a significant proportion of uncommitted cells that were closely associated with cycling fibroblasts and lipofibroblast precursors based on the UMAP projections (Fig. 2A). These uncommitted cells shared some transcriptional similarities to cycling fibroblasts and lipofibroblast precursors but also expressed genes associated with other cell types in general (Fig. 2C). Airway SMC differentially expressed higher levels of *TAGLN, DES*, and *MYH11*, while vascular SMC expressed *IGFBP7, MEF2C*, and *EGFL6*, both similarly reported in other studies^11^. The transcription factors and associated regulons of *TBX5*, *MYEF2*, and *KLF9* were differentially active in airway SMCs, while *ZFN41*, *PITX3*, and *HMGA1* were found in vascular SMCs. Chondrocytes differentially expressed many of the collagen genes, including *COL2A1, COL11A1, COL9A*1, and *RUNX1*, as well as *FOXC1* associated regulons known to regulate chondrocyte development^31,32^. An unknown small cluster of stromal cells (cluster 10) with distinct DEG expressed high levels of *AHSP, ALAS*, and *BPGN*, genes correlated with erythroid cells. These unknown stromal cells also expressed abundant levels of *TMEM158*, a gene enriched in cells undergoing EMT transition through STAT3 signaling^33^. Their role in the fetal lung remains undetermined.

Spatial localization of the top DEGs associated with cycling and early fibroblasts showed these cells were generally found in the stromal regions of lung tissue (Supplementary Fig. 6A). Airway SMCs were found surrounding the developing epithelium while vascular SMC genes concentrated in a distinct region presumed to be the site of a developing vessel (more evident in endothelial cluster of GW18 lung tissue). Colocalization of *THBS1* and *SOX9* was found in a cartilaginous region of the lung tissue. Immunofluorescence staining of MEF2C, DES, and ACTA2 was used to mark vascular SMC, airway SMC, and pan-SMC, respectively, and was localized to emerging blood vessels and surrounding the epithelium respectively (Supplementary Fig. 6B).

To infer developmental lineages of the fibroblast clusters, we used LatentVelo to estimate RNA velocities on a subset of the stromal cells without airway SMC, vascular SMC, and chondrocytes. A new UMAP was generated for this subset, and we visualized these velocities on the UMAP embedding and with PAGA (Fig. 3A, B). Inferred trajectories suggest that cycling fibroblasts form early fibroblasts that then contribute to airway fibroblast progenitors and lipofibroblasts. We further validated these trajectories with Slingshot, using cycling fibroblasts as the root cells or cell origins, and found a gradual change in gene expression as the cells moved along a differentiation trajectory to lipofibroblasts or airway fibroblast progenitors (Fig. 3C, D).

**Fig. 3:**
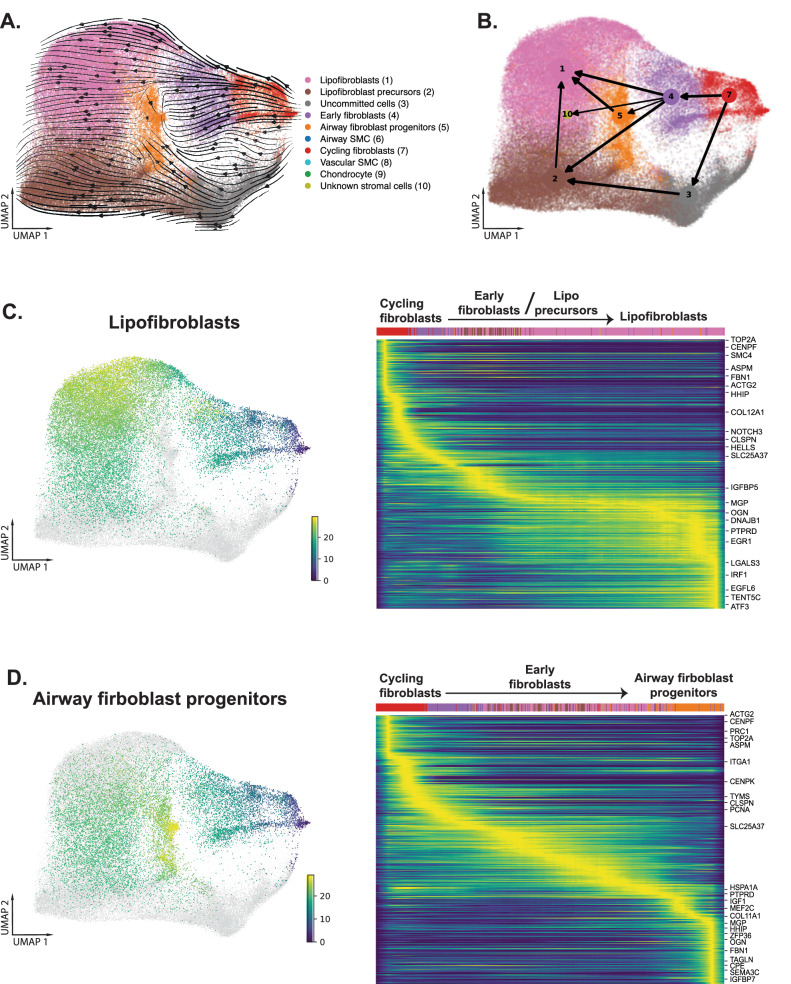
Trajectory analysis of the stromal cell compartment show derivation of lipofibroblasts and airway fibroblast progenitors. **A** LatentVelo analysis revealing inferred cell state trajectories (arrows) projected onto the UMAP. **B** Partition-based graph abstraction (PAGA) plot identified lineage trajectories informed by LatentVelo velocities. Line thickness indicates inferred transition strength. **C** Slingshot trajectory analysis with a root at cycling fibroblasts identifies a trajectory to lipofibroblasts (UMAP colored by pseudotime, dark blue to yellow). The trajectory heatmap plot shows the progression of cell types along the trajectory and the change in significantly varying genes. **D** Slingshot trajectory analysis with a root at cycling fibroblasts identifies a trajectory to airway fibroblast progenitors (UMAP colored by pseudotime, dark blue to yellow). Numbers and colors in (**B**) indicate cell type as in (**A**). Source data are provided as a Source Data file.

### A dynamically evolving fetal lung epithelium

In the fetal lung epithelium, analysis of the top DEG coupled with high expression of canonical epithelial genes associated with specific cells revealed 19 subtypes (Fig. 4A, B and Supplementary Data 1). Many of the epithelial cell types were found in all lung tissues except for ciliated cell precursors, which emerged around GW13 onwards, mature ciliated cells, and *SCGB3A2* + *FOXJ1* *+* cells which emerged around GW14. Based on our sampling of tissues for sequencing (see “Methods”), basal cells and SMG secretory cells were not detected until around GW15, and only represented a very small fraction (~0.2–1% and ~1–5%) of the total epithelial cell population (Supplementary Data 2 and Supplementary Fig. 7A). PNEC and *SOX2*^*high*^*CFTR* *+* cells were found in higher abundance in early fetal lungs (up to GW13) which then decreased in proportion in later gestational tissues.

**Fig. 4:**
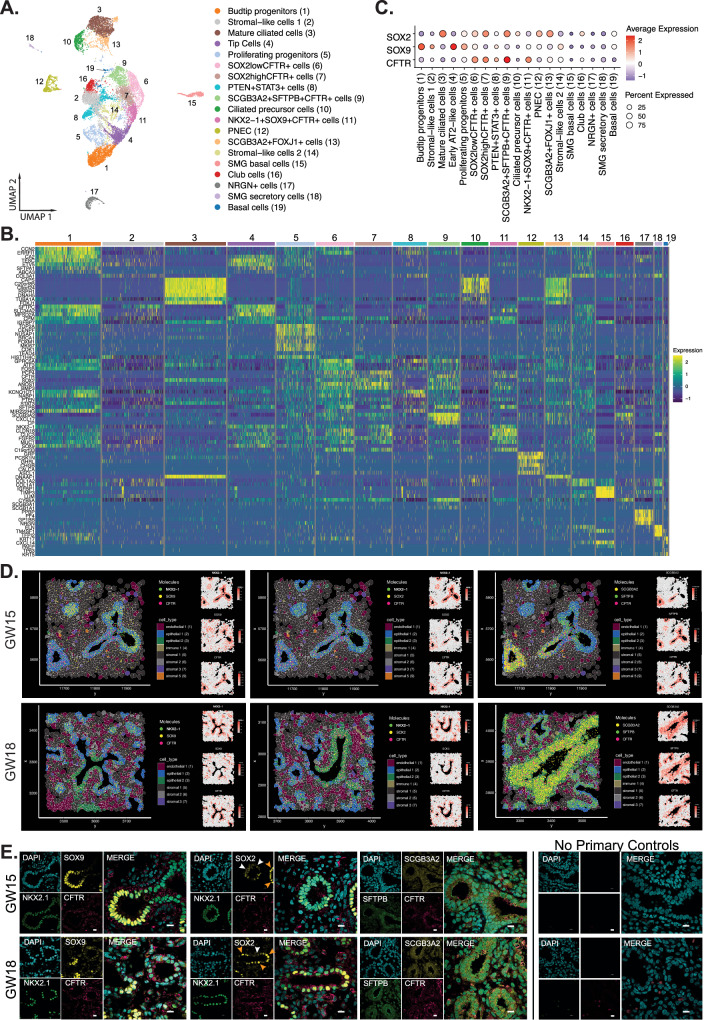
Spatial identification of CFTR-expressing progenitor cells identified in the developing fetal lung epithelium. **A** UMAP visualization of the fetal epithelial subtypes. **B** Gene expression heatmap of DEGs representing each cell subtype. **C** Dotplot of average scaled gene expression for *CFTR, SOX9*, and *SOX2* in each epithelial cell type. **D** Xenium spatial plots of *CFTR, NKX2-1, SOX9, SOX2, SCGB3A2, SFTPB* in the developing airways of GW15 (top row) and GW18 (bottom row) fetal lung tissues. **E** Immunofluorescence staining shows the localization of NKX2-1, SOX2, SOX9, CFTR SCGB3A2, and SFTPB positive cells in GW15 (top row) and GW18 (bottom row) fetal lung tissues. At least 4 representative images were captured and analyzed for each gestational time point. The Right column panels are negative controls (no primary, secondary antibodies only). DAPI marks all nuclei. White arrowheads and orange arrowheads demarcate areas of SOX2low and SOX2high cells, respectively. Scale bar = 10 microns. Numbers in the top bar of (**B**) indicate cell type as in (**A**). Source data are provided as a Source Data file.

Leveraging the expression of *SOX2* and *SOX9* to determine proximal and distal airway cells respectively^34^, we identified subclusters of epithelial cells that expressed high levels of *SOX2*, which included mature ciliated cells, a *CFTR*-expressing cell type that co-expressed *SCGB3A2* and *SFTPB* (*SCGB3A2* + *SFTPB* + *CFTR* + ^32^), *SCGB3A2* + *FOXJ1* *+* and *SOX2*^*high*^*CFTR* *+* progenitor cell populations (Fig. 4C). On the contrary, *SOX9* expressing cells included budtip progenitors, tip cells, *NKX2-1* + *SOX9* + *CFTR* *+* progenitor cells, and stromal-like 1 cell populations. Cells that expressed relatively lower levels of both *SOX2* and *SOX9* included SMG secretory cells, *PTEN* + *STAT3* +, and *NRGN* *+* cells. Expression of *SOX2* in the budtip progenitors in our dataset was relatively low compared to *SOX9*, which is consistent with previous findings^35,34,36^.

Proliferating progenitors were identified by the elevated expression of genes associated with cellular proliferation *MKI67* and cell cycle genes encoding the microtubule-binding protein *CENPF, NUSAP1*, and *CDK1* (Fig. 4B). These cells also expressed abundant levels of *BRCA1, MYBL2* and *FOXM1* (Supplementary Fig. 7B). Assessment of the top DEG (Supplementary Data 1) associated with these cells suggested these proliferating progenitors were relatively uncommitted.

An interesting finding in our analysis was the identification of four epithelial cell types that expressed relatively higher levels of *CFTR* (Fig. 4C, average scaled expression greater than 1). These included *NKX2-1* + *SOX9* + *CFTR* +, *SOX2*^*high*^*CFTR* +*, SOX2*^*low*^*CFTR* +, and *SCGB3A2* + *SFTPB* + *CFTR* *+* cell populations. Previous studies in porcine fetal lungs suggest the role of CFTR in branching morphogenesis^37^. However, the pleiotropic roles of CFTR in the developing lung remain to be determined. The *SOX2*^*low*^*CFTR+* shared many common DEG with *SOX2*^*high*^*CFTR* *+* cells, but *SOX2*^*low*^*CFTR* *+* cells also expressed *GPRC5A*, a gene involved in retinoic acid signaling instrumental to lung development^38^ (Fig. 4B and Supplementary Data 1), and exhibited high regulon activity in transcription factors *NFKB1* and *IRF1* (Supplementary Fig. 7B). On the contrary, *SOX2*^*high*^*CFTR* *+* cells contained elevated regulon activity in transcription factors *TFDP2* and *FOXA2*, which has been shown to mediate branching morphogenesis and differentiation^39^. Interestingly, these cells also expressed high levels of *CD47* (Supplementary Data 1), a cell surface molecule used to enrich multipotent human induced pluripotent stem cells (hiPSC)-derived lung progenitors^40^.

*NKX2-1* + *SOX9* + *CFTR* *+* cells expressed high levels of *CPM, CLDN18*, *FGFR2*, and *MUC1*. Interestingly, *CPM* is also a cell surface molecule used to enrich fetal lung epithelial progenitors generated from hiPSC that can generate alveolospheres^41^. The association between these cells would be an interesting future study. *NKX2-1* + *SOX9* + *CFTR* *+* cells expressed high levels of the transcription factor *CEBPA*, required for lung development and activation of the alveolar development program^42^, *THRA*, which activates alveolar type II cell proliferation during regeneration^43^, and *SOX5*, required for branching morphogenesis in mouse lungs^44^.

Spatial Xenium profiling showed *NKX2-1* + *SOX9* + *CFTR* *+* were restricted to the epithelium (Epithelial 2, blue shade) with enriched expression of all three genes in regions of bifurcations or developing bud areas of GW 15 and 18 lung tissues (Fig. 4D). In contrast, *SOX2* + *CFTR* *+* cells were found in the stalk regions of the airways. SOX2 expression is known to regulate the cellular proliferation of epithelial cells^45^, and therefore, *SOX2*^*high*^*CFTR* *+* cells may be involved in the expansion of cells to form the developing airways.

Using immunofluorescence staining, we confirmed spatial expression of NKX2-1, SOX9, and CFTR triple-positive cells in the developing lung bud region (Fig. 4E). On the contrary, NKX2-1 + SOX2 + CFTR + cells were found in the fetal airways with distinct clusters of SOX2^high^ (orange arrowheads) and SOX2^low^ (white arrowheads) cells. We found no statistical significance when comparing the proportions of SOX2^high^ and SOX2^low^ cells at different time points (Supplementary Fig. 7C).

The *SCGB3A2* + *SFTPB* + *CFTR* *+* cells referred to as triple positive (TP) herein, differentially expressed higher levels of *CXCL17*, *CP*, and *CYB5A* (Fig. 4B) and differentially high regulon activity of transcription factor *HES1*, a major NOTCH target gene, and *ASCL2*, previously shown to be a WNT/CTNNB1 transcriptional target in the gut epithelium^46^ (Supplementary Fig. 7B). These TP cells were found abundantly scattered throughout the airways (Fig. 4D, E).

Unlike in adult lungs^3,47^, fetal secretory, ciliated, and SMG cells expressed relatively low levels of *CFTR* compared to the progenitor cells. The rare ionocytes that express the most abundant *CFTR* transcripts in postnatal lung tissues^47^ were not detected in any of the fetal lung tissues examined here. However, this does not preclude the development of these cells later in fetal lung development. Fetal club cells expressed high levels of the canonical genes *SCGB1A1, SCGB3A2*, and *CYB5A* (Supplementary Data 1) typically found in mature club cells. On the contrary, *SCGB3A2* + *FOXJ1* *+* cells expressed abundant genes associated with ciliogenesis (*RSPH1, DNAH5*, Fig. 4B) suggesting these may be transitory cells originating from a secretory precursor.

Ciliated cell precursors and mature ciliated cells shared the expression of several key genes including *DNAH5*, a protein-coding gene for microtubule assembly, *FOXJ1*, a key regulator of cilia gene expression, and *RSPH1*, a gene encoding a protein that localizes cilia **(**Clusters 10 and 11, Fig. 4B**)**. Both cell types also expressed high levels of regulon activity from *TP73* (Supplementary Fig. 7B), a transcriptional activator of the *FOXJ1*^48^. Ciliated cell precursors expressed high levels of *FOXN4* (Supplementary Data 1), a transcription factor required for the expression of motile cilia genes, and observed in cells undergoing ciliated cell differentiation^49^. Mature ciliated cells, on the other hand, expressed prominent levels of the *TUBA1A* required for ciliogenesis^50^. Interestingly, we found a unique cell cluster that co-expressed *SCGB3A2* and *FOXJ1* (*SCGB3A2* + *FOXJ1* +) which were found dispersed in the airways and found after GW14 (Supplementary Fig. 7D and 7E). The relationship between these cells with ciliated cells remains to be experimentally determined. However, assessment of the proximity scores of the cells from spatial transcriptomics suggests *SCGB3A2* + *FOXJ1* *+* cells are closely associated with other proximal cells including *SCGB3A2* + *SFTPB* + *CFTR* +*, SOX2* *+* cells, and club cells (low-resolution Visium Fig. 5A, high-resolution Xenium Fig. 5B), which further suggests a lineage relationship between these cells.

**Fig. 5:**
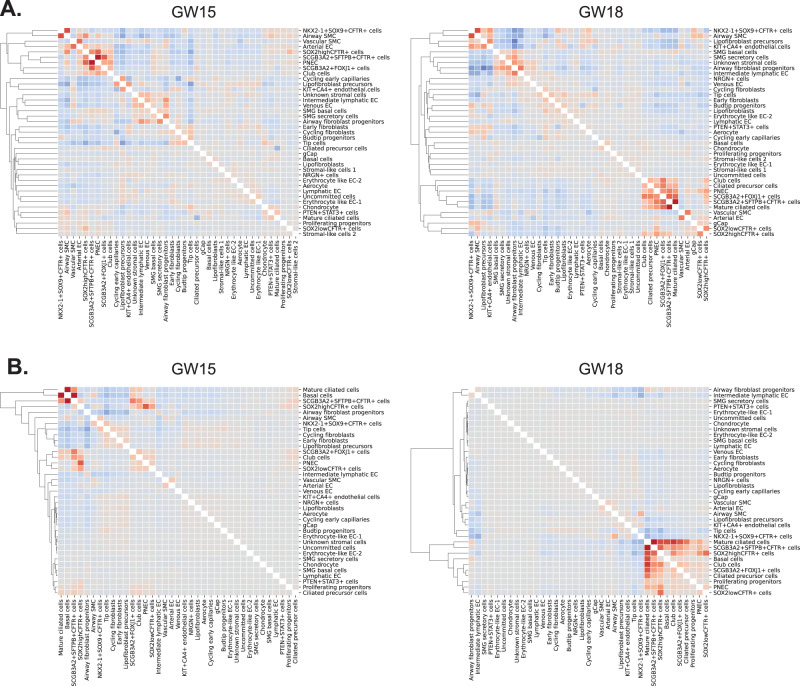
Co-occurrence of epithelial and stromal cell types using low-resolution Visium and high-resolution Xenium spatial transcriptomics. **A** Correlation between RCTD weights for Visium spots. Showing the colocalization of cell types within the same Visium spots. Hierarchical clustering shows groups of frequently colocalized cell types. **B** Xenium-informed RCTD neighborhood enrichment, showing cell types that frequently neighbor. Hierarchical clustering shows groups of frequently enriched neighbors. Source data are provided as a Source Data file.

Tip cells and budtip progenitors both expressed genes related to surfactant protein production, such as *SFTPC, SFTPA1, ABCA3, ETV5,* and *TESC* (Fig. 4B). Budtip progenitors differentially expressed higher levels of *CCN2*, *ERRFL1*, *MIR222HG*, and genes associated with cellular proliferation *(*e.g., *FOSB*). Budtip progenitors were found to contain differentially high regulon activity from transcription factors *NFKB1* and *SOX9* (Supplementary Fig. 7B), both involved in distal epithelial cell differentiation^51^. Transcription factors including *ELF5, CEBPA*, and *USF2* (important in regulating *SFTPA* expression^52^), were differentially active in tip cells. While *ETV5* was previously shown to regulate human distal lung identity^12^ and mouse adult lung AT2 identity^53^, we identified that its homolog, *ETV1*^54^, was also abundantly expressed in both human fetal tip and budtip progenitor cells. Notably, we found that our tip cells and late tip cells identified by Lim et al.^55^ shared similar DEGs, suggesting they may be the same or related cells. However, these cells also showed similarity to early and mid-tip cells, and therefore we chose to label them as tip cells and not define their stage explicitly. Co-localization analysis with spatial transcriptomics showed budtip progenitors and tip cells shared common genes (Fig. 4B) and were closely spatially correlated (Fig. 5A), suggesting these cells may also share regionally the same space and may represent the same cell type at different phenotypic states. Indeed, expression of *CA2* and *ETV5* was highly enriched in budtip and tip cells, while *SFTPC* was found to be enriched in budtip cells compared to neighboring tip cells (Supplementary Fig. 6C).

In our dataset, basal cells were defined by *KRT5, KRT17, TP63,* and *CXCL14* expression (Fig. 4B and Supplementary Data 1) and were rare in our dataset, especially in younger gestational age lung tissues (often found <10 cells). This may represent insufficient sampling of the larger airways, such as tracheal tissues (which was not collected for sequencing). Immunofluorescence staining for deltaNP63 (basal cell), FOXJ1 (ciliated cell), and SCGB3A2 (secretory cell) markers showed the presence of basal cells in the developing airways to be sparse in early gestational tissue but appeared more prominent in later tissues. Furthermore, *SCGB3A2* + *FOXJ1* *+* cells were in GW15 but not in GW12 tissues, supporting the observation in our scRNA-seq analysis that these cells emerged later. The presence of *FOXJ1* continues to increase over time (Supplementary Fig. 7D). Transcription factors abundantly active in basal cells included *PITX1* and *LEF1*, both previously shown to regulate basal cell proliferation and differentiation (Supplementary Fig. 7B)^56,57^.

Airway SMG basal cells expressed high levels of *IGFBP, TIMP3, LGALS1, LGALS3, S100A4*, and *S100A6*, all previously associated with SMG basal cells^10^. Similarly, SMG secretory cells expressed high levels of *UPK3B, RARRES2, C3*, and *ALDH1A2* (Supplementary Data 1). Both SMG basal and SMG secretory cells shared elevated activity of the *HOX* family transcription factors *HOXB2*, *HOXB4*, and *HOXA5* (Supplementary Fig. 7B), all previously shown to regulate proximal-distal patterning and epithelial differentiation in the developing mouse airways^58^.

Club cells expressed high levels of *SGCB3A1, SCGB3A2, SCGB1A1,* and *CYB5A* (Fig. 4B). The *TEAD4* transcription factor was differentially active in fetal club cells (Supplementary Fig. 7B), which has previously been shown to regulate club cell development/homeostasis^59^. Club cells spatially correlated with differentiated/differentiating cells including ciliated cells, PNEC, and TP cells (Fig. 5A, B).

Similar to previous studies^10,11^, PNEC emerged early in the developing lungs, but the proportion of PNEC appeared to decrease by the end of the pseudoglandular stage ~ GW16 (Supplementary Fig. 7A). PNEC expressed high levels of the canonical genes including *CHGB, CALCA*, and *ASCL1* (Fig. 4B) and the transcription factors *NKX2-2, NEUROD1*, and *ASCL1* were most abundantly expressed in these cells (Supplementary Fig. 7B), confirming their cell identity as previously described^10,11,60^. Spatial localization for PNECs markers, *ASCL1* and *CALCA*, showed clusters of these genes in the early GW15 airways but absent in the GW18 airways (Supplementary Fig. 8A). The development of clusters of PNECs, or neuroepithelial bodies, was previously described to play a role in bombesin-mediated lung growth as these PNEC cells were found adjacent to epithelial branching points^61^. Similar to previous finding^9^, two PNEC subpopulations separated by differential expression of *ASCL1* and *CALCA,* respectively, were observed in our dataset (Supplementary Fig. 8C).

An unknown epithelial cell cluster was found that expressed high levels of mTOR-related *STAT3* and *PTEN* (*PTEN* + *STAT3* +). No other cell-type-specific gene was differentially expressed in these cells. In the developing mouse lungs, mTOR signaling is required for *Sox2* acquisition and conversion of *Sox9* + distal progenitors to *Sox2* + proximal cells^62^. It is unclear if these *PTEN* + *STAT3* *+* cells are equivalent to transitional cells of distal to proximal progenitors. However, these cells expressed DEG associated with cell cycle progression such as *NFKB1*, an NFKB subunit (*REL),* and *IRF1* (Supplementary Fig. 7B). Spatial transcriptomic analysis of the expression of the *PTEN, STAT3*, and *NFKB1* was used for identify these cells using Xenium (Supplementary Fig. 8B). Many stromal cells expressed all three genes but, in the epithelium, all three genes were found colocalized in the same cell and were more prominent in the stalk regions of the developing epithelium.

Other epithelial cell populations that were less defined and made up a smaller proportion of the total epithelium included the *NRGN* *+* cells that expressed abundant levels of *PPBP (*or *CXCL17*)*, PF4 (*or *CXCL4),* and *ELN*, which would suggest these cells may play a role in inflammation and laying down extracellular matrices. Spatial expression of *NRGN* in GW15 fetal lungs showed a high amount of *NRGN* molecules in pockets of stromal cells surrounding the developing epithelium with few cells in the epithelium expressing *NRGN* (Supplementary Fig. 8B). In GW18 lung tissue, *NRGN* expression was most abundant in the developing endothelium with sporadic *NGRN* in some epithelial cells. It is unclear if *NRGN* *+* cells represent a specific epithelial cell state. Two stromal-like epithelial cell populations were also found in all fetal lung tissues examined. These cells were annotated based on the DEG of stromal associated genes, including *COL3A1,* which is expressed in squamous cell types^63^. Stromal-like cells 2 also expressed *MEOX2*^64^ (Supplementary Data 1**)** which regulates TGFβ signaling pathway and epithelial-mesenchymal cell transition. These cells also expressed abundant *WNT2*, previously shown to orchestrate early lung morphogenesis^65^. Future studies will be needed to define the functional role of the stromal-like cells in the developing lung.

### Inferred trajectories of epithelial subtypes

Using LatentVelo, we estimated RNA velocity to predict the lineage relationships of the epithelial cell types (Fig. 6A). We also used a separate pseudotime method to arrive at these same results for validation (Supplementary Fig. 9A). We performed slingshot analysis on the late-stage tissues to determine the origins and trajectories of the differentiated cells and found trajectories from budtip progenitors through the TP cells to mature ciliated cells, PNEC, and basal/club cells (Supplementary Fig. 9B). However, subsequent validation with LatentVelo and Palantir pseudotime was unable to resolve the origin of basal cells, likely due to the low numbers of these cells in our dataset.

**Fig. 6:**
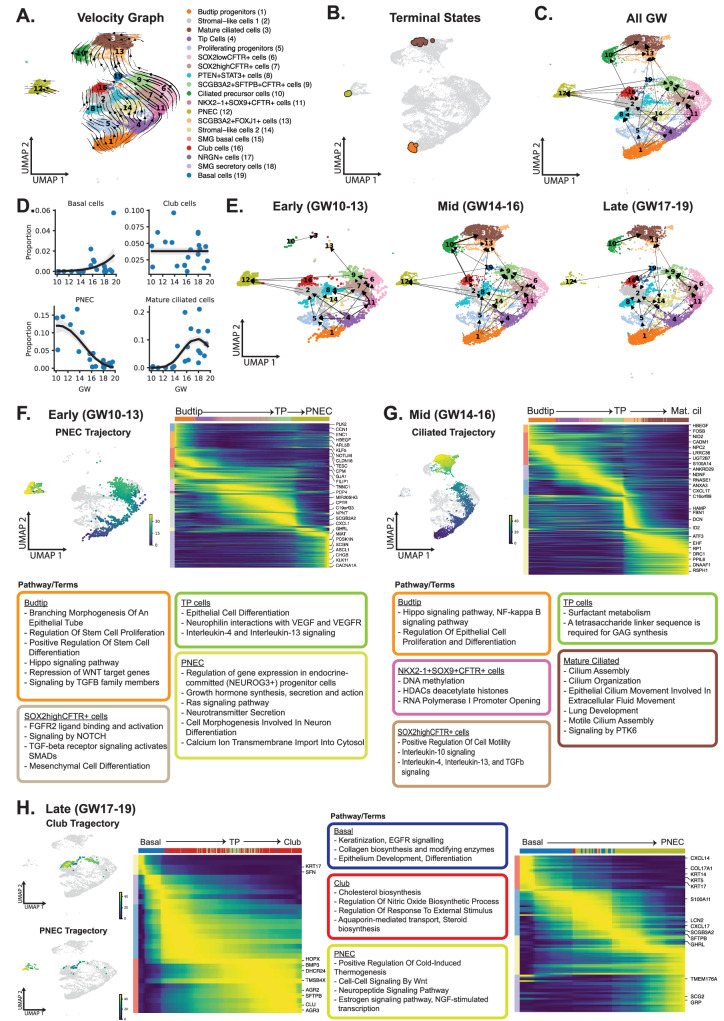
RNA velocity analysis reveals dynamic epithelial cell trajectories varying across gestational ages. **A** LatentVelo analysis revealing inferred cell state trajectories (arrows) projected onto the UMAP. **B** Terminal states are identified by using velocities with CellRank, shown on the UMAP. **C** Partition-based graph abstraction (PAGA) analysis reveals multiple connections with the fetal epithelia. Line thickness indicates inferred transition strength. **D** Analysis of cell type proportion over time (gestational weeks). Each point indicates a tissue sample. The best fit out of a constant, linear, or quadratic model is chosen for each cell type, shown with 95% credible intervals. **E** LatentVelo PAGA subset into Early (GW10-13), Mid (GW14–16), and Late (GW17-19). The weakening of PNEC transitions were observed, and the emergence of transitions to ciliated cells with increasing GW. **F** Based on the PAGA, the early trajectories to PNEC from TP cells are analyzed with Slingshot (UMAP colored by pseudotime, dark blue to yellow). Trajectory heatmaps show the progression of cell types (top colored bar) and significantly varying genes along the trajectory. List of GO, KEGG, and Reactome terms and pathways enriched in each gene cluster (row colors). Pathways are shown in text boxes for the cell type that most express the genes. **G** Mid-time point Slingshot trajectories highlighting the emergence of mature ciliated cells from TP cells are shown. **H** Based on PAGA, basal cells contribute to late club and PNEC cells. Slingshot trajectories show the development of PNEC cells from basal cells and the development of Club cells from basal and TP cells. Source data are provided as a Source Data file.

We then analyzed LatentVelo velocities with CellRank^66^ and identified three terminal states: mature ciliated cells, PNEC, and budtip progenitor cells **(**Fig. 6B and Supplementary Fig. 9C, D). Using slingshot, we identified a bifurcation in the early budtip progenitor cells towards either the late budtip progenitor cells or tip cells and NKX2-1 + SOX9 + CFTR + cells (Supplementary Fig. 9E).

Based on PAGA using LatentVelo velocities, we observed trajectories that suggest a high degree of cellular plasticity and changes in cell lineage relationships (Fig. 6C). We hypothesized that epithelial lineage development may be temporally regulated. Therefore, we dissected the analysis based on developmental vignettes to unmask these dynamic events. Based on the emergence of several canonical cell types, such as mature ciliated cells and the significant decline of PNEC cells at ~ GW14 (Fig. 6D and Supplementary Fig. 4A), we grouped the tissues into 3 vignettes: Early (GW10-13), Mid (GW14–16), and Late (GW17-19). The late vignette (GW17-19) marks the early canalicular stage of lung development, a period in which differentiation and emergence of many epithelial cell subtypes emerge^67^. A few noteworthy trajectories were observed. In early gestational tissues, there were multiple sources of PNEC contributions including a trajectory from budtip progenitors through tip cells to *SOX2*^*high*^*CFTR* to TP and then PNEC. Changes in the DEG reflected the gradual cell fate change to PNEC differentiation (expression of *ASCL1* and *GHRL*) (Fig. 6F). Enriched GO/KEGG/Reactome terms or pathways for the cells along the trajectory reflected the change in phenotype. During the transition from TP cells to PNEC, genes involved in FGF, NOTCH, and TGFβ signaling pathways were upregulated. All the PNEC trajectories weakened in the late stages, and the proportion of PNEC cells at these later stages decreased (Fig. 6D).

Several trajectories converged onto TP in the mid-gestational tissues (Fig. 6E). These included cell sources from *SOX2*^*low*^*CFTR* *+* cells, *SOX2*^*high*^*CFTR+* cells, stromal-like cell 2 cells, proliferating progenitors, and basal cells. A strong connection (thick arrow line) between *NKX2-1* + *SOX9* + *CFTR* *+* and *SOX2*^*low*^*CFTR* *+* or *SOX2*^*high*^*CFTR* *+* cells, and the latter two with TP were observed in all time points, suggesting these cells are developmentally related. Interestingly, the connection between budtip progenitors and tip cells appeared to reflect only a subpopulation of budtip progenitor cells that emerged later in development (mid-stage). Cells that expressed abundantly higher levels of *SOX9* included budtip and tip cells (Fig. 4D). Our inferred trajectory predictions (Fig. 6F, G) and Xenium spatial localization suggest a relationship between *SOX9* *+* cells. The spatial expression suggests these cells all reside close to one another in the bud or bud-adjacent region tip and next to stalk regions. We, therefore, predict that *NKX2-1* + *SOX9* + *CFTR* +, while they do express low levels of *SOX9*, may represent a transitional state from tip cells as they differentiate or acquire stalk identity. In assessing their DEGs, these cells are distinct from tip and *SOX2* *+* cells but had similarities with both (Supplementary Fig. 9F), further supporting their lineage relationship.

During the mid (GW14–16) time points, the emergence and trajectories for mature ciliated cells were observed, stemming from budtip progenitors through tip cells, *NKX2-1* + *SOX9* + *CFTR* *+* to ciliated precursor cells or through *SOX2*^*high*^*CFTR* *+* cells, TP cells, and *SCGB3A2* + *FOXJ1* *+* cells to mature ciliated cells (Fig. 6G). During the transition to SCGB3A2 + FOXJ1 + cells from TP cells, genes involved in interleukin and TGFβ signaling were upregulated. Fetal club cells appeared to contribute to the ciliated cell precursor (Fig. 6E), supporting the notion that fetal club cells may have greater developmental potential as has been observed in mouse lung injury models^68^. However, this developmental trajectory was lost at later time points. Interestingly, there were no connections between fetal basal cells and club cells before GW17, which may be explained by the low numbers of basal cells captured for sequencing. At later GW, trajectories originating from basal cells contributed to PNEC and Club cell lineages (Fig. 6H), suggesting the basal cells at this stage have acquired developmental plasticity similar to fetal TP cells and adult basal cells^69^.

### The plasticity of TP cells in PNEC and ciliated cell lineages

Conchola et al.^13^ previously showed that TP cells can functionally contribute to PNEC and ciliated cells in the lower airways through ex vivo lineage tracing studies. In our dataset, we found a temporal contribution of these cells with a decline in PNEC in later tissues and a concomitant increase in ciliated cells around GW14 (Fig. 7A). Our trajectory analysis also suggests TP contributions to basal/club cells in later gestational tissues (>GW16). Future studies will be needed to determine the developmental potential of TP by using similar lineage tracing tools to validate these inferred trajectories^13^.

**Fig. 7:**
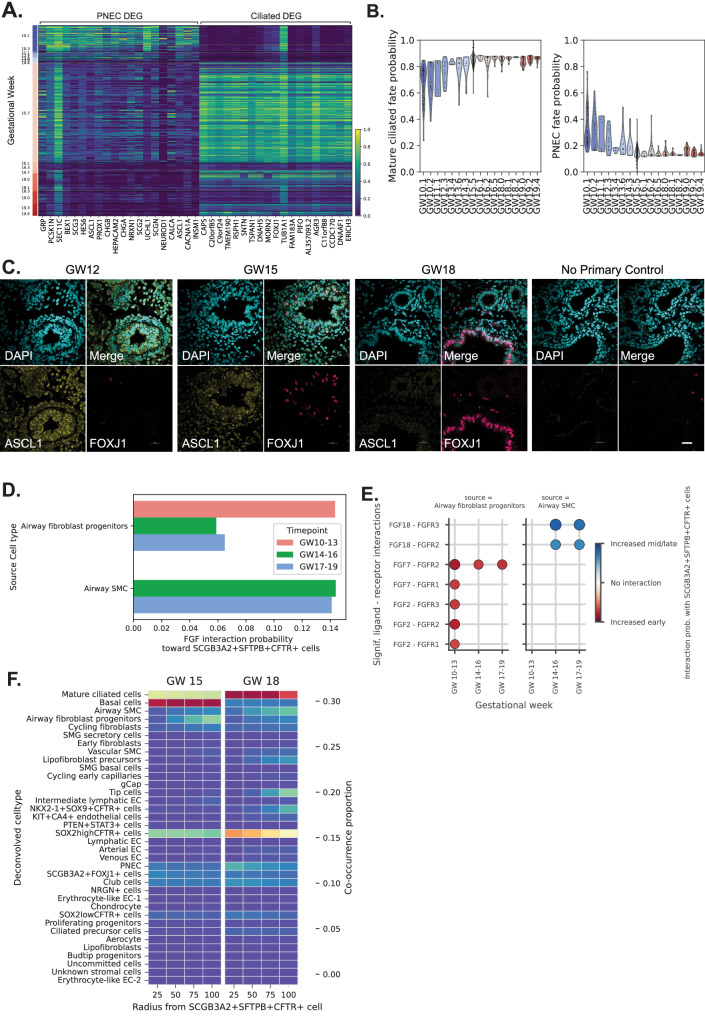
Regulation of TP cells differentiation and cell communication. **A** Heatmap showing the gene-normalized expression of the top 20 differentially expressed genes for the PNEC and mature ciliated cells within the TP cells versus gestational week. **B** CellRank matures ciliated and PNEC fate probabilities for TP cells versus gestational week (distributions shown as violin plot). **C** Immunofluorescence staining for ASCL1 (PNEC marker, yellow) and FOXJ1 (ciliated cell marker, magenta) in GW12, 15, and 18 fetal lung tissues. At least 4 representative images were captured and analyzed for each gestational time point. The Right panel shows the negative controls (no primary or secondary antibodies only). Scale = 25 microns. **D** FGF signaling interaction probabilities towards TP cells from spatially neighboring cell types with significant FGF interactions. **E** Co-occurrence probability of deconvolved cell types within spatial neighborhoods of TP cells of a given radius with Xenium. **F** Significant ligand-receptor (L-R) interactions towards TP cells for the FGF pathway, subset to signaling cell types in proximity. Both color and point size indicate interaction probability. Red values show that L-R interactions significantly increased early. Blue values show interactions significantly increased mid/late. Significance is determined using a permutation test randomly permuting cell-type labels, significant interactions are chosen with *p* < 0.01. Source data are provided as a Source Data file.

CellRank was used to estimate the PNEC and mature ciliated cell fate probability for the TP cells, showing a decline in PNEC probability and increase in mature ciliated cell probability with increasing GW (Fig. 7B). Immunofluorescence staining for PNEC marker ASCL1 (yellow) and ciliated cell marker FOXJ1 (magenta) showed an abundance of PNEC cells in early GW tissue which was lost in GW18 fetal lung (Fig. 7C). Co-occurrence analysis with spatial transcriptomics showed both cell types in proximity to TP cells and *SOX2* *+* cells, suggesting these cells reside in the developing stalk regions and contribute to the lineage composition of the airways (Fig. 5A, B). Together, these results demonstrate a temporal regulation of PNEC and ciliated cell differentiation through TP cells, supporting the dynamic plasticity of these progenitor cells in the developing lung.

### Temporal changes in FGF signaling to TP

We revealed several trajectories from mid and late fetal lung tissues which suggests that cell fate acquisition is more dynamic than previously understood^70^. One explanation for these dynamic cell fate changes is that they reflect differences in the spatial microenvironment of the cell and the various signaling mechanisms involved (paracrine, autocrine, distant signaling)^71^. To determine the cellular interactions in regulating the change in gene expression and developmental potential of TP cells, we performed CellChat^72^ analysis on our scRNA-seq dataset. Informed by the spatial relationships with spatial transcriptomics, we identified unique signaling pathways targeting the TP cells. Importantly, we observed changes in signaling when assessed through each vignette: early (GW10-13), mid (GW14–16), and late (GW18-19) (Supplementary Fig. 10A, B). Signaling pathways that specifically targeted TP cells relative to other epithelial cells, included fibroblast growth factor (FGF, Fig. 7D), WNT (Supplementary Fig. 11and Supplementary Note. 4), and NOTCH (Supplementary Fig. 12and Supplementary Note. 4) signals. FGF and NOTCH signaling pathway genes were also found to be upregulated during the transition from TP cells to PNEC with trajectory analysis (Fig. 6F).

We then focused our investigation on the FGF signaling pathway (red arrow, Supplementary Fig. 10A) as it is a known pathway involved in lung branching morphogenesis^73^. Moreover, several FGF recombinant proteins are used in directed differentiation protocols to generate fetal lung epithelia from human iPSC^16,18^. Therefore, we reasoned this pathway might play a prominent role in regulating TP cell fate. We specifically focused on cell-cell interactions through FGF signaling with TP cells **(**Fig. 7D). Informed by Xenium, we identified cells that were spatially in “close proximity” to TP cells which included airway fibroblast progenitors, *SOX2*^*high*^*CFTR* *+* cells, PNEC, club cells, and basal cells in GW15 lungs, as well as lipofibroblast precursors, *SCGB3A2* + *FOXJ1* +, airway SMC, and mature ciliated cells in GW18 lungs (Fig. 7E). We did not include PNEC, *SCGB3A2* + *FOXJ1* +, or mature ciliated cells (which are also spatially close to TP cells) as potential source cell types to TP, as we aimed to find the signals that may contribute to the dynamic contribution of TP cells to PNEC/ciliated cells.

We then estimated the interaction probability between specific ligand-receptor (L-R) interactions involved in FGF signaling across GWs between TP cells and FGF signal senders. We specifically looked at airway fibroblast progenitors and airway SMC as they were close in proximity with TP cells based on co-occurring cell types (Fig. 7E). We found significantly increased signaling between L-R interactions involving the ligands *FGF2* and *FGF7* expressed in airway fibroblast progenitors during in early (GW10-13) gestation, and we found significantly increased signaling for L-R interactions involving the ligand *FGF18* expressed in airway SMC during mid (GW14–16) or late gestation (GW17-19) (Fig. 7F). Gene expression of the specific FGF ligands and receptors showed elevated expression of *FGFR2* and *FGFR3* in TP cells (Supplementary Fig. 10C). We also confirmed the high expression of *FGFR2* and *FGFR3* using Visium in regions with high proportions of TP cells at GW15 and 18 (Supplementary Fig. 10D). These results suggest greater contribution of FGF2 and FGF7 signaling by airway fibroblast progenitors during early development, and FGF18 signaling by airway SMCs later in development, which may explain the temporal switch from PNEC to ciliated cells contributions.

Similar analyses of the temporal changes in WNT and NOTCH signaling can be found in Supplementary Fig. 11 and 12, respectively, with WNT signaling from airway SMCs, lipofibroblast precursors, airway fibroblast progenitors, and basal cells, and NOTCH signaling from airway SMCs, *SOX2*^*high*^*CFTR* *+* cells, and basal cells.

Overall, future studies will need to confirm the explicit role of these signaling pathways in specific cell lineage development through TP or other progenitor cell types/states and how the cell interprets the wide array of signals it receives to alter cell fate changes.

### hPSC-derived fetal lung differentiations capture cellular heterogeneity and trajectories found in the native tissue

Directed differentiation protocols of hPSC aim to capture developmental milestones ensuring robust development of bona fide cell types in cell cultures. To do this, differentiation protocols must reflect developmental processes that are observed in the primary tissues. Many differentiation protocols, including for the lung, capture “fetal-like” states, but few have benchmarked the developmental stage of these cells to fully understand the phenotype of the cells and the potential limitations of the protocols. The human “fetal” stages of tissue development span nearly 9 months of gestation, during which a small batch of early embryonic cells must proliferate, differentiate, and migrate to form a complex tissue and eventual functional organ. As the differentiations become more advanced, with the capability to generate hPSC-derived tissues-specific organoids, these models represent an exciting research tool to study fundamental mechanisms of development. This is especially important when access to primary fetal tissues for research is limited. Here, we sought to determine the developmental stage of the cells we considered to be “fetal” lung cells and organoids generated from hPSC using our most recent lung differentiation protocol^16^ (Fig. 8A). 

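The data behind this part came from 4 scRNA-seq libraries, 2 of hPSC-derived fetal lung cells and 2 of fetal lung organoids. Each stage had 1 library labelled CA1, a human embryonic stem cell line, and 1 labelled BU3, an induced pluripotent stem cell line. The fetal lung cells were taken at day 15, after 4 days towards definitive endoderm, 5 days towards anterior ventral foregut endoderm and 6 days in fetal lung progenitor medium. This medium held 3 µM CHIR99021, a GSK3 inhibitor that activates WNT signaling, with 100 nM retinoic acid. It also held the growth factors FGF7 (10 ng/ml), FGF10 (50 ng/ml) and BMP4 (10 ng/ml). For the organoids, cells carrying CD326, a surface protein of epithelial cells, were enriched and grown in Matrigel with 1 µM A83-01 and 1 µM DMH1, which inhibit TGFβ and BMP receptors. The length of the organoid culture is not given in the sources used here. The paper states that at least 3 sets of independent differentiations were pooled for sequencing, so the cell line is the replicate (n = 2 per stage). Cells carried MULTI-seq sample tags, and the paper does not state whether the lines of a stage were captured together. If they were, SDs and p-values hold no variation between captures, and stage cannot be told apart from capture. The stages also differ in the genes listed and in the range of genes per cell. In a check for mixed-up samples, 2 of the 4 libraries matched their line label, and the libraries are named by their labels throughout.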

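Each transcript carried a unique molecular identifier (UMI), so that a count stands for a molecule. The fetal lung cells gave 39971040 UMIs in 1385 cells (median 22775 per cell) for CA1 and 16587616 UMIs in 1108 cells (median 10932 per cell) for BU3. The organoids gave 7967249 UMIs in 1719 cells (median 4797 per cell) for CA1 and 2049700 UMIs in 731 cells (median 2183 per cell) for BU3. Organoid cells had 894 to 2499 detected genes, and fetal lung cells 1007 to 10730. Of the BU3 fetal lung cells, 225 (20.3%) had under 2500 genes, as all organoid cells did. The highest mitochondrial share in a cell was 9.99% in the fetal lung cells and 15.0% in the organoids. For primary tissue the paper gives a limit of 15% and states that the hPSC libraries were handled similarly. For dissociated cells its text names neither a limit of 2500 genes nor one of 10%. Scrublet called 3 and 2 doublets in the CA1 and BU3 fetal lung cells and 5 and 19 in the organoids, and these cells were kept.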

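UMIs were summed per gene and library, and stages were compared with edgeR's quasi-likelihood test after TMM normalization over 16842 genes, with Benjamini-Hochberg adjustment. Lists of marker and pathway genes were fixed before the data were examined. Of 42 lists, 39 had at least 3 measured genes and were tested with camera, which compares a list with all other genes. At a preset correlation between genes of 0.01, 22 lists had an adjusted p under 0.05, and with an estimated correlation 0 had. The estimated setting also rests on the 2 residual degrees of freedom of the stage comparison. Its larger p-values therefore do not show that the genes of a list are correlated. In the comparison of lines, the NKX2-1+SOX9+CFTR+ list had an estimated correlation of 0, yet its unadjusted p from camera went from 0.0587 to 0.300. In the text, CPM is the UMIs of a gene scaled to the total of its library or cluster. TMM-normalized CPM is used for the stages. Folds with a floor or a counting interval use the pooled UMIs of each stage without this normalization. Intervals on shares of cells are exact 95% binomial (Clopper-Pearson) intervals, and intervals and floors cover counting error only.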

We performed scRNA-seq on the hPSC-derived fetal lung cells, considered to contain mostly undifferentiated lung epithelial cells and fetal organoids, which were subjected to the next step along the differentiation pathway.

**Fig. 8:**
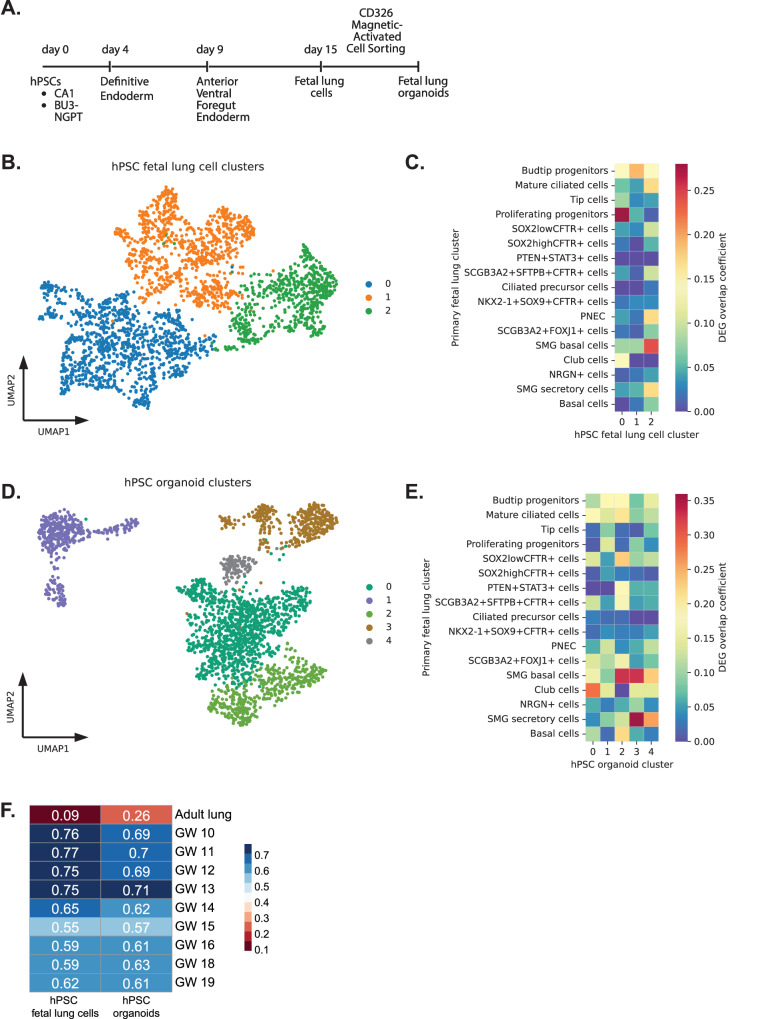
Characterization of hPSC-derived fetal lung cells and organoids. **A** Schematics of stage-specific differentiation of PSC towards mature proximal airway epithelia. A graphical image was created with Biorender.com. **B** UMAP projection of hPSC-derived fetal lung cells. **C** DEG overlaps between primary fetal cell types and hPSC fetal lung clusters. **D** UMAP projection of hPSC-derived fetal lung organoids. **E** DEG overlaps between primary fetal cell types and hPSC organoid clusters. **F** Spearman’s rank correlation coefficient (red to blue) analysis between hPSC-derived fetal lung models and primary-derived fetal lung epithelia and Travaglini et al. adult lung dataset using the top 50 DEG for each gestational week and adult lung. Source data are provided as a Source Data file.

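Louvain clustering gave 3 clusters of hPSC-derived fetal lung cells and 6 of organoids, numbered here by size, so a number need not stand for the same cells as in the paper. Fetal lung cell cluster 0 (1410 cells) was led by genes such as *PAX3*, a transcription factor of the neural crest, and *SFRP2*, a secreted WNT antagonist. Cluster 1 (549 cells) was led by genes of plasma proteins made in the liver, among them *APOC3*, *RBP4*, *FGA* and *SERPINA1*. It held 7 of the 9 hepatic markers among its 100 leading genes and was called hepatic-like. It also held 7 of the 12 lung epithelial core genes there, such as *EPCAM*, *CDH1* and *FOXA2*. *NKX2-1*, the transcription factor that specifies lung fate, was not among its 100 leading genes, so this count does not show lung identity. Cluster 2 (534 cells) was led by *MIR205HG*, the host gene of an epithelial microRNA, *KRT7*, a keratin of simple epithelia, and *GATA3*, a transcription factor. It held 6 lung epithelial core genes, again without *NKX2-1*, and stayed unnamed. Organoid cluster 0 (1019 cells) was led by the intestinal mucin *MUC3A*, the apolipoprotein *APOA4*, and *SPRR3* and *SPINK5*, genes of squamous epithelium, with lines pooled. *S100A6*, first by fold, stood at 136 CPM there against 123 in the other clusters within CA1, and at 1116 against 217 within BU3. Cluster 0 held 8 hepatic markers among its 100 leading genes and none among the 10 with the largest fold, and stayed unnamed. Cluster 1 (445 cells) was led by genes such as *SOX3* and *STMN2*, which are genes of neurons and their progenitors. Cluster 2 (422 cells) was led by interferon-induced genes such as *RSAD2*, *IFIT2* and *OAS3*, and by *SLC2A3*, a glucose transporter. Cluster 3 (341 cells) was called mesenchymal-like, with *PDGFRA*, *TWIST1*, *COL3A1*, *DCN* and others, 6 in all, of the 10 mesenchymal markers among its leading genes. Clusters 4 (113 cells) and 5 (110 cells) were led by *CNTN5* and *RORB*, and by *SFRP5*, *NKX6-2* and *PDX1*.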

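The lines were unevenly spread over these clusters. Cells labelled CA1 made up 49.9% (interval 47.3 to 52.6) of fetal lung cell cluster 0, 92.7% (interval 90.2 to 94.7) of the hepatic-like cluster 1 and 32.2% (interval 28.3 to 36.4) of cluster 2. Organoid cluster 0 held 86.0% of the organoid cells labelled BU3, which made up 61.7% (interval 58.7 to 64.7) of it. In the other organoid clusters CA1 made up 90.8% to 95.0%. The median depth was 15610, 28515 and 17933 UMIs per cell in fetal lung cell clusters 0 to 2. It was 2644 in organoid cluster 0 and 4373 to 5252 in the others. With 30 neighbours, 3000 variable genes, no cell cycle genes or no doublets, the organoid clusters had an adjusted Rand index of 0.573 to 0.607 to these, and the largest was 83.6% to 85.8% CA1 and the next 14.0% to 15.9%. Without doublets 4 fetal lung cell clusters (index 0.550) and 7 organoid clusters were found, and 7 organoid clusters with 3000 variable genes. In the other settings the index was 0.728 to 0.962. A cluster drawn mostly from 1 library may reflect that library rather than a cell type.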

After clustering and performing DEG analysis, we compared DEGs for these hPSC cell clusters to the DEGs found in the primary fetal lung samples. In the hPSC fetal lung cells, we found significant overlap with proliferating progenitors and budtip progenitors in Clusters 0 and 1 (Fig. 8B, C). This was not surprising as the culture conditions were intended for fetal lung cell growth using retinoic acid, CHIR99021, and FGF7^36^. 

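Genes of dividing cells were high in fetal lung cell clusters 0 and 2 (numbered by size) and lower in cluster 1, while budtip and tip genes were highest in cluster 1. The 8 genes of the proliferating progenitor list summed to 1338, 495 and 1209.6 CPM in clusters 0, 1 and 2. *CENPF*, a kinetochore protein gene, stood at 530.5, 186 and 430.4 CPM, and *TOP2A*, a topoisomerase that untangles replicated DNA, at 318, 99.1 and 294. *MKI67*, a marker of cycling cells, stood at 140.4, 61.1 and 139.5. In cells thinned to 1500 UMIs, 72.5% (interval 70.1 to 74.8) of cluster 0 were assigned to S or G2/M phase, 47.9% (interval 43.7 to 52.2) of cluster 1 and 76.8% (interval 73.0 to 80.3) of cluster 2. The budtip and tip list summed to 198, 362 and 192 CPM. *CEBPA*, a transcription factor of alveolar and hepatic epithelium, stood at 2.45, 26.5 and 3.32, and *TESC*, a calcium-binding protein gene of tip cells, at 4.70, 36.6 and 7.47. *SFTPC* and *SFTPA1*, surfactant protein genes of that list, had 0 UMIs in these cells. The hepatic list summed to 1048, 16159 and 1131 CPM in the same clusters. Clusters pool both lines and were formed from the same expression values, so no test was run between them. The paper reports the change of *TOP2A* and *CENPF* in these samples. The overlap with the primary cell types was not computed, because the copy of their gene lists used here is truncated.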

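In the hPSC-derived fetal lung cells, neuroendocrine genes and *SOX2* were highest in cluster 0 and *SOX9* in the hepatic-like cluster 1 (numbered by size). *CHGA*, a protein of neuroendocrine granules, stood at 1.42, 0.156 and 0.166 CPM in clusters 0, 1 and 2, and the whole PNEC list summed to 28.3, 11.2 and 9.30. *SOX2*, a transcription factor of the proximal airway and of neural progenitors, stood at 114, 28.6 and 74.3. *SOX9*, a transcription factor of the distal lung tip, stood at 41.9, 139 and 24.8. *SCGB3A2*, a secretoglobin gene that marks TP cells, had a UMI in 6 of 1410 (0.426%, interval 0.156 to 0.924) cells of cluster 0, 7 of 549 (1.27%, interval 0.514 to 2.61) of cluster 1 and 18 of 534 (3.37%, interval 2.01 to 5.28) of cluster 2, at 0.237, 0.521 and 2.49 CPM. Cluster 0, led by genes of the neural crest, gives the share in cells not known to express it, at a median of 15610 UMIs per cell against 17933 in cluster 2. *SFTPB*, a surfactant protein gene that TP cells also express, had 1 UMI among all fetal lung cells. The TP list summed to 221, 436 and 364 CPM, of which *HES1*, a NOTCH target, gave 164, 272 and 208 and the cytochrome gene *CYB5A* 49.8, 145 and 144. The basal list summed to 89.2, 86.6 and 419, with *MIR205HG* alone at 33.4, 23.5 and 339.9. *KRT5*, a keratin of basal cells, stood at 0, 0 and 0.830. No test was run on these clusters.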

Other cell type DEGs that emerged in these fetal lung cell cultures included PNEC, *SOX2* +, *SOX9* *+* progenitors, and TP cells in Cluster 2. 

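Of 8 measured genes of the club and secretory list, 4 rose from fetal lung cells to organoids. Genes of the stomach and intestine and of squamous epithelium rose in the same libraries, so this rise does not show airway cells. Most ciliated and neuroendocrine genes did not pass the test. *SLPI*, a protease inhibitor of airway secretions, was at 0.0968 ± 0.0414 in the fetal lung cells and 99.4 ± 12.7 in the organoids (TMM-normalized CPM, SD, n = 2). This is a log2 fold change of 9.74 (standard error 0.35, adjusted p = 0.000305, edgeR). *LCN2*, an antimicrobial iron-binding protein gene, had 2 UMIs in the fetal lung cells and was higher in the organoids by 13122-fold (counting interval 3630.5 to 108385). *BPIFB1*, a secreted defence protein gene, was higher by 875-fold (counting interval 155 to 34788), and the mucin gene *MUC5AC* by 98.8-fold (counting interval 25.4 to 848). Of 8 measured club and secretory genes, 4 rose and 0 fell (7 and 0 when adjusted over the list alone). The club and secretory list had an adjusted p of 3.26e-14 from camera, and an adjusted p of 0.260 with an estimated correlation. *SCGB1A1*, the secretoglobin of mature club cells, was at 0.341 in the fetal lung cells and 7.58 in the organoids (TMM-normalized CPM) and did not pass (log2 fold change 4.17, adjusted p = 0.0540, edgeR). *MUC5AC* no longer passed without the BU3 organoids (adjusted p = 0.0700, edgeR). *SCGB1A1* did pass with DESeq2 (adjusted p = 0.000702), without TMM normalization (adjusted p = 0.0475), over every gene with at least 1 count (adjusted p = 1.04e-07), with equal cell numbers (adjusted p = 0.0271), without the CA1 fetal lung cells (adjusted p = 0.0143) and without the BU3 fetal lung cells (adjusted p = 0.0217).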

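Of 8 measured TP genes, 4 rose and 0 fell (5 and 0 when adjusted over the list alone). The TP list had an adjusted p of 4.98e-05 from camera, and an adjusted p of 0.321 with an estimated correlation. *CXCL17*, a chemokine of mucosal epithelia (log2 fold change 6.87, adjusted p = 0.00406, edgeR), and *ASCL2*, a transcription factor of progenitors (log2 fold change 3.38, adjusted p = 0.0265, edgeR), rose. *SFTPB* was higher in the organoids by 587-fold (counting interval 103 to 23414). A UMI of *SFTPB* was about as frequent in the mesenchymal-like organoid cluster as in the organoid libraries, so its rise cannot be assigned to TP cells. The 4th gene was *CP*, whose rise in these samples the paper reports. *CP* was almost as high in the mesenchymal-like organoid cluster as in organoid cluster 0, so its rise cannot be assigned to TP cells either. *SCGB3A2* was at 0.961 in the fetal lung cells and 5.02 in the organoids (TMM-normalized CPM) and did not pass (log2 fold change 2.33, adjusted p = 0.0585, edgeR). Of 7 measured PNEC genes, 2 rose and 0 fell (2 and 0 when adjusted over the list alone), among them *CHGA* (log2 fold change 4.06, adjusted p = 0.0210, edgeR). The PNEC list had an adjusted p of 0.382 from camera, and an adjusted p of 0.614 with an estimated correlation. *ASCL2* and *CHGA* no longer passed without the CA1 organoids (adjusted p from 0.0566 to 0.172, edgeR) or without the BU3 organoids (adjusted p from 0.0930 to 0.124). *SCGB3A2* did pass with DESeq2 (adjusted p = 0.0238), without TMM normalization (adjusted p = 0.0433), over every gene with at least 1 count (adjusted p = 0.00910) and with equal cell numbers (adjusted p = 0.0244). In the PNEC list 0 and 0 genes passed without the CA1 and without the BU3 organoids. In the PNEC list 1 and 2 genes passed without the CA1 and without the BU3 fetal lung cells.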

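*C3*, a complement gene of SMG secretory cells, was at 4.16 ± 4.83 in the fetal lung cells and 145 ± 62.9 in the organoids (TMM-normalized CPM, SD, n = 2) and rose (log2 fold change 5.03, adjusted p = 0.0216, edgeR). Of 4 SMG secretory genes, 1 rose and 0 fell (3 and 0 when adjusted over the list alone). The SMG secretory list had an adjusted p of 0.111 from camera, and an adjusted p of 0.400 with an estimated correlation. Of 5 SMG basal genes, 2 rose and 0 fell (2 and 1 when adjusted over the list alone), namely *LGALS3*, a galectin (log2 fold change 3.47, adjusted p = 0.0149, edgeR), and *S100A4*, a calcium-binding protein gene (log2 fold change 2.31, adjusted p = 0.0369, edgeR). The SMG basal list had an adjusted p of 0.189 from camera, and an adjusted p of 0.431 with an estimated correlation. Of 10 ciliated genes, 1 rose and 0 fell (1 and 0 when adjusted over the list alone). It was *CAPS*, a calcium-binding protein gene of ciliated cells (log2 fold change 3.77, adjusted p = 0.00235, edgeR). The ciliated list had an adjusted p of 0.436 from camera, and an adjusted p of 0.602 with an estimated correlation. *FOXJ1*, the transcription factor that drives ciliogenesis, was at 4.28 in the fetal lung cells and 1.52 in the organoids (TMM-normalized CPM) and did not pass (log2 fold change −1.33, adjusted p = 0.160, edgeR). *C3*, *LGALS3* and *S100A4* no longer passed without the CA1 organoids (adjusted p from 0.0602 to 0.157, edgeR) or without the BU3 organoids (adjusted p from 0.0864 to 0.138). In the SMG secretory list 0 and 0 genes passed without the CA1 and without the BU3 organoids, in the SMG basal list 0 and 0. In the SMG secretory list 2 and 1 genes passed without the CA1 and without the BU3 fetal lung cells, in the ciliated list 2 and 1. For the SMG secretory list, camera gave an adjusted p of 0.0255 without the CA1 fetal lung cells, 0.0300 without the BU3 fetal lung cells and 0.0357 over every gene with at least 1 count. For the SMG basal list, camera gave an adjusted p of 0.00101 without the BU3 fetal lung cells, 0.0470 with the cell line as a block and 0.0470 over every gene with at least 1 count.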

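By organoid cluster (numbered by size), the club and secretory list summed to 1618 CPM in cluster 0, 1779.8 in cluster 2, 1830.2 in cluster 4 and 610.2 in the mesenchymal-like cluster 3. The ciliated list was highest in cluster 1, at 1207, of which *TUBA1A*, a tubulin gene also high in neurons, made up 1136. In this cluster the score of ciliated cells was 0.0832 and that of PNEC 0.0328, against at most 0.0282 and 0.000721 in the fetal lung cell clusters. *CHGA* reached 17.3 CPM in cluster 0. Genes of the stomach and intestine rose in the same libraries. Of 9 gastric and intestinal genes, 6 rose and 0 fell (6 and 0 when adjusted over the list alone). Among them were *TFF2*, a gastric trefoil peptide gene (log2 fold change 9.72, adjusted p = 0.00133, edgeR), and *FABP1*, a fatty acid carrier of enterocytes and hepatocytes (log2 fold change 5.31, adjusted p = 0.0265, edgeR). The gastric and intestinal list had an adjusted p of 1.87e-06 from camera, and an adjusted p of 0.400 with an estimated correlation. It summed to 1139 to 1994 CPM over the CA1 organoid clusters, with 1289 in the mesenchymal-like cluster 3, where 99.7% of the cells had a UMI of it. In BU3 it summed to 4086 CPM in cluster 0, 1273 to 1635 in clusters 1 to 4, and to 2828 in cluster 5, which held 9 BU3 cells. Of 9 hepatic genes, 1 rose and 0 fell (0 and 0 when adjusted over the list alone). It was *ALB*, albumin (log2 fold change 4.93, adjusted p = 0.0494, edgeR), and the hepatic list had an adjusted p of 0.201 from camera, and an adjusted p of 0.754 with an estimated correlation. *FABP1* and *ALB* no longer passed without the CA1 organoids (adjusted p from 0.0687 to 0.115, edgeR) or without the BU3 organoids (adjusted p from 0.121 to 0.200). In the gastric and intestinal list 4 and 1 genes passed without the CA1 and without the BU3 organoids, in the hepatic list 0 and 0. In the hepatic list 7 and 1 genes passed without the CA1 and without the BU3 fetal lung cells. For the hepatic list, camera gave an adjusted p of 0.0145 without the CA1 organoids, 9.08e-05 without the CA1 fetal lung cells and 0.0481 over every gene with at least 1 count.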

On the contrary, hPSC-derived fetal lung organoids, which represent the next stage of differentiation, contained cells overlapping significantly with basal cells, club cells, PNEC, SMG secretory cells, ciliated cells, and TP cells (Fig. 8D, E). 

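Keratins of basal cells rose from fetal lung cells to organoids, and the basal list was highest in organoid clusters 0 and 2 (numbered by size). *KRT15* was at 0.728 ± 0.361 in the fetal lung cells and 147 ± 43.6 in the organoids (TMM-normalized CPM, SD, n = 2), a log2 fold change of 7.54 (standard error 0.44, adjusted p = 0.00109, edgeR). *KRT5* (log2 fold change 7.46, adjusted p = 0.00134, edgeR) and *KRT17* (log2 fold change 6.83, adjusted p = 0.00603, edgeR) rose as well. So did *S100A2* and the integrins *ITGA6* and *ITGB4*, which anchor basal cells to the basement membrane, whereas the chemokine *CXCL14* fell. Of 12 measured basal genes, 6 rose and 1 fell (6 and 1 when adjusted over the list alone). The basal list had an adjusted p of 4.73e-06 from camera, and an adjusted p of 0.260 with an estimated correlation. *KRT14*, another basal keratin, had 0 UMIs in the fetal lung cells and 4 in the organoids. *TP63*, a transcription factor that maintains basal cells, was at 2.40 in the fetal lung cells and 0.526 in the organoids (TMM-normalized CPM) and did not pass (log2 fold change −2.08, adjusted p = 0.113, edgeR). The basal list summed to 919.7 CPM in organoid cluster 0, 1559 in cluster 2 and 226 in the mesenchymal-like cluster 3. Clusters 1, 4 and 5 had 269, 307 and 267. *KRT17* reached 843 CPM in cluster 2 and 237 in cluster 0. Genes of squamous or suprabasal epithelium rose as well. Of 11 measured, 10 rose and 0 fell (10 and 0 when adjusted over the list alone), and the squamous list had an adjusted p of 2.13e-40 from camera, and an adjusted p of 0.260 with an estimated correlation. The rise of *SPRR3* of that list in these samples is reported by the paper. *SCEL*, a cornified envelope protein gene (log2 fold change 8.74, adjusted p = 0.000305, edgeR), and *KRT4*, a suprabasal keratin gene (log2 fold change 10.13, adjusted p = 0.00129, edgeR), were among those that rose. *IVL*, another envelope protein gene, was higher by 449.8-fold (counting interval 152 to 2197). Within BU3 the squamous list summed to 1705 CPM in cluster 0, 2284 in cluster 2, 602 to 669 in clusters 1, 3 and 5 and 1207 in cluster 4. Of the cells labelled BU3, clusters 3, 4 and 5 held 17, 6 and 9, and the median cell of cluster 5 had 25 UMIs of the hepatic list at a median of 5030 UMIs. In CA1 the squamous list summed to 3642 CPM in cluster 0 and 2946 in cluster 2. The median CA1 cell had 6 UMIs of the squamous list at a median of 4854 UMIs in cluster 0. In cluster 2 it had 11 at 5265, so the order of the CA1 sums does not hold for the typical cell. *ITGA6* and *CXCL14* no longer passed without the CA1 organoids (adjusted p from 0.0863 to 0.211, edgeR) or without the BU3 organoids (adjusted p from 0.0902 to 0.269). *CXCL14* also missed the threshold with equal cell numbers (adjusted p = 0.0909) and without the BU3 fetal lung cells (adjusted p = 0.0644). *ITGA6* also missed the threshold among cells with at least 1000 genes and under 10% mitochondrial UMIs (adjusted p = 0.0545), with the cell line as a block (adjusted p = 0.0603) and without the BU3 fetal lung cells (adjusted p = 0.0777).

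**Figure D1:**
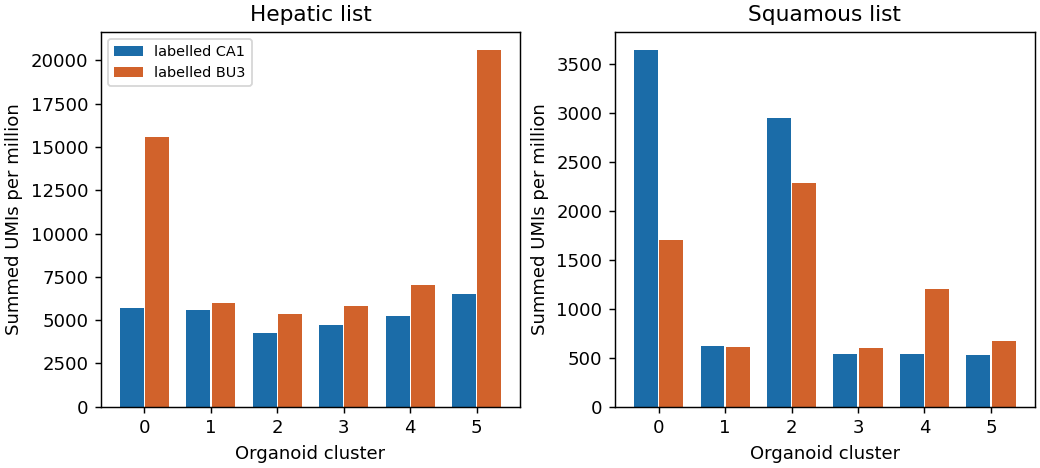
Summed CPM of the hepatic genes (left) and of the squamous genes (right) in each organoid cluster, with bars from 0 for cells labelled CA1 (blue) and BU3 (orange), each from 1 library and drawn without error. In CA1 the squamous bars reach 3642 in cluster 0 (median cell 6 UMIs of the list) and 2946 in cluster 2 (median cell 11) and lie between 532 and 624 elsewhere, while the hepatic bars lie between 4235 and 6523 in CA1, and in BU3 at 15593 in cluster 0, 20597 over the 9 cells of cluster 5 and 5355 to 7027 in the others.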

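Genes of the epithelial basement membrane rose too, and targets of TGFβ and BMP signaling through SMAD proteins fell. Of 8 basement membrane and hemidesmosome genes, 6 rose and 0 fell (6 and 0 when adjusted over the list alone). *LAMB3*, a laminin chain (log2 fold change 6.42, adjusted p = 0.00364, edgeR), and *COL17A1*, a hemidesmosome collagen (log2 fold change 4.01, adjusted p = 0.00348, edgeR), were among them. This list had an adjusted p of 4.58e-08 from camera, and an adjusted p of 0.321 with an estimated correlation. *BAMBI*, a decoy receptor induced by BMP and TGFβ, was at 113 ± 25.4 in the fetal lung cells and 5.96 ± 0.784 in the organoids (TMM-normalized CPM, SD, n = 2), a log2 fold change of −4.28 (standard error 0.28, adjusted p = 0.00150, edgeR). The inhibitory SMAD genes *SMAD7* (log2 fold change −2.50, adjusted p = 0.0137, edgeR) and *SMAD6* (log2 fold change −2.34, adjusted p = 0.0354, edgeR) fell with it, as did *ID2*, a BMP target (log2 fold change −1.10, adjusted p = 0.0221, edgeR). *ID1*, another BMP target, was at 604 in the fetal lung cells and 425 in the organoids (TMM-normalized CPM) and did not pass (log2 fold change −0.51, adjusted p = 0.264, edgeR). *TGFBI*, a matrix protein gene induced by TGFβ, rose (log2 fold change 2.08, adjusted p = 0.0122, edgeR). Of 12 SMAD target genes, 1 rose and 7 fell (1 and 8 when adjusted over the list alone). The SMAD list had an adjusted p of 0.00157 from camera, and an adjusted p of 0.431 with an estimated correlation. Without TMM normalization 4 of its genes fell. *SMAD7*, *SMAD6* and *ID2* no longer passed without the CA1 organoids (adjusted p from 0.102 to 0.201, edgeR) or without the BU3 organoids (adjusted p from 0.0836 to 0.139). *TGFBI* no longer passed without the CA1 organoids (adjusted p = 0.0715, edgeR). *SMAD6* also missed the threshold without the CA1 fetal lung cells (adjusted p = 0.0679). *ID1* did pass without the BU3 fetal lung cells (adjusted p = 0.0149). In the SMAD list 1 and 2 genes passed without the CA1 and without the BU3 organoids.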

The high basal cell overlap in Clusters 0 and 2 was not surprising as our organoid expansion media contained dual TGFβ/SMAD signaling inhibitors: DMH1 and A83-01, which are intended to promote basal cell expansion^74^.

To benchmark these hPSC differentiated cells to the gestational time point of fetal lung development, we used a Spearman correlation coefficient and found a relatively strong correlation to these early fetal lung tissues. We found that hPSC-derived fetal lung cells correlated the strongest to <GW12 lung epithelia tissue, and hPSC-derived fetal lung organoids correlated the strongest to >GW16 lung epithelia tissue (Fig. 8F). Importantly, none of the hPSC fetal lung models share a strong correlation with adult lung.

Using batch-balanced nearest neighbors, we integrated the hPSC-derived cells and the primary fetal lung epithelia (Fig. 9A). The integrated UMAP showed significant overlap of hPSC-derived fetal lung cells (purple) and organoids (green) with epithelial cells in the primary fetal lung tissue (Fig. 9B). To understand the extent to which these hPSC differentiation represent fetal lung epithelial development, we positioned these cells along our previously inferred trajectories from the native tissue. We considered the previously inferred trajectory for the primary fetal epithelium from budtip progenitors to TP cells, through tip cells, *NKX2-1* + *SOX9* + *CFTR* *+* cells, and S*OX2*^*high/low*^*CFTR* *+* cells (Fig. 9C). Using the integrated nearest neighbors graph we clustered the integrated cells and only assessed the clusters with at least 100 cells along the trajectory. Therefore, clusters with <100 cells overlapping cells between fetal and hPSC-derived cultures are not shown in the analysis (Fig. 9D).

**Fig. 9:**
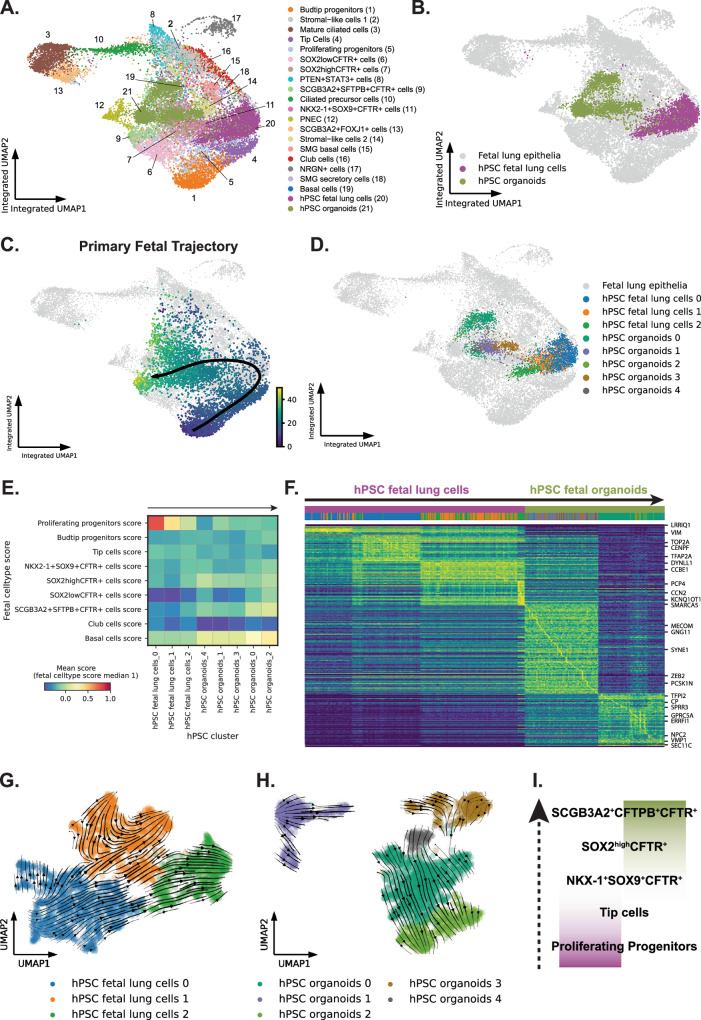
hPSC-derived lung models recapitulate trajectories towards basal and CFTR-expressing cells from the fetal lung epithelia. **A** Integrated UMAP projection of hPSC-derived fetal lung cells and organoids integrated with primary fetal lung epithelia. **B** Integrated UMAP projection of hPSC-derived fetal lung cells and organoids cells. **C** Inferred primary fetal trajectory (black line with arrow) from budtip progenitors to TP cells overlaid on the integrated UMAP embedding (UMAP colored by pseudotime, dark blue to yellow). **D** hPSC-derived clusters overlapped on integrated UMAP projection. **E** Cell type scores based on the top 100 DEGs from the primary fetal epithelia reveal high proliferating progenitor scores in the hPSC fetal lung cells and high basal scores in the hPSC organoids. Scores are normalized so that the median score for a cell of its own type is 1. hPSC clusters from left to right increase in average pseudotime. **F** Trajectory heat map showing the change in gene expression of hPSC fetal lung cells and organoids within these clusters, ordered by increasing average pseudotime of the primary fetal cells within each cluster. **G** LatentVelo analysis revealing inferred cell state trajectories (arrows) projected onto the UMAP for hPSC fetal lung cells. **H** LatentVelo analysis revealing inferred cell state trajectories (arrows) projected onto the UMAP for hPSC organoid cells. **I** Schematics of the inferred trajectory of hPSC-derived cell types found in the fetal lung cells and organoids along the differentiation path (arrow pointing upwards). Source data are provided as a Source Data file.

To unbiasedly determine the epithelial cell subtype in the hPSC-derived cultures along the trajectory, we created cell type scores from the top 100 DEG for each cluster identified in the primary epithelial tissue and using the average pseudotime of each of these clusters containing hPSC fetal lung cells and organoid cells, we positioned the clusters along the trajectory (Fig. 9E, arrow above points to the direction of trajectory). These scores indicated that the fetal lung organoids became increasingly differentiated along this trajectory with the acquisition of specific genes associated with various differentiated epithelial cell types/states such as basal and TP cells. 

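From fetal lung cells to organoids, the 10 rising genes with the largest log2 fold change held members of the S100 and SPRR families and *KRT13*, and the 10 falling genes *ACTC1*, *NPPB*, *MSX1*, *TAGLN* and *MYL9*. *S100A8* and *S100A12*, genes of antimicrobial calcium-binding proteins, and the keratin gene *KRT13* had 0 UMIs in the fetal lung cells. Over a floor of 3 counts per stage, and without TMM normalization, they were at least 73347-fold, at least 1077-fold and at least 19760-fold higher in the organoids. *S100A9*, whose product pairs with that of *S100A8*, was at 2.05 ± 2.81 in the fetal lung cells and 6894 ± 296 in the organoids (TMM-normalized CPM, SD, n = 2) and rose (log2 fold change 11.56, adjusted p = 0.00688, edgeR). The adhesion molecule gene *CEACAM5*, the intestinal fatty acid carrier gene *FABP2* and the cornified envelope gene *SPRR1B* were higher by 5076-fold (counting interval 909 to 200712), 1372-fold (counting interval 378 to 11362) and 1807-fold (counting interval 616 to 8777). *MYL9*, a myosin light chain of smooth muscle, was at 284 ± 44.4 in the fetal lung cells and 16.2 ± 0.795 in the organoids (TMM-normalized CPM, SD, n = 2), a log2 fold change of −4.14 (standard error 0.23, adjusted p = 0.000978, edgeR). *TAGLN*, another smooth muscle gene (log2 fold change −5.08, adjusted p = 0.00364, edgeR), and *NPPB*, a cardiac natriuretic peptide gene (log2 fold change −8.96, adjusted p = 0.0116, edgeR), fell. So did *MSX1*, a transcription factor induced by BMP (log2 fold change −6.27, adjusted p = 0.00109, edgeR). *ACTC1*, cardiac actin, had 1 UMI in the organoids and was higher in the fetal lung cells by 2032-fold (counting interval 365 to 80272). Of 16842 genes tested, 1769 were higher in the organoids and 1454 lower, 3223 in all (54.9% higher), at an adjusted p under 0.05 from edgeR. Without TMM normalization 3040 were called (67.1% higher), and the median log2 fold change of all genes was 0.13 in place of −0.04. Over every gene with at least 1 count 5355 were called, most of them lower (45.5% higher), and this median was −0.16. Without the CA1 organoids 655 genes were called (82.9% higher), and without the BU3 organoids 441 (84.8% higher). *NPPB* no longer passed without the CA1 organoids (adjusted p = 0.0633, edgeR).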

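Scores per cell for the marker lists, the mean of a list minus that of control genes of similar level, moved the same way in both lines for these cell types. From fetal lung cells to organoids the score of basal cells differed by 0.145 in CA1 and 0.117 in BU3, and that of squamous or suprabasal cells by 0.355 and 0.369. The score of TP cells differed by 0.154 and 0.272, and that of club and secretory cells by 0.214 and 0.312. For SMG basal cells the differences were 0.605 and 0.702, and for SMG secretory cells 0.135 and 0.164. PNEC differed by 0.00595 and 0.00678, and ciliated cells by −0.0164 and −0.0531. The score of hepatic cells differed by 0.367 and 2.04. Thinned to 1500 UMIs, the differences that moved by over 1.5 times in at least 1 line became 0.0966 and 0.0876 for basal cells, 0.0931 and 0.200 for TP cells, 0.403 and 0.541 for SMG basal cells, 0.0693 and 0.120 for SMG secretory cells and 0.00377 and 0.00308 for PNEC. Without control genes, those that did so became 0.0877 and 0.193 for TP cells, 0.00145 and 0.00405 for PNEC and −0.0455 and −0.0846 for ciliated cells. An exact permutation test of 2 libraries against 2 cannot give a p under 0.33, so none was run. The study's scores used leading genes of each primary cell type, and those lists were not used here because the copy at hand is truncated.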

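Cell cycle genes fell from fetal lung cells to organoids. In organoid cluster 1 (numbered by size) their median log2 fold change was near 0 in CA1 and below it in BU3. A smaller share of this cluster than of the fetal lung cells was assigned to S or G2/M phase. *CLSPN*, a replication checkpoint protein gene (log2 fold change −3.17, adjusted p = 0.00283, edgeR), *TYMS*, which makes thymidylate (log2 fold change −2.80, adjusted p = 0.00505, edgeR), and *MCM5*, part of the replicative helicase (log2 fold change −2.65, adjusted p = 0.00593, edgeR), all fell. Of 20 S phase genes, 0 rose and 20 fell (0 and 20 when adjusted over the list alone). The S phase list had an adjusted p of 3.96e-17 from camera, and an adjusted p of 0.334 with an estimated correlation. Of 22 genes of the G2 and M phase list, 0 rose and 15 fell (0 and 22 when adjusted over the list alone), and the list had an adjusted p of 5.90e-09 from camera, and an adjusted p of 0.431 with an estimated correlation. Of 8 proliferating progenitor genes, 0 rose and 7 fell (0 and 8 when adjusted over the list alone), among them *MYBL2*, a cell cycle transcription factor (log2 fold change −3.70, adjusted p = 0.00613, edgeR), and *CDK1*, the mitotic kinase (log2 fold change −2.53, adjusted p = 0.0108, edgeR). This list had an adjusted p of 1.00e-05 from camera, and an adjusted p of 0.400 with an estimated correlation. *MKI67* did not pass (log2 fold change −1.20, adjusted p = 0.0675, edgeR), and the paper reports the loss of *TOP2A* and *CENPF*, which these lists hold, in the same samples. Thinned to 1500 UMIs, 60.5% (interval 57.9 to 63.1) of the CA1 and 77.3% (interval 74.8 to 79.8) of the BU3 fetal lung cells were assigned to S or G2/M. In the organoids the shares were 27.8% (interval 25.7 to 30.0) and 29.1% (interval 25.9 to 32.6), where the part of free RNA is open. Of the BU3 fetal lung cells with under 2500 genes, 58.7% (interval 51.9 to 65.2) were assigned to S or G2/M. Of those with 2500 genes or more, 82.1% (interval 79.4 to 84.6) were. The median log2 fold change of the 42 S and G2/M genes was −1.18 in CA1 and −2.22 in BU3. Against the BU3 fetal lung cells with under 2500 genes, the range of all organoid cells, it was −1.46 (quartiles −1.90 to −0.94). In organoid cluster 1 it was −0.09 in CA1 (quartiles −0.79 to 0.37, 404 cells) and −1.13 in BU3 (quartiles −2.26 to −0.53, 41 cells). Thinned to 1500 UMIs, 47.6% (interval 42.9 to 52.4) of the cells of this cluster, lines pooled, were assigned to S or G2/M. Its CA1 cells summed to 1274 CPM of the proliferating progenitor list, but their median cell had 1 UMI of it. *MYBL2* and *CDK1* no longer passed without the CA1 organoids (adjusted p from 0.0554 to 0.0838, edgeR) or without the BU3 organoids (adjusted p from 0.0512 to 0.0846). *MCM5* no longer passed without the BU3 organoids (adjusted p = 0.0525, edgeR). *MKI67* did pass with DESeq2 (adjusted p = 0.0159), over every gene with at least 1 count (adjusted p = 1.47e-05) and without the CA1 fetal lung cells (adjusted p = 0.00934). In the S phase list 10 and 2 genes passed without the CA1 and without the BU3 organoids, in the G2 and M phase list 0 and 0, in the proliferating progenitors list 0 and 0.

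**Figure D2:**
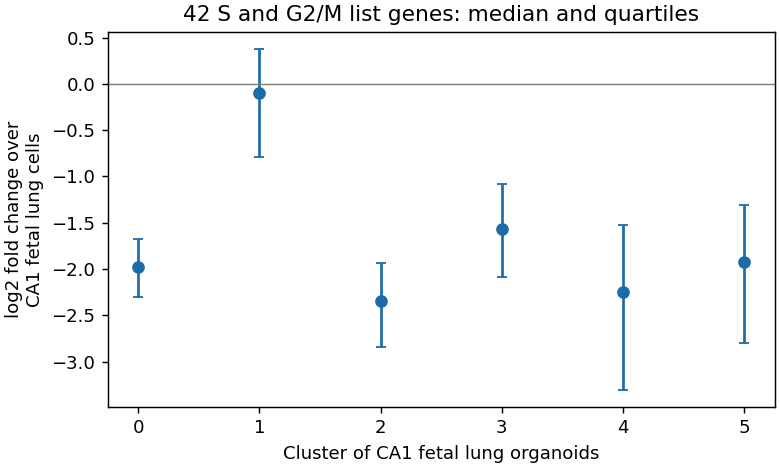
Log2 fold change of the 42 S and G2/M genes in each cluster of the CA1 organoids over all CA1 fetal lung cells, as the median (point) and quartiles (bars) over genes, with 1 library per stage. The median is −0.09 in cluster 1 and lies between −2.35 and −1.57 in the others.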

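By cluster, the score of proliferating progenitors averaged 0.157, −0.220 and 0.146 in fetal lung cell clusters 0 to 2. It was below 0 in all organoid clusters, highest in cluster 1 (−0.0217) and lowest in cluster 2 (−0.306). The score of SOX2high/low CFTR+ cells was −0.0183, −0.0563 and −0.0272 in the fetal lung cell clusters. In organoid clusters 0 to 5 it was 0.0909, 0.283, 0.159, 0.00712, 0.0894 and 0.145, where cluster 3 was mesenchymal-like. *SOX2* itself stood at 445 CPM in organoid cluster 1, which was led by neuronal genes, and at 45.6 to 99.3 in the others. The score of TP cells was −0.170, −0.0865 and −0.0988 in the fetal lung cell clusters, 0.119 in organoid cluster 0, 0.0974 in cluster 2 and −0.0350 in cluster 3. For basal cells it was −0.0553, −0.0772 and 0.0252, then 0.124 in organoid cluster 0, 0.183 in cluster 2 and 0.00156 in cluster 3. Of the 6 SOX2high/low CFTR+ genes, 2 rose and 1 fell (2 and 1 when adjusted over the list alone). The list had an adjusted p of 0.0744 from camera, and an adjusted p of 0.400 with an estimated correlation. *CD47*, an integrin-associated protein gene, rose (log2 fold change 1.03, adjusted p = 0.0203, edgeR), as did *GPRC5A*, whose rise in these samples the paper reports. *FOXA2*, a transcription factor of lung and foregut endoderm, fell (log2 fold change −1.66, adjusted p = 0.0166, edgeR). *CD47* and *FOXA2* no longer passed without the CA1 organoids (adjusted p from 0.121 to 0.145, edgeR) or without the BU3 organoids (adjusted p from 0.101 to 0.140). In the SOX2high/low CFTR+ list 1 and 1 genes passed without the CA1 and without the BU3 organoids. For the SOX2high/low CFTR+ list, camera gave an adjusted p of 0.0406 without the BU3 organoids and 0.0402 over every gene with at least 1 count.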

Proliferating progenitor cell type scores seen with an early pseudotime in the hPSC fetal lung cells clusters, and early hPSC organoids clusters were lost with increasing pseudotime, while *SOX2*^*high/low*^*CFTR*^*+*^, TP, and basal cell type scores increased in the organoids. 

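Of 5 marker genes whose change along pseudotime the paper reports in these samples, *TOP2A* and *CENPF* fell and *GPRC5A*, *CP* and *SPRR3* rose from fetal lung cells to organoids. *TOP2A*, the topoisomerase of dividing cells, lies at chromosome 17, 40388525 to 40417896 (GRCh38, GENCODE 44). It was at 312 ± 199 in the fetal lung cells and 88.1 ± 1.53 in the organoids (TMM-normalized CPM, SD, n = 2), a log2 fold change of −1.82 (standard error 0.45, adjusted p = 0.0412, edgeR). *CENPF*, a kinetochore protein gene (chromosome 1, 214603185 to 214664574), was at 499 ± 285 in the fetal lung cells and 145 ± 39.1 in the organoids (TMM-normalized CPM, SD, n = 2), a log2 fold change of −1.78 (standard error 0.44, adjusted p = 0.0408, edgeR). *GPRC5A*, a receptor gene of lung epithelium induced by retinoic acid (chromosome 12, 12891559 to 12917937), was at 3.53 ± 0.501 in the fetal lung cells and 211 ± 48.9 in the organoids (TMM-normalized CPM, SD, n = 2), a log2 fold change of 5.88 (standard error 0.29, adjusted p = 0.000643, edgeR). *CP*, the gene of the copper-binding plasma protein ceruloplasmin (chromosome 3, 149162410 to 149221829), was at 4.32 ± 2.38 in the fetal lung cells and 246 ± 105 in the organoids (TMM-normalized CPM, SD, n = 2), a log2 fold change of 5.78 (standard error 0.54, adjusted p = 0.00387, edgeR). *SPRR3*, a cornified envelope protein gene (chromosome 1, 153001747 to 153003856), had 3 UMIs in the fetal lung cells and 887 in the organoids, higher by 1669-fold (counting interval 569 to 8111). *TOP2A* stood at 170.1 CPM in the CA1 and 404 in the BU3 fetal lung cells, against 95.3 and 91.2 in the organoids. *TOP2A* and *CENPF* no longer passed without the CA1 organoids (adjusted p from 0.139 to 0.19, edgeR) or without the BU3 organoids (adjusted p from 0.223 to 0.246). *TOP2A* also missed the threshold among cells with at least 1000 genes and under 10% mitochondrial UMIs (adjusted p = 0.0516).

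**Figure D3:**
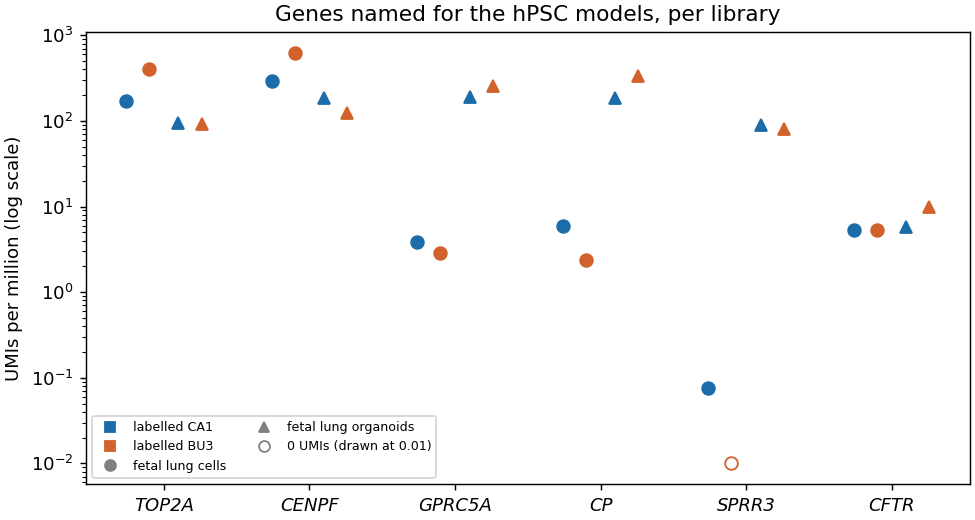
CPM (log axis) of the 5 genes and of *CFTR* in each library, with circles for fetal lung cells, triangles for organoids, blue for CA1 and orange for BU3, and an open circle for 0 UMIs drawn at 0.01. *GPRC5A*, *CP* and *SPRR3* lie higher in both organoid libraries than in the fetal lung cells, and *CFTR* lies between 5.28 and 9.76 in all 4 libraries.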

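By organoid cluster (numbered by size), *GPRC5A* stood at 241 CPM in cluster 0, 424 in cluster 2 and 60.1 in the mesenchymal-like cluster 3, against 0.869 to 10.2 in the fetal lung cell clusters. *CP* stood at 275 in cluster 0 and 229.9 in cluster 3. *SPRR3* stood at 171 in cluster 0, 61.0 in cluster 2 and 40.0 in cluster 3. *TOP2A* and *CENPF* stood at 288 and 604 in cluster 1 and at 34.0 and 34.0 in cluster 2. The paper's text prints *GPRC5A* as *GPC5A*. Among other genes printed beside Fig. 9F, *ERRFI1*, a feedback inhibitor of EGFR (log2 fold change 2.07, adjusted p = 0.00525, edgeR), *VMP1*, an autophagy gene (log2 fold change 1.66, adjusted p = 0.0280, edgeR), and *MECOM*, a transcription factor (log2 fold change 1.03, adjusted p = 0.0284, edgeR), rose. *PCP4*, a calmodulin-binding peptide gene (log2 fold change −3.18, adjusted p = 0.0136, edgeR), and *CCBE1*, a secreted regulator of lymphangiogenesis (log2 fold change −1.91, adjusted p = 0.0269, edgeR), fell. Others there did not pass, with log2 fold changes from −1.06 (*LRRIQ1*) to 0.70 (*CCN2*). *MECOM*, *PCP4* and *CCBE1* no longer passed without the CA1 organoids (adjusted p from 0.104 to 0.152, edgeR) or without the BU3 organoids (adjusted p from 0.0757 to 0.188). *VMP1* no longer passed without the BU3 organoids (adjusted p = 0.147, edgeR). *MECOM* also missed the threshold with the cell line as a block (adjusted p = 0.0666). *LRRIQ1* did pass over every gene with at least 1 count (adjusted p = 0.0216) and without the CA1 fetal lung cells (adjusted p = 0.0479). *VIM* did pass over every gene with at least 1 count (adjusted p = 0.00465). *TFAP2A* did pass without the CA1 fetal lung cells (adjusted p = 0.0264). *GNG11* did pass over every gene with at least 1 count (adjusted p = 0.0205). *SYNE1* did pass without the CA1 fetal lung cells (adjusted p = 0.0496). *ZEB2* did pass with DESeq2 (adjusted p = 0.0452) and over every gene with at least 1 count (adjusted p = 0.000953).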

A clear pattern of the change in gene expression emerged along the trajectory sorted by average pseudotime, with the loss of proliferating progenitor marker genes seen in the hPSC fetal lung cells (e.g., *TOP2A* and *CENPF*) and acquisition of genes identifying the more differentiated cell types such as *GPC5A* for *SOX2*^*high/low*^*CFTR* *+* cells, *CP* for TP cells, and *SPRR3* for basal cells (Fig. 9F).

To further confirm this analysis of the integrated cells, we performed an independent RNA velocity analysis on the hPSC fetal lung cells and hPSC organoids using LatentVelo. Similar to the integrated trajectory analysis, we found trajectories from hPSC fetal lung cluster 0 towards clusters 1 and 2 (Fig. 9G**)**, and trajectories from hPSC organoid clusters 1 and 4 towards clusters 0 and 2 (Fig. 9H).

Overall, our hPSC differentiated fetal cell models captured some of the epithelial cell types/states and trajectories, specifically the budtip to TP cells, along several intermediary states as observed in the primary fetal pseudoglandular/canalicular lung tissue (Fig. 9I).

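Of the budtip and tip list, *ELF5*, a transcription factor of the distal tip (log2 fold change 4.01, adjusted p = 0.0119, edgeR), *FOSB*, an immediate early gene (log2 fold change 3.55, adjusted p = 0.0153, edgeR), and *ERRFI1* rose from fetal lung cells to organoids. Of its 12 measured genes, 3 rose and 0 fell (3 and 0 when adjusted over the list alone). The budtip list had an adjusted p of 0.0489 from camera, and an adjusted p of 0.380 with an estimated correlation. Of 9 measured genes of NKX2-1+SOX9+CFTR+ cells, 1 rose and 0 fell (1 and 0 when adjusted over the list alone). It was *MUC1*, a membrane mucin gene (log2 fold change 6.12, adjusted p = 0.000536, edgeR), and this list had an adjusted p of 0.0829 from camera, and an adjusted p of 0.400 with an estimated correlation. *CFTR*, a chloride channel gene (chromosome 7, 117287120 to 117715971, GRCh38), was at 5.67 ± 0.489 in the fetal lung cells and 7.35 ± 2.76 in the organoids (TMM-normalized CPM, SD, n = 2), a log2 fold change of 0.32 (standard error 0.43, adjusted p = 0.632, edgeR). *SOX9* was at 63.6 in the fetal lung cells and 53.9 in the organoids (TMM-normalized CPM) and *SOX2* at 91.9 in the fetal lung cells and 109 in the organoids (TMM-normalized CPM), and neither passed (adjusted p = 0.691 and 0.650, edgeR). *NKX2-1*, the transcription factor that specifies lung fate, had 5 and 4 UMIs in the CA1 and BU3 fetal lung cells and 3 and 1 in the organoids, too few to test. The score of budtip and tip cells differed from fetal lung cells to organoids by 0.0632 in CA1 and 0.0955 in BU3, and that of NKX2-1+SOX9+CFTR+ cells by 0.0327 and 0.0771. Thinned to 1500 UMIs, these differences were 0.0317 and 0.0702 for budtip and tip cells, and 0.0124 and 0.0495 for NKX2-1+SOX9+CFTR+ cells. Without control genes they were 0.0247 and 0.0689 for the former, and −0.00489 and 0.0469 for the latter, whose direction in CA1 turned. *ELF5* and *FOSB* no longer passed without the CA1 organoids (adjusted p from 0.0523 to 0.0789, edgeR) or without the BU3 organoids (adjusted p from 0.0614 to 0.0930). In the budtip and tip list 1 and 1 genes passed without the CA1 and without the BU3 organoids. In the NKX2-1+SOX9+CFTR+ list 3 and 1 genes passed without the CA1 and without the BU3 fetal lung cells. For the budtip and tip list, camera gave an adjusted p of 0.0610 without the BU3 organoids, 0.0781 without the BU3 fetal lung cells and 0.0578 without TMM normalization. For the NKX2-1+SOX9+CFTR+ list, camera gave an adjusted p of 0.0166 without the CA1 fetal lung cells and 0.0402 over every gene with at least 1 count.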

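At least 1 UMI of *CFTR* was found in 137 of 1385 (9.89%, interval 8.37 to 11.6) CA1 and 60 of 1108 (5.42%, interval 4.16 to 6.92) BU3 fetal lung cells. In the organoids it was found in 40 of 1719 (2.33%, interval 1.67 to 3.16) CA1 and 20 of 731 (2.74%, interval 1.68 to 4.19) BU3 cells. Thinned to 1500 UMIs, the shares in the same order were 0.361% (interval 0.117 to 0.840), 0.271% (interval 0.0559 to 0.789), 0.873% (interval 0.489 to 1.44) and 1.64% (interval 0.851 to 2.85). The interval of the BU3 organoids lies above both of the fetal lung cells and overlaps that of the mesenchymal-like organoid cluster 3, at 0.587% (interval 0.0711 to 2.10). In this cluster, which should lack *CFTR*, the unthinned share was 0.880% at a median of 4797 UMIs per cell, against 3.14% at 2644 in organoid cluster 0. *SOX9* and *CFTR* were found together in 77 CA1 and 20 BU3 fetal lung cells, where independence would give 78.1 and 16.5. In the organoids this was 13 and 3 cells, for 8.87 and 2.46. *SOX2* and *CFTR* were found together in 76 and 30 fetal lung cells (independence gives 70.8 and 28.4) and in 14 and 3 organoid cells (13.3 and 3.06). *NKX2-1*, *SOX9* and *CFTR* were found together in 1 cell, among the BU3 fetal lung cells. *SCGB3A2*, *SFTPB* and *CFTR* were found together in 0 cells, where independence gives 0.0169 cells or fewer per library, too few to be seen at this depth. *SFTPB* had a UMI in 3.02% of the CA1 and 3.28% of the BU3 organoid cells, and in 2.93% of the mesenchymal-like cluster. The paper reasons from its scores that the organoids became more differentiated along the trajectory, with genes of basal and TP cells, and states that RNA velocity gave similar trajectories.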

In summary, we provide a high-resolution spatiotemporal atlas of the human fetal lung with a focus on the lineage relationships of the epithelial cells and interacting stromal cells in forming the developing airways (Fig. 10).

**Fig. 10:**
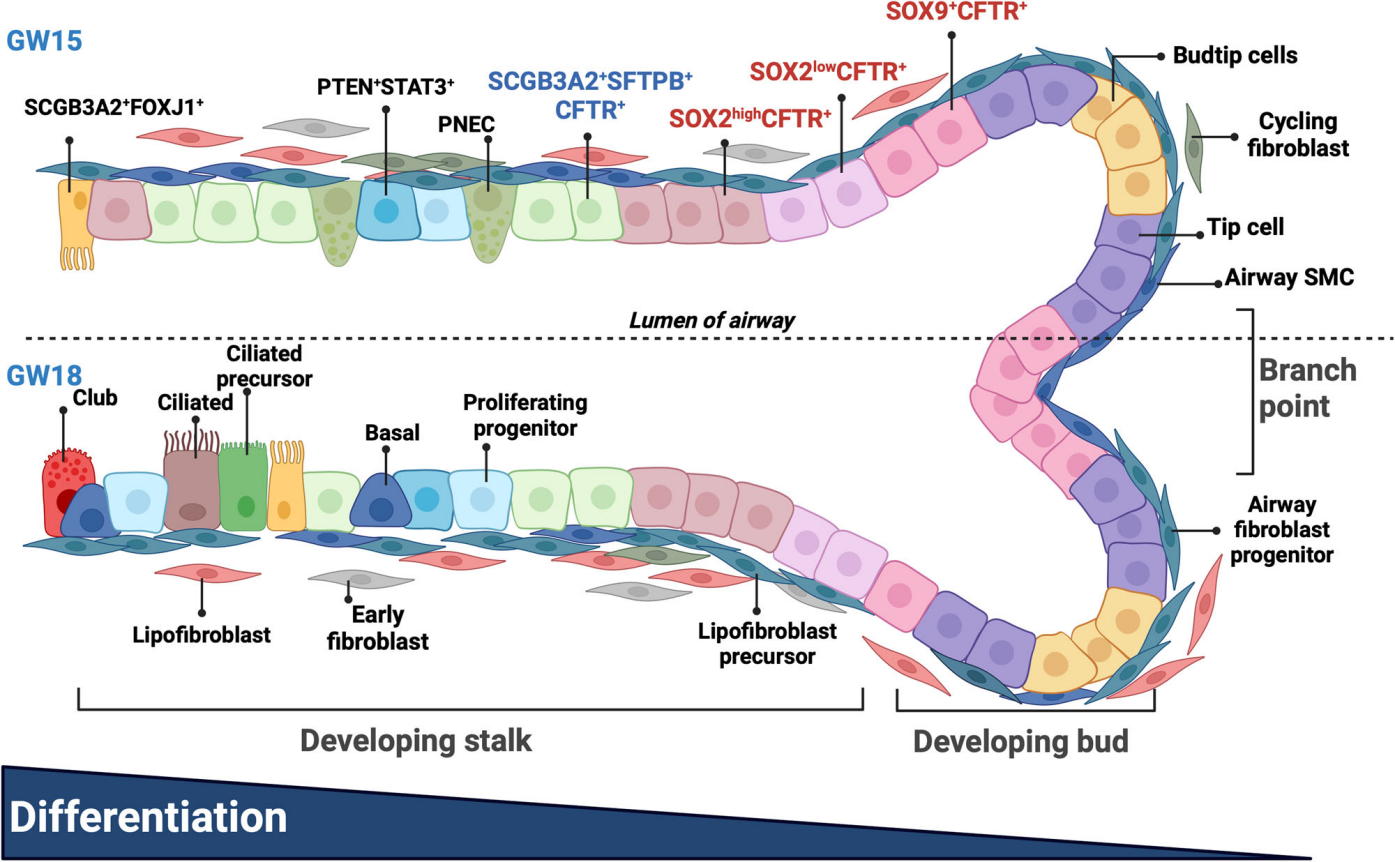
Graphical schematic of the spatial organization of epithelial and stromal cell types in the developing fetal lung. A schematic of the spatial localization of the epithelial and stromal cell subtypes in the developing airways illustrating the spatiotemporal changes in the developing airways. The developing distal bud region is populated by undifferentiated progenitor cell types. As the proximal stalk region develops, proximal progenitors (located in regions between the bud and stalk) generate differentiated cells that populate the developing proximal epithelium with specialized epithelial cell types. Differentiation of the developing epithelia occurs along the distal (right) to the proximal (left) axis. Cell types were identified by scRNA-seq, and their spatial localization was defined by spatial transcriptomics and immunofluorescence staining. The graphical image was created with Biorender.com.

## Discussion

Reactivation of developmental mechanisms occurs during disease pathogenesis^75^ (such as pulmonary fibrosis) and tissue repair^76^. Therefore, understanding the plasticity of cells under normal development and the role of the local cellular signaling environment in dictating cell fate and function may provide key insights into congenital lung diseases, chronic disease pathogenesis, and cellular responses to therapies. Here, we created a comprehensive topographic human fetal lung transcriptomic atlas of the developing human fetal lung which captured over 150,000 fetal lung cells and identified developmental trajectories that revealed remarkable cellular plasticity within the epithelial compartment. With spatially resolved transcriptomics, we identified putative temporally regulated cell signaling interactions that may dictate cell fate and behaviors within the developing lung. Finally, we showed the differentiation of hPSC progressing along similar developmental trajectories and giving rise to similar fetal cell types/states as observed in the human fetal lung epithelium. This is promising as it supports the validity of using hPSC models for future studies in elucidating human-specific lung developmental mechanisms.

We uncovered a broader epithelial cell plasticity and with inference of lineage trajectories involving cells that express abundant *CFTR*. The co-expression of *CFTR* in these progenitor cell types suggests a putative role for CFTR in branching morphogenesis and the formation of specific epithelial cell lineages (Supplementary Note. 5). Starting from *NKX2-1* + *SOX9* + *CFTR* +, we found a trajectory through *SOX2*^*high*^*CFTR* *+* and *SOX2*^*low*^*CFTR* *+* cells to TP cells. We also confirmed that the TP cells have the developmental potential to generate PNEC and ciliated cells, as has previously shown with in vitro lineage tracing^13^. Moreover, our same inference model suggests TP cells may also give rise to basal and club cells later in development. Overall, our study demonstrates the multi-lineage plasticity of the *CFTR*-expressing population and the remarkably dynamic developmental potential of these cells. Interestingly, cellular heterogeneity and high developmental plasticity have previously been shown in endothelial lineage development^77^ and neutrophil development^78^. Moreover, epithelial plasticity has also been shown to drive the formation of the endoderm during gastrulation^79^. Therefore, it is conceivable that the epithelial cells of the developing lung retained some of the high developmental plasticity of its predecessors. However, this dynamic plasticity of lung epithelial cells was not observed in the stromal compartment. Overall, we highlight how specific epithelial cell lineages are formed in the developing lungs, which may inform new hPSC-directed differentiation protocols or cell regeneration strategies for lung diseases.

Developmental processes contributing to cell fate decisions are mediated by precise cell-cell signaling interactions within a cell’s microenvironment. While cells may share transcriptomic gene signatures, cell-autonomous and/or non-cell-autonomous signaling may dictate how these cells develop. Here, we focused on signaling communications between epithelial-epithelial and epithelial-stromal cells. However, it does not preclude the contributions of the immune, endothelial, and neural (Schwann) cells that are also co-developed and residing near the former two cell types. Indeed, contributions of the immune cell population to epithelial development has recently been shown in the fetal lungs^14^. Correspondingly, we saw the expression of interleukin pathways in our trajectory analysis of epithelial cells (Fig. 6), which may indicate signaling from immune cells, and supports recent findings by Barnes et al. In our cell communication and trajectory analysis, we showed temporal changes in the signaling pathways for FGF, WNT, and NOTCH targeting the TP cells. Both spatial and temporal regulation of signaling can alter the intricate microenvironment of the cell and influence its behavior and potential cell fate changes. Previous studies have demonstrated all three pathways play a role in lung branching morphogenesis and epithelial differentiation^80^. For example, lateral inhibition of NOTCH signaling increases PNEC differentiation in Hes1-null mice^81^. Similarly, we observed a dramatic decrease in PNEC in later gestational lung tissues as NOTCH signaling to TP cells increased with signaling from *SOX2*^*high*^*CFTR* *+* cells and basal cells. To confirm our lower-resolution Visium results, we used Xenium to refine the spatial proximity of epithelial and stromal cell types and analyzed the putative signaling through TP.

Future studies will need to mechanistically determine the precise role of the signaling pathways in regulating specific epithelial cell lineage development possibly through cellular barcoding and single-cell lineage tracing studies. Altogether our data highlights the intricate nature of cellular communications within a cell’s microenvironment that may contribute to the heterogeneous and complex development of the fetal lung epithelium.

Our human fetal lung cell atlas does have a few limitations. First, while recent publications^10–12^ have sequenced earlier fetal lungs (as early as 5PCW), our study does not capture these earlier time point tissues which could have uncovered additional heterogeneities. Second, our study focused on collecting and analyzing freshly isolated lung tissues in which the tracheas were not included in the sequencing analysis. The whole lungs were promptly processed for single-cell library prep with very minimal processing/transfer time, and therefore, we do not expect a significant impact on tissue processing affecting gene expression. However, since we did not include the trachea, we expect this may have skewed our analyses from identifying large airway cell types (i.e., rich basal cell source). Third, we did not perform cell enrichment for specific populations prior to library prep for the purpose of capturing less abundant cell types. However, this may have inadvertently limited our ability to detect rare cells. Moreover, due to the technical difficulties of accurately discerning “proximal” versus “distal” airways, our data could not resolve regional differences between proximal versus distal cell types, as has previously been shown^10^. Nonetheless, our data unbiasedly captured many of the cell types/states that were also found in the published fetal lung datasets, and we further identified common and unique developmental trajectories. Finally, while our data aimed to prevent over-clustering by using Clustree to identify the optimal clustering resolution, it is possible that this method may not have resolved finer differences in cell states resulting in lower cell types/states identified. Future studies aimed at combining all of the available fetal lung datasets, much like the recently published adult lung integrated dataset^7^, can provide a much more comprehensive resource and potentially capture gaps that exist in our individual datasets.

An important aspect of our study was the benchmarking of the hPSC-derived fetal lung differentiations^16^. Here, we showed that the hPSC-derived fetal lung cells and organoids captured several of the fetal-specific cell types/states and differentiation trajectories observed in the native tissue. Specifically, we showed that differentiated hPSC-derived fetal lung cells mostly represent proliferative and progenitor cells, while hPSC-derived fetal organoids contained differentiated cells representative of later stages in lung development. Since not all cell types and trajectories were captured in the hPSC differentiation, future studies may leverage the predictions of the L-R interactions and the enrichment of specific signaling pathways to modify current differentiation protocols and improve the generation of other epithelial cell types in vitro. Overall, our work supports the use of hPSC-derived fetal lung epithelial models as a potential surrogate to study fetal lung epithelial lineage development. Importantly, hPSC differentiations are experimentally tractable models and can be used to study broader developmental ranges and fetal origins of disease, which makes benchmarking and validation of these models especially important.

In conclusion, our study identified cell types/states, trajectories, and local cellular and signaling interactomes that contribute to the dynamic development of the early human fetal lung epithelium. Understanding human fetal lung cell diversity and its role in development will improve current differentiation protocols for hPSC and thereby generate better organoid models or bona fide cell types for future therapies for congenital and chronic lung diseases.

## Methods

### Ethics statement

Human fetal lung tissue collection for the purpose of understanding human lung cell development was obtained from the Research Center for Women’s and Infants’ Health (RCWIH) biobank using a protocol in accordance with and approved by the Mount Sinai Hospital Research Ethics Board (REB #: 20-0035-E, March 2024) and the Hospital for Sick Children Research Ethics Board (REB #: 1000067499, January 2024). Participants did not receive compensation for their contributions. Tissue collection for research use was approved for gestational week 10–20 lung tissues. Fetal lung tissues were harvested from voluntary elective pregnancy terminations (up to 20 weeks gestation) where consent was obtained for the donation of fetal tissues for research. Only tissues from normal pregnancies were collected. No tissues collected were excluded. We collected both male and female lung tissues for our sequencing analyses. The sex of the tissue was determined retrospectively through analysis of the expression of sex-determining genes *SRY, DDX3Y,* and *XIST*. To our knowledge, there are no sex or gender effects that influence the outcome of our analysis, especially in this particularly early developmental stage of fetal development. As such, we did not perform sex-based analysis as we did not obtain more than one lung sample for some gestational weeks.

The study protocol for the use of human pluripotent stem cells (CA1 and BU3, female and male lines, respectively) for in vitro differentiation into lung cell lineages was approved by the Canadian Institutes of Health Research Stem Cell Oversight Committee and Hospital for Sick Children Research Ethics Board (REB #: 1000071246, June 2023).

### Human fetal lung collection

The gestational week was calculated based on ultrasound measurements: a combination of gestational sac diameter and crown-rump length was used to determine 10–13 weeks, whereas femur length, biparietal diameter, and foot length were used to determine > 13 weeks. Freshly isolated human fetal lung tissues were collected via careful microdissection by an experienced nurse and stored in HBSS (Hank’ Balanced Salt Solution) on ice during the transfer from the biobank to the Hospital for Sick Children for immediate processing. Tissues were absent of respiratory abnormalities or known genetic lung defects. A summary of the issues collected is listed in Supplementary Table 1. GW_18_1A and GW_18_1B were isolated from the upper and lower airway regions from the same tissue. Tracheal tissues were not collected for sequencing, and while we processed as much of the lung tissue as possible, sampling error may be reflected in our dataset. To estimate the post-conceptual week, subtract two weeks from the gestational week.

### Sample preparation for library construction

For all lung samples, the lung tissue, minus the trachea and a piece of the lobe, was minced and processed for single-cell isolation and RNA library preparation. The fetal lung samples were dissociated into single-cell suspension using the Multi Tissue Dissociation Kit 1 (Miltenyi Biotec; cat # 130-110-201) and 37 C Multi_tissue_dissociation B program. Dissociated cells were collected through a 40 µm pore size cell strainer (Falcon; cat # 352340) and incubated with RBC lysis buffer (Invitrogen; cat# 00-4333-57) for two minutes to remove red blood cells. Cell number and viability were assessed by trypan blue staining (Gibco; cat# 15250061) and counted with Countess II (Life Technologies, cat#A27977). This procedure resulted in cell viability of at least 80%. Approximately 10,000 cells per sample were captured and used for library construction using the 10X Chromium Next GEM single-cell 3’ Reagent Kits v3.1 (10x Genomics, cat#1000121, 1000120, 1000123). Library prep was performed as per the manufacturer’s protocol. Sequencing was performed on the NovaSeq6000 (The Center for Applied Genomics (TCAG) Sequencing Facility, SickKids). The target reads were 60,000 per cell and approximately 3000–10,000 cells per sample were sequenced.

### Quality control and data processing

Raw FASTQ files were generated using supernova/cellranger mkfastq and bcl2fastq v2.20. 10x Genomics Cell Ranger v6.0.1 software was used to align reads to the human reference genome (hg 19, GRCh38). Seurat v4.0^82^ was used for subsequent analysis. Cells with less than 200 features, greater than 15% mitochondrial transcript, and genes expressed in less than 3 cells were excluded from our analysis. Furthermore, principal component analysis (PCA) for each sample was done to ensure the filtering of doublets and high-quality cells. Gene expression levels were log normalized datasets and highly variable features that identify high cell-cell variation within each sample dataset were determined using Seurat’s FindVariableFeatures. Subsequently features that were repeatedly variable across each sample dataset were identified as integration features. Data was then scaled (linear transformation) using Seurat’s ScaleData and principal component analysis (PCA) (linear dimensional reduction) was done on each sample dataset. The generation of a master dataset was done by integrating all the sample datasets using Seurat’s reciprocal PCA (rPCA) integration (3000 features). Subsequent PCA analysis was done to ensure proper integration and 30 dimensions were retained for further analysis. Further reduction was made through uniform manifold approximation and projection (UMAP) (non-linear dimensional reduction), and cluster analysis was done using Seurat’s find clusters. Biological sex was determined based on *SRY, XIST*, and *DDX3Y* expression.

### Clustering and differentially expressed genes analyses

The clustree^23^ package was used to inform the correct resolution for sub-clustering. Clustree was used to assess the stability of the clusters generated by taking the overlap in cell clusters across multiple resolutions and calculating the in-proportion for each edge. Resolutions with clusters derived from high in-proportion scores of multiple parent clusters were deemed over-clustered. Manual annotations were performed for each cluster and DEG compared to He et al.^10^ (courtesy of Dr. Emma Rawlins)^10^. Differentially expressed genes (DEGs) for each cluster were calculated using Seurat’s FindAllMarkers. Parameters that were defined included logFC > 0.25 and only output positive values. This analysis was done on the whole dataset where canonical markers identified within the top DEGs were used to assign main fetal cell type identities and within each cluster to determine DEGs in sub-clusters for sub-cluster analysis.

Cell-type scores for each cluster based on these DEGs were computed using the scanpy sc.tl.score_genes function. The top 100 DEGs for each cluster were used as the gene set, and all other genes expressed in more than 10 cells were used as the background reference pool.

Integration analysis with publicly available datasets was done using Seurat’s rPCA method to find integration anchors using default parameters, and subsequent integration using IntegrateData. Standard workflow (as above) was done to process the integrated assay and UMAP visualization.

### Query analysis

Comparisons between single-cell datasets were done and visualized using cell type label transferring and mapping UMAP cell projections via Seurat’s single-cell reference mapping^76^. The processed single-cell dataset and publicly available single-cell datasets were assigned reference and query, respectively. PCA structures of the datasets were used to find anchors and classify query cells based on the highest prediction score of the reference annotations. UMAP projection was performed to visualize the cells in similar low-dimensional embeddings using Seurat’s MapQuery. Similar query analysis was also done switching the reference and query dataset. Query analysis with >15% number of anchors to query cells (determined by the Seurat-associated pipeline: Azimuth^83^) were not thresholded. Analysis that did not meet the metrics underwent high confidence thresholding (>0.9).

### Gene ontology and transcription factor enrichment analysis

Gene ontology (GO) analysis was done using the ‘DEenrichRPlot’ function accessing EnrichR databases: GO_Biological_Process_2023, GO_Cellular_Component_2023, and GO_Molecular_Function_2023 on top 100 DEG for each sub cluster^84^. Enrichment of top 10 GO terms (ordered by log p-value). DEGs were subsequently used for transcription factor enrichment analysis using SCENIC (pySCENIC version 0.11.2)^85^. Gene regulatory interactions were calculated based on co-expression across the single-cell dataset with GRNBoost2^86^, followed by pruning interactions using known TF binding motifs and the construction of dataset-specific regulatory modules (regulons)^87^. Regulons and regulon activity were then identified and scored in each individual cell using AUCell and regulon specificity score (RSS) was subsequently calculated to identify enriched transcription factors in each cluster. Pathway enrichment along the inferred epithelial trajectories was done using the REACTOME, KEGG_2021_Human, and GO_Biological_Process_2023 databases.

### Spatial transcriptomics - Visium

Spatial transcriptomics was performed using the 10X Visium platform (FFPE v2) and processed as per the manufacturer’s protocol. For this, archived human fetal lung tissues (GW15 and GW18) from paraffin-embedded blocks were freshly sectioned (5 microns), and tested for RNA quality control (DV200 > 30%) before mounting on the 10X CytAssist (6.5 mm × 6.5 mm) for library prep and sequencing (~50,000 reads/spot). H&E staining was done as per the manufacturer’s protocol. The Visium Human Transcriptome Probe Set v2.0 was used. Spaceranger (2.1.0) was used to perform demultiplexing and alignment to the GRCh38-2020-A reference. Spots with >10% mitochondrial content were excluded from analysis. SCTransform normalization, PCA (30 principal components were used for downstream analysis), and UMAP was done in Seurat (v4.3.0.1)^82^. Robust cell-type decomposition was done using spacxr^88^. In brief, counts and annotations from the scRNA-seq dataset were used as a reference and counts from Visium were used as a query. Spots were deconvolved using ‘full’ mode and RCTD weights for each spot were collected.

### Spatial transcriptomics - Xenium

For high-resolution spatial transcriptomics, 10x Xenium in situ analysis was conducted utilizing the pre-designed Xenium Human Lung Gene Expression Panel (cat #: 1000601) with an add-on custom-designed gene panel (CFVU2E, informed by the fetal lung single-cell RNA sequencing dataset). Archived human fetal lung tissues (GW15 and GW18; same tissue used in our Visium analysis) were freshly prepared and processed according to the manufacturer’s instructions. Formalin-fixed paraffin-embedded lung sections (5 microns) were mounted onto the Xenium slide. Deparaffinization and de-crosslinking were performed, and the sections were then hybridized with the custom gene probes at 50 °C overnight (~ 20 h), followed by post-hybridization washes. Subsequently, ligation (37 °C for 2 h) and amplification (30 °C for 2 h) were carried out using the provided ligation and amplification reagents from the manufacturer. The sections were then autofluorescence-quenched and nuclei staining was performed before loading onto the 10X Xenium Analyzer instrument for analysis. For the data analysis, raw counts were processed through the Seurat pipeline where SCTransform normalization was done prior to PCA (30 PCs) and UMAP (30 dimensions) analysis. Louvain clustering was then done at multiple resolutions, where the final resolution was decided based on clustree analysis.

Spatial co-occurrence proportions were computed by selecting all cells that were assigned by cell type deconvolution as TP cells and computing the proportion of cells in a given radius that are a particular cell type. Spatial neighbors are computed with Squidpy’s^89^ “sq.gr.spatial_neighbors” with the generic coordinates setting and spatial coordinates given by the centroids of the cells.

Spatial neighborhood enrichment analysis for all cell types was done with Squidpy’s “sq.gr.nhood_enrichment” using a radius of 75, which uses a permutation test for the enrichment of each pair of cell types within a neighborhood. The z-score from this permutation test is reported in Fig. 5.

### Trajectory analyses

Standard RNA velocity pre-processing was done using scVelo by normalizing cells by library size with “scv.pp.filter_and_normalize”, and filtering genes with less than 100 cells expressing unspliced and spliced counts for the gene with “scv.pp.filter_genes” (except in the epithelial where we use 30 and stromal where we use 300). The top 3000 highly variable genes were selected with “scv.pp.filter_genes_dispersion” with flavor = cellranger’. Following the standard scVelo preprocessing, moments were computed by averaging over 100 nearest neighbors computed on 30 principal components from the log(1 + x) transformed spliced counts with “scv.pp.moments” (300 nearest neighbors for stromal). We normalized each gene by its standard deviation and inputted it to LatentVelo for velocity inference.

We ran LatentVelo for each population separately (stromal, epithelial, endothelial, and immune populations), utilizing the batch information from each of the 19 samples. We set the latent dimension of LatentVelo as 50 and encoder hidden layer size of 75 for the endothelial and immune populations, and 100 and 125 for the epithelial and stromal. The dimension of the latent regulatory state was changed according to the complexity of the dataset and had dimensions 2 for stromal, 4 for epithelial, 3 for endothelial, and 3 for immune. When analyzing the epithelial cells with LatentVelo, we removed SMG secretory, SMG basal, and *NRGN* + cells, since these small clusters were not strongly connected to any of the larger clusters. For the stromal cells, we subset to just the fibroblast populations. A new UMAP embedding was generated for this subset.

We used standard scVelo functions to visualize velocities. To project latent velocities onto UMAP plots, velocity graphs were constructed using “scv.tl.velocity_graph” with the nearest neighbor graph constructed on the LatentVelo latent space with “scv.pp.neighbors(, use_rep = ’latent’, n_neighbors = 30)”, and streamlines were plotted with “scv.pl.velocity_embeding_stream”. PAGA is run using latent velocities with scv.tl.paga, using the LatentVelo latent time as a prior. CellRank was used to compute terminal states. We combined the velocity kernel for LatentVelo’s velocities and the connectivity kernel using the nearest neighbor graph, with weights of 0.2 and 0.8.

Slingshot^22^ trajectory analysis was performed to get detailed trajectories for specific cluster subsets. Slingshot was run on 30 principal components, using the root clusters as informed by the LatentVelo analysis. To find lineage-associated genes, we used the tradeSeq^90^ function associationTest, and selected genes with adjusted false discovery rate below 0.01 on each lineage separately. These genes were then used in trajectory heat maps to visualize the change in expression over pseudotime along the trajectory.

Lineage-associated genes were clustered using ward linkage of the distance matrix calculated by 1 minus the correlation matrix between the genes for cells along the trajectory. Scipy’s “scipy.cluster.hierarchy.fcluster” was used to cut the hierarchical clustering tree at the specified number of clusters. Trajectory heatmaps were smoothed with a general additive model with 10 splines. We found enriched GO (GO_Biological_Process_2023 enrichr library), KEGG (KEGG_2021_Human enrichr library), and Reactome terms and pathways with adjusted *p*-values below 0.05.

Palantir pseudotime^91^ was used to validate LatentVelo results on the epithelial subset. We chose a root at the GW10 budtip progenitors and ran Palantir with 5 components. CellRank with a pseudotime kernel was used to compute terminal states and fate probabilities.

### Ligand-receptor interaction analysis

Cellchat^72^ was used to infer significant (permutation test permutating cell type labels with *p*-value < 0.01) ligand to receptor interactions between the fetal epithelial and stromal populations. Normalized counts and cell annotations from the scRNA-seq dataset split into early (GW10–13), mid (GW14–16), and late (GW18-19) were used as input. Source cell types were subset according to spatially close cell types to the target, as determined with Visium. Significant cell signaling pathways of interest were further analyzed. A paired Wilcoxon test for the sum of pathway interactions (information flow) was used to determine significantly varying pathways between early, mid, and late.

### Directed differentiation of hPSC to fetal lung cells and organoids

CA1 hESC (courtesy of Dr. Andras Nagy, Lunenfeld Tanenbaum Research Institute, Toronto) and BU3 hPSCs (courtesy of Dr. Darrell Kotton, Boston University) were used to generate hPSC-derived fetal lung cells and organoids using our previously established protocol^16^. In brief, cells were differentiated through a stepwise manner in STEMDiff definitive endoderm media for four days (STEMCELL technologies, cat#: 05110), anterior ventral foregut endoderm media (KnockOut DMEM (Gibco; cat#: 10829-018), 10% KnockOut serum replacement (KOSR; Gibco; cat#: 10828-028), 1% penicillin/streptomycin (Gibco; cat#: 15-140-122), 2 mM Glutamax (Gibco; cat#: 35050-061), 0.15 mM 1-mono-thioglycerol (MTG; Sigma-Aldrich; cat#: M6145), 1 mM non-essential amino acid (Gibco; cat#: 11140-050), 500 ng/ml recombinant fibroblast growth factor 2 (Peprotech; cat#: 100-18B), 50 ng/ml recombinant sonic hedgehog (Peprotech; cat#: 100-45) for five days, fetal lung epithelial progenitor media (75% IMDM (Gibco; cat#: 12440053), 25% Ham’s F12 (Gibco; cat #: 11765062), 1% B-27 supplement (Invitrogen; cat#: 17504-44), 0.5% N-2 supplement (Invitrogen; cat#: 17502-048), 0.05% BSA (Invitrogen; cat#: 15260-037), 2 mM Glutamax (Gibco; cat#: 35050-061), 50 µg/ml ascorbic acid (Sigma-Aldrich; cat#: A4544), 0.15 mM 1-mono-thioglycerol (MTG; Sigma-Aldrich; cat#: M6145), 1% penicillin/streptomycin (Gibco; cat#: 15-140-122), 10 ng/ml recombinant FGF7 (KGF, Peprotech; cat#:100-19), 50 ng/ml recombinant FGF10 (Peprotech; cat#:100-26), 10 ng/ml recombinant bone morphometric protein-4 (BMP4; R&D Systems; cat#: 314-BP), 3 µM CHIR99021 (STEMCELL Technologies; cat#: 72054), and 100 nM all-trans retinoic acid (Sigma-Aldrich; cat#: R2625) for six days. To generate fetal lung organoids, fetal lung cells were enriched through magnetic activated cell sorting of CD326, embedded into matrigel spheroids, and cultured in airway expansion medium containing 1 µM A83-01 (STEMCELL Technologies; cat#: 72022) and 1 µM DMH1 (STEMCELL Technologies; cat#: 73632) in PneumaCult-Ex Plus (STEMCELL Technologies, cat#: 05040). hPSC cells were labeled using unique MULTI-seq lipid modified oligonucleotides (Oligo 1: “GGAGAAGA”; Oligo 2: “CCACAATG”; Oligo 3: “TGAGACCT”, Oligo 4: “GCACACGC”) and subsequently quenched in 1% BSA in PBS^92^. Library preparation and single-cell analysis were done similarly to the above. A total of 2493 and 2450 cells of fetal lung cells and organoids were sequenced, and 23,968 and 28,648 UMIs were captured respectively. 

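The deposited tables held 2493 fetal lung cells (1385 labelled CA1 and 1108 labelled BU3) and 2450 organoid cells (1719 and 731). Summed over genes and cells, they held 56558656 UMIs in the fetal lung cells and 10016949 in the organoids. The fetal lung cell tables listed 36601 genes, of which 27769 had a UMI in at least 1 cell and 23968 in at least 3. The organoid tables listed 28648 genes, of which 23720 had a UMI in at least 1 cell and 19704 in at least 3. The 7953 genes listed for the fetal lung cells alone were left out of comparisons between stages. Of these, 4 reached 1 CPM in the mean of the fetal lung cells, the highest 18.8 CPM. The lines shared 1 cell barcode in the fetal lung cells and 0 in the organoids. Over genes, which are not independent replicates, log levels correlated between the lines at r = 0.944 in the fetal lung cells and 0.943 in the organoids. Between libraries of different stages r was 0.733 to 0.837.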

DEGs between gestational ages of the fetal lung epithelia were used to generate a panel of key features. hPSC fetal lung cells and hPSC organoids were clustered separately using sc.tl.louvain with resolutions 0.15 and 0.25, respectively. DEGs for these clusters were computed with a Wilcoxen rank-sum test and compared to the primary fetal lung clusters using sc.tl.marker_gene_overlap with the top 100 marker genes for each hPSC cluster and with the overlap coefficient (the number of shared DEG divided by the size of the smaller of the two DEG lists).

A combined embedding for the primary fetal lung epithelia and hPSC-derived cells was created with Scanpy’s batch balanced nearest neighbors “sc.external.pp.bbknn”^93^ and computing a UMAP embedding. Clustering on this integrated space is done with Scanpy’s “sc.tl.louvain” with resolution 2.25. Only hPSC cells within integrated clusters that contained more than 100 hPSC cells were considered for trajectory analysis. Trajectory analysis was performed with a slingshot on the 30 principal components of the primary fetal cells for the subset of budtip progenitors, tip cells, *NKX2-1*^*+*^*SOX9*^*+*^*CFTR*^*+*^, *SOX2*^*high*^*CFTR*^*+*^, and *SCGB3A2*^*+*^*SFTPB*^*+*^*CFTR*^*+*^ cells. Average pseudotime was assigned to the hPSC cells within their respective integrated clusters and ordered along the trajectory.

RNA velocity was computed separately for hPSC fetal lung cells and organoids using LatentVelo with a latent dimension of 20 and a dimension of latent regulatory state of 1.

### Immunofluorescence staining

Previously archived formalin-fixed paraffin-embedded human fetal lung tissues were sectioned at 8um thickness for immunohistochemical analysis. Slides were deparaffinized using Xylene to 70% ethanol to water. Briefly, antigen retrieval was then performed using citrate buffer solution (pH 6.0) for 15 min. The slides were then briefly rinsed with 1X PBS and blocked with 6% normal donkey serum in PBS for 1 h at room temperature. In a humidified chamber, the slides were then incubated with primary antibodies (Supplementary Table 3) overnight at 4 °C and then washed 2X with PBS. Secondary antibodies were then added for 1 h at room temperature. Nuclei were counterstained with DAPI (ThermoFisher, 1:1000) for 15 min at room temperature, mounted with DAKO immunofluorescence mounting media, and kept in the dark until imaging. Fluorescence images were captured with the Nikon A1R confocal microscope and analyzed with NIS-Elements software (Nikon Instruments Inc.).

### Immunofluorescence quantification

Fluorescence images of fetal lung tissue samples at gestational weeks 12, 15, and 18 were captured at 40x magnification using the Nikon A1R confocal microscope with a Plan-Apochromat 40 × /1.25 water lens. The images were imported into Volocity software for SOX2 quantitation analysis. The ‘Find Object’ tool was utilized to segment cells in the channels of interest. Intensity thresholds were manually set by the user, with intensity values greater than 1081 classified as high SOX2 expressing regions. A fine filter was applied to remove noise, and ‘local contrast enhancement’ and ‘fill holes’ tools were used to aid in cell segmentation. The software calculated area measurements for high and low SOX2 populations, and the percentage of high/low SOX2 expressing areas was determined relative to the total SOX2 expressing area (µm^2^).

### Statistics & reproducibility

No statistical method was used to predetermine the sample size. No data were excluded from the analyses, and the experiments were not randomized. The Investigators were not blinded to allocation during experiments and outcome assessment. For differential expression analyses of scRNA-seq datasets, the Wilcoxon ranked sum test was used, and genes were ranked based on average log fold change.

For spatial transcriptomics, we analyzed one section of a GW15 and one of a GW18 lung for both Visium and Xenium analyses.

For cell type proportion analysis, we fit binomial models with constant, linear, and quadratic dependence on gestational week for the counts of each cell type in the tissues. These models fit with the rstanarm package using a logit link function, default priors (zero-centered normal with a standard deviation of 2.5), and default MCMC settings (1000 warmup, 1000 sampling). The best model was chosen by leave-one-out cross-validation score.

For comparison of SOX2 expression, lower magnification images of SOX2 staining were acquired for GW12, 15, and 18 fetal lung tissues. Six different fields of view were acquired per gestational week (a total of 18 different FOVs). Images were imported to Volocity software to segment total SOX2, SOX2^high^, and SOX2^low^ expressing areas based on fluorescence intensity. A Student *t* test was performed for each GW to determine the statistical significance of the differences in the proportion of SOX2^high^ versus SOX2^low^ areas on segmented immunofluorescence images.

For all immunohistochemical analyses, representative images from one lung tissue for each GW12, GW15, and GW18 were used in the figures. A minimum of four representative fields of view were captured and analyzed for each time point.

For hPSC differentiations, one human embryonic stem cell line (CA1, female) and one induced pluripotent stem cell line (BU3, male) were used. Technical replicates (*n* = at least 3 sets of independent differentiations) were pooled for sequencing. Spearman’s rank correlation coefficient of hPSC-derived fetal lung models and in vivo adult and fetal lung cells were calculated using log-normalized gene expression of the top 50 differentially expressed genes between each gestational week in our fetal lung dataset and adult lung dataset^4^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer review file

Description of additional supplementary files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

### Source data

Source Data

## Data Availability

The single-cell RNA sequencing and spatial sequencing data generated in this study have been deposited in the NCBI GEO database under accession codes GSE264398, GSE264425, GSE264407, and GSE266789. The raw sequencing files can be accessed on the NCBI website through the accession codes and all processed sequencing data can be obtained at Synapse (https://www.synapse.org/#!Synapse:syn53437291/files/). The source data generated in this study are available at https://www.synapse.org/#!Synapse:syn59808546. The published human fetal lung datasets were obtained from He et al.^10^ (Array Express; E-MTAB-11278), Sountoulidis et al.^11^ (GEO; GSE215898) and Cao et al.^12^ (OMIX; OMIX003147). The mouse embryonic dataset was obtained from Negretti et al.^9^ (GEO; GSE165063). The adult lung single-cell RNA sequencing dataset was obtained from the Human Cell Atlas^7^ portal (https://datasets.cellxgene.cziscience.com/2aa90e63-9a6d-444d-8343-8fc2a9921797.rds). Source data are provided with this paper.

## References

[1] Young MD (2018). Single-cell transcriptomes from human kidneys reveal the cellular identity of renal tumors. Science.

[2] Baron M (2016). A single-cell transcriptomic map of the human and mouse pancreas reveals inter- and intra-cell population structure. Cell Syst..

[3] Carraro G (2021). Transcriptional analysis of cystic fibrosis airways at single-cell resolution reveals altered epithelial cell states and composition. Nat. Med..

[4] Travaglini KJ (2020). A molecular cell atlas of the human lung from single-cell RNA sequencing. Nature.

[5] Vieira Braga FA (2019). A cellular census of human lungs identifies novel cell states in health and in asthma. Nat. Med..

[6] Wang Z (2021). Deciphering cell lineage specification of human lung adenocarcinoma with single-cell RNA sequencing. Nat. Commun..

[7] Sikkema L (2023). An integrated cell atlas of the lung in health and disease. Nat. Med..

[8] Huang Y (2020). Reconstructing the developmental trajectories of multiple subtypes in pulmonary parenchymal epithelial cells by single-cell RNA-seq. Front. Genet..

[9] Negretti NM (2021). A single-cell atlas of mouse lung development. Development.

[10] He P (2022). A human fetal lung cell atlas uncovers proximal-distal gradients of differentiation and key regulators of epithelial fates. Cell.

[11] Sountoulidis A (2023). A topographic atlas defines developmental origins of cell heterogeneity in the human embryonic lung. Nat. Cell Biol..

[12] Cao S (2023). Single-cell RNA sequencing reveals the developmental program underlying proximal–distal patterning of the human lung at the embryonic stage. Cell Res..

[13] Conchola AS (2023). Regionally distinct progenitor cells in the lower airway give rise to neuroendocrine and multiciliated cells in the developing human lung. Proc. Natl. Acad. Sci. USA.

[14] Barnes JL (2023). Early human lung immune cell development and its role in epithelial cell fate. Sci. Immunol..

[15] Wong AP (2012). Directed differentiation of human pluripotent stem cells into mature airway epithelia expressing functional CFTR protein. Nat. Biotechnol..

[16] Ngan SY (2022). Stage-specific generation of human pluripotent stem cell derived lung models to measure CFTR function. Curr. Protoc..

[17] Hawkins FJ (2021). Derivation of airway basal stem cells from human pluripotent stem cells. Cell Stem Cell.

[18] Wong AP (2015). Efficient generation of functional CFTR-expressing airway epithelial cells from human pluripotent stem cells. Nat. Protoc..

[19] Ahmadi S (2017). Phenotypic profiling of CFTR modulators in patient-derived respiratory epithelia.. NPJ. Genom. Med..

[20] Jiang JX (2021). A new platform for high-throughput therapy testing on iPSC-derived lung progenitor cells from cystic fibrosis patients. Stem Cell Rep..

[21] Farrell, S., Mani, M. & Goyal, S. Inferring single-cell transcriptomic dynamics with structured latent gene expression dynamics. *Cell Rep. Methods***3**, 100581 (2023).10.1016/j.crmeth.2023.100581PMC1054594437708894

[22] Street K (2018). Slingshot: cell lineage and pseudotime inference for single-cell transcriptomics. BMC Genomics.

[23] Zappia L, Oshlack A (2018). Clustering trees: a visualization for evaluating clusterings at multiple resolutions. GigaScience.

[24] Park J (2019). The Tcf21 lineage constitutes the lung lipofibroblast population. Am. J. Physiol. Lung Cell. Mol. Physiol..

[25] Liu X (2021). Categorization of lung mesenchymal cells in development and fibrosis. IScience.

[26] McGowan SE, Torday JS (1997). The pulmonary lipofibroblast (lipid interstitial cell) and its contributions to alveolar development. Annu. Rev. Physiol..

[27] Tocco C, Bertacchi M, Studer M (2021). Structural and functional aspects of the neurodevelopmental gene NR2F1: From animal models to human pathology. Front. Mol. Neurosci..

[28] Okazawa M, Abe H, Nakanishi S (2016). The Etv1 transcription factor activity-dependently downregulates a set of genes controlling cell growth and differentiation in maturing cerebellar granule cells. Biochem. Biophys. Res. Commun..

[29] Naim HM, Tyms AS (1981). Thymidine kinase activity in mouse embryo fibroblast cells infected with murine cytomegalovirus. Biochem. Biophys. Res. Commun..

[30] Penke LR (2018). FOXM1 is a critical driver of lung fibroblast activation and fibrogenesis. J. Clin. Invest..

[31] Zhou C (2021). Runx1 protects against the pathological progression of osteoarthritis. Bone Res..

[32] Almubarak A (2021). Loss of Foxc1 and Foxc2 function in chondroprogenitor cells disrupts endochondral ossification. J. Biol. Chem..

[33] Li J (2022). TMEM158 promotes the proliferation and migration of glioma cells via STAT3 signaling in glioblastomas. Cancer Gene Ther..

[34] Danopoulos S (2018). Human lung branching morphogenesis is orchestrated by the spatiotemporal distribution of ACTA2, SOX2, and SOX9. Am. J. Physiol. Lung Cell. Mol. Physiol..

[35] Nikolić MZ (2017). Human embryonic lung epithelial tips are multipotent progenitors that can be expanded in vitro as long-term self-renewing organoids. ELife.

[36] Miller AJ (2017). In vitro induction and in vivo engraftment of lung bud tip progenitor cells derived from human pluripotent stem cells. Stem Cell Rep..

[37] Meyerholz DK (2018). Lack of cystic fibrosis transmembrane conductance regulator disrupts fetal airway development in pigs. Lab. Invest..

[38] Fernandes-Silva H, Araújo-Silva H, Correia-Pinto J, Moura RS (2020). Retinoic acid: A key regulator of lung development. Biomolecules.

[39] Wan H (2005). Compensatory roles of Foxa1 and Foxa2 during lung morphogenesis. J. Biol. Chem..

[40] Hawkins F (2017). Prospective isolation of NKX2-1-expressing human lung progenitors derived from pluripotent stem cells. J. Clin. Invest..

[41] Gotoh S (2014). Generation of alveolar epithelial spheroids via isolated progenitor cells from human pluripotent stem cells. Stem Cell Rep..

[42] Bassères DS (2006). Respiratory failure due to differentiation arrest and expansion of alveolar cells following lung-specific loss of the transcription factor C/EBPalpha in mice. Mol. Cell. Biol..

[43] Ali M (2022). Transcriptional responses to injury of regenerative lung alveolar epithelium. IScience.

[44] Hersh CP (2011). SOX5 is a candidate gene for chronic obstructive pulmonary disease susceptibility and is necessary for lung development. Am. J. Respir. Crit. Care Med..

[45] Tompkins DH (2011). Sox2 activates cell proliferation and differentiation in the respiratory epithelium. Am. J. Respir. Cell Mol. Biol..

[46] Jubb AM (2006). Achaete-scute like 2 (ascl2) is a target of Wnt signalling and is upregulated in intestinal neoplasia. Oncogene.

[47] Plasschaert LW (2018). A single cell atlas of the tracheal epithelium reveals the CFTR-rich pulmonary ionocyte. Nature.

[48] Wallmeier J (2021). Mutations in TP73 cause impaired mucociliary clearance and lissencephaly. Am. J. Hum. Genet..

[49] Campbell EP, Quigley IK, Kintner C (2016). Foxn4 promotes gene expression required for the formation of multiple motile cilia. Development.

[50] Ruiz García S (2019). Novel dynamics of human mucociliary differentiation revealed by single-cell RNA sequencing of nasal epithelial cultures. Development.

[51] Sun D (2022). SOX9 maintains human foetal lung tip progenitor state by enhancing WNT and RTK signalling. EMBO J..

[52] Gao E, Wang Y, Alcorn JL, Mendelson CR (2003). Transcription factor USF2 is developmentally regulated in fetal lung and acts together with USF1 to induce SP-A gene expression. Am. J. Physiol. Lung Cell. Mol. Physiol..

[53] Zhang Z (2017). Transcription factor Etv5 is essential for the maintenance of alveolar type II cells. Proc. Natl. Acad. Sci. USA.

[54] Herriges JC (2012). A genome-scale study of transcription factor expression in the branching mouse lung. Dev. Dyn..

[55] Lim K (2023). Organoid modeling of human fetal lung alveolar development reveals mechanisms of cell fate patterning and neonatal respiratory disease. Cell Stem Cell.

[56] Zhou Y (2022). Airway basal cells show regionally distinct potential to undergo metaplastic differentiation. Elife.

[57] Jensen-Cody CW (2021). Lef-1 controls cell cycle progression in airway basal cells to regulate proliferation and differentiation. Stem Cells.

[58] Kappen C (1996). Hox genes in the lung. Am. J. Respir. Cell Mol. Biol..

[59] Hicks-Berthet J (2021). Yap/Taz inhibit goblet cell fate to maintain lung epithelial homeostasis. Cell Rep..

[60] Borromeo MD (2016). ASCL1 and NEUROD1 reveal heterogeneity in pulmonary neuroendocrine tumors and regulate distinct genetic programs. Cell Rep..

[61] Linnoila RI (2006). Functional facets of the pulmonary neuroendocrine system. Lab. Invest..

[62] Zhang K (2022). mTORC1 signaling facilitates differential stem cell differentiation to shape the developing murine lung and is associated with mitochondrial capacity. Nat. Commun..

[63] Thul PJ, Lindskog C (2018). The human protein atlas: A spatial map of the human proteome. Protein Sci..

[64] Valcourt U, Thuault S, Pardali K, Heldin C-H, Moustakas A (2007). Functional role of Meox2 during the epithelial cytostatic response to TGF-beta. Mol. Oncol..

[65] Rankin SA (2016). A retinoic acid-hedgehog cascade coordinates mesoderm-inducing signals and endoderm competence during lung specification. Cell Rep..

[66] Lange M (2022). CellRank for directed single-cell fate mapping. Nat. Methods.

[67] Huang EN (2021). A developmental role of the cystic fibrosis transmembrane conductance regulator in cystic fibrosis lung disease pathogenesis. Front. Cell Dev. Biol..

[68] Whitsett JA (2018). Airway epithelial differentiation and mucociliary clearance. Ann. Am. Thorac. Soc..

[69] Montoro DT (2018). A revised airway epithelial hierarchy includes CFTR-expressing ionocytes. Nature.

[70] Kholodenko BN (2006). Cell-signalling dynamics in time and space. Nat. Rev. Mol. Cell Biol..

[71] Müller P, Schier AF (2011). Extracellular movement of signaling molecules. Dev. Cell.

[72] Jin S (2021). Inference and analysis of cell-cell communication using CellChat. Nat. Commun..

[73] Danopoulos S, Shiosaki J, Al Alam D (2019). FGF Signaling in lung development and disease: human versus mouse. Front. Genet..

[74] Mou H (2016). Dual SMAD signaling inhibition enables long-term expansion of diverse epithelial basal cells. Cell Stem Cell.

[75] Froidure A (2020). Chaotic activation of developmental signalling pathways drives idiopathic pulmonary fibrosis. Eur. Respir. Rev..

[76] Hogan BLM (2014). Repair and regeneration of the respiratory system: complexity, plasticity, and mechanisms of lung stem cell function. Cell Stem Cell.

[77] Paik DT (2020). Single-cell RNA sequencing unveils unique transcriptomic signatures of organ-specific endothelial cells. Circulation.

[78] Salcher S (2022). High-resolution single-cell atlas reveals diversity and plasticity of tissue-resident neutrophils in non-small cell lung cancer. Cancer Cell.

[79] Scheibner K (2021). Epithelial cell plasticity drives endoderm formation during gastrulation. Nat. Cell Biol..

[80] Nikolić MZ, Sun D, Rawlins EL (2018). Human lung development: recent progress and new challenges. Development.

[81] Ito T (2000). Basic helix-loop-helix transcription factors regulate the neuroendocrine differentiation of fetal mouse pulmonary epithelium. Development.

[82] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[83] Stuart T (2019). Comprehensive integration of single-cell data. Cell.

[84] Kuleshov MV (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res..

[85] Aibar S (2017). SCENIC: single-cell regulatory network inference and clustering. Nat. Methods.

[86] Moerman T (2019). GRNBoost2 and Arboreto: efficient and scalable inference of gene regulatory networks. Bioinformatics.

[87] Imrichová H, Hulselmans G, Kalender Atak Z, Potier D, Aerts S (2015). i-cisTarget 2015 update: generalized cis-regulatory enrichment analysis in human, mouse and fly. Nucleic Acids Res..

[88] Cable DM (2022). Robust decomposition of cell type mixtures in spatial transcriptomics. Nat. Biotechnol..

[89] Palla G (2022). Squidpy: a scalable framework for spatial omics analysis. Nat. Methods.

[90] Van den Berge K (2020). Trajectory-based differential expression analysis for single-cell sequencing data. Nat. Commun..

[91] Setty M (2019). Characterization of cell fate probabilities in single-cell data with Palantir. Nat. Biotechnol..

[92] McGinnis CS (2019). MULTI-seq: sample multiplexing for single-cell RNA sequencing using lipid-tagged indices. Nat. Methods.

[93] Polański K (2020). BBKNN: fast batch alignment of single cell transcriptomes. Bioinformatics.

# Supplementary material for: Early human fetal lung atlas reveals the temporal dynamics of epithelial cell plasticity
**Source:** Nat Commun. 2024 Jul 13;15:5898. doi: 10.1038/s41467-024-50281-5
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Early human fetal lung atlas reveals the temporal dynamics of epithelial cell plasticity

**Henry Quach**<sup>1,2\*</sup>, **Spencer Farrell**<sup>3\*</sup>, Ming Jia Michael Wu<sup>1</sup>, Kayshani Kanagarajah<sup>1,2</sup>, Joseph Wai-Hin Leung<sup>4</sup>, Xiaoqiao Xu<sup>5</sup>, Prajкта Kallurkar<sup>5</sup>, Andrei L. Turinsky<sup>5</sup>, Christine E. Bear<sup>6</sup>, Felix Ratjen<sup>7</sup>, Brian Kalish<sup>4,8-9</sup>, Sidhartha Goyal<sup>3</sup>, Theo J. Moraes<sup>7</sup>, Amy P. Wong<sup>1,2</sup>

\* These authors contributed equally.

Supplementary Figures

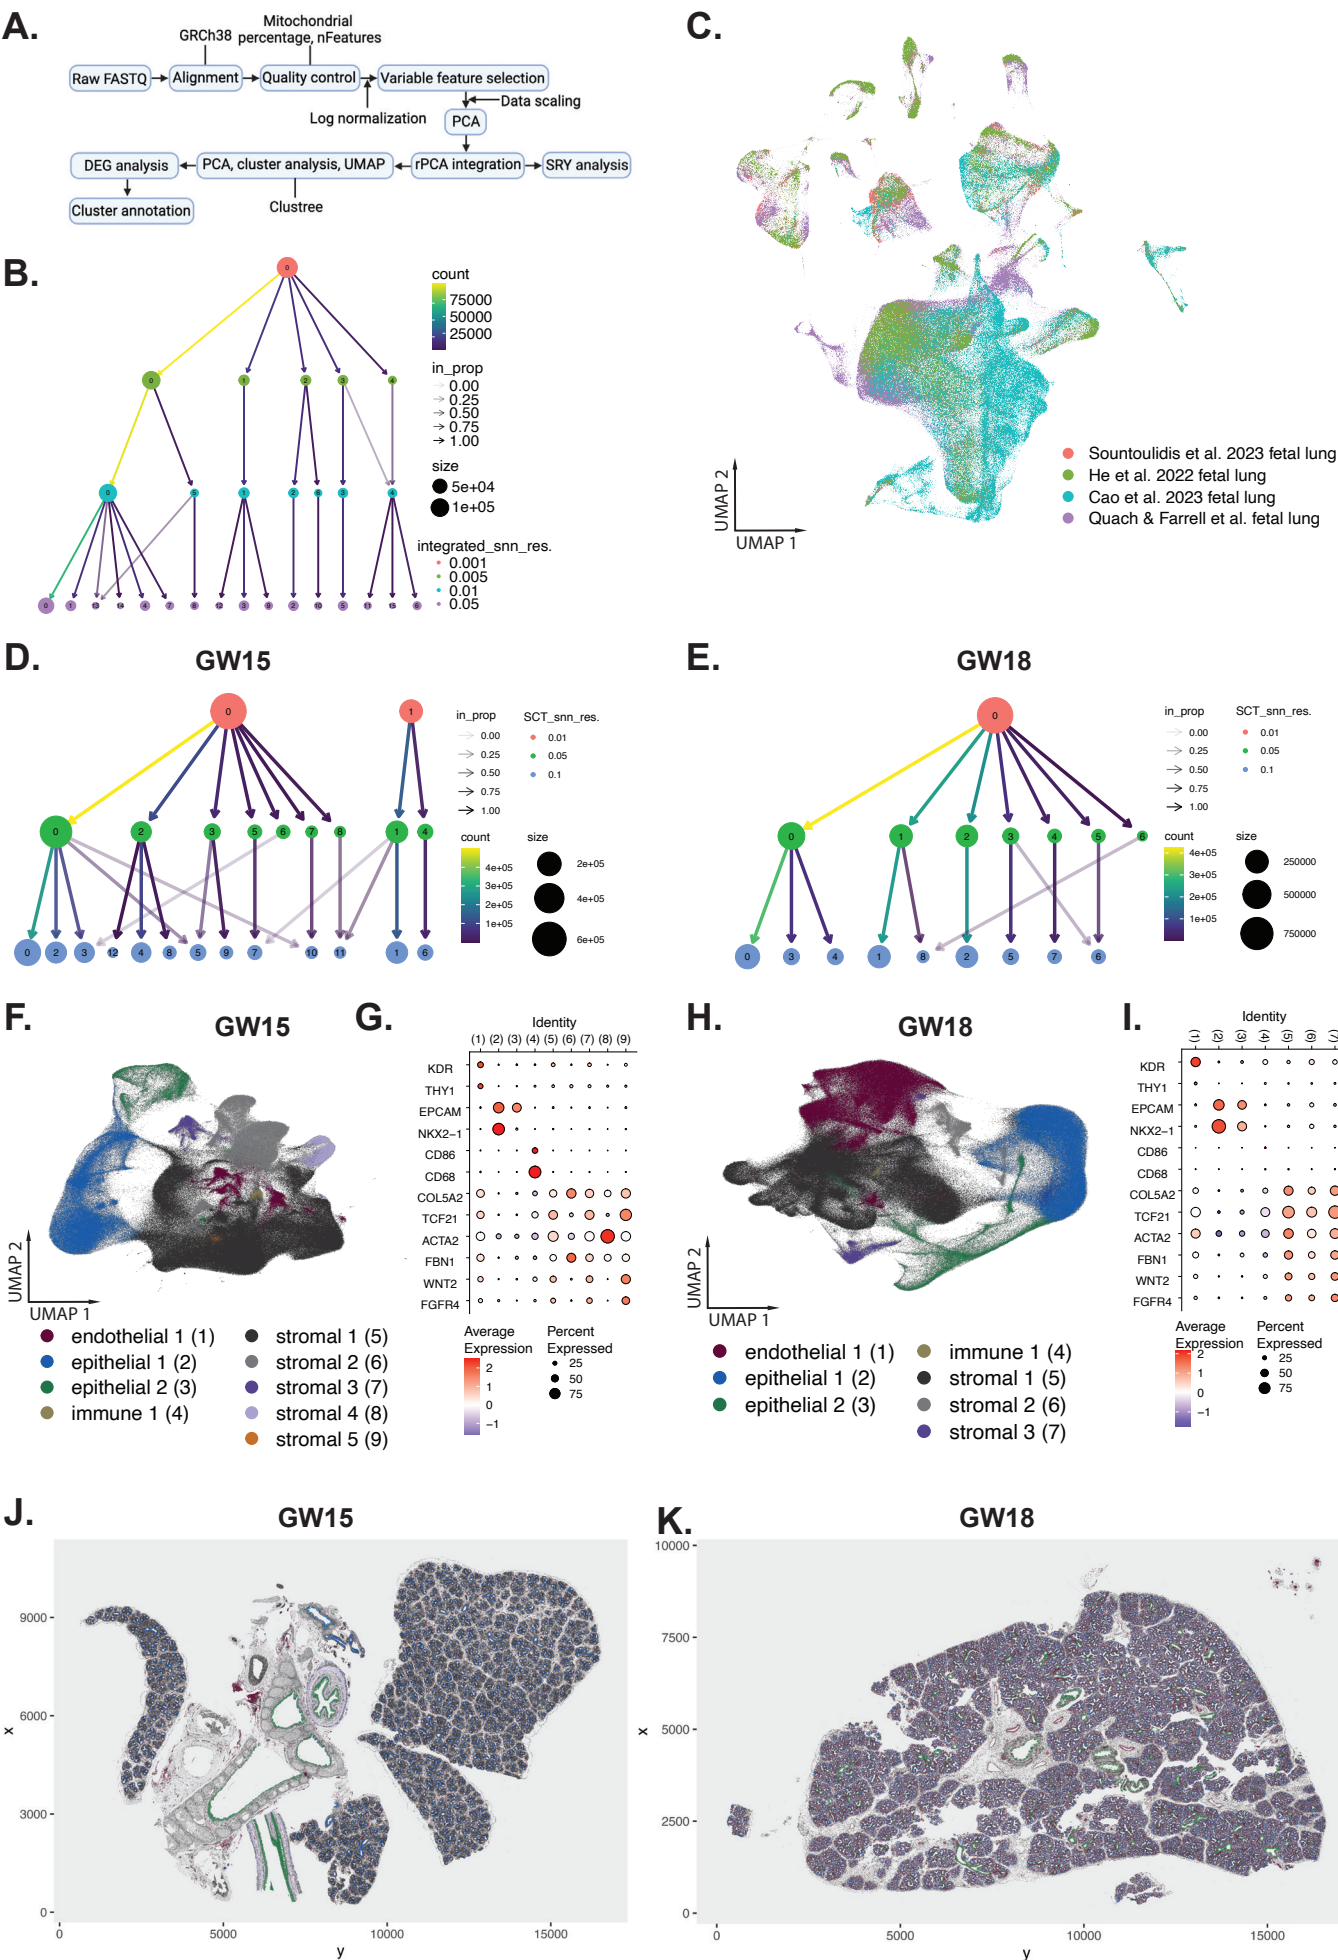

**Supplementary Fig. 1: Analytical pipeline and characterization of the human fetal lung.**

**A:** Computational pipeline for single-cell RNA sequencing analysis. Graphical image was created with Biorender.com.

**B:** Clustree analysis to determine the number of cell clusters. We selected the resolution in which the number of cell clusters would not yield “overlapping” subpopulations.

**C:** Integrated UMAP projections of all four datasets of human fetal lungs (He et al., 2022, Cao et al., 2023, Sountoulidis et al., 2023, and our dataset) with each dataset shown in different colours.

**D, E:** Clustree analysis performed on GW15 and GW18 Xenium dataset to determine clustering resolution of 0.05.

**F, H:** UMAP projection of 9 and 7 unique cell types from GW15 and GW18 Xenium dataset, respectively.

**G, I:** Dotplot of DEGs average expression from each cell type.

**J, K:** ImageDimPlot showing spatial distribution of cell type in GW15 and G18 fetal lung tissue. Cell types are coloured based on the legend in respective UMAPs.

Identity numbers in G and I indicate cell type as in F and H, respectively.

Source data are provided as a Source Data file.

## A. Quach et al. geuried to He et al. (2022)

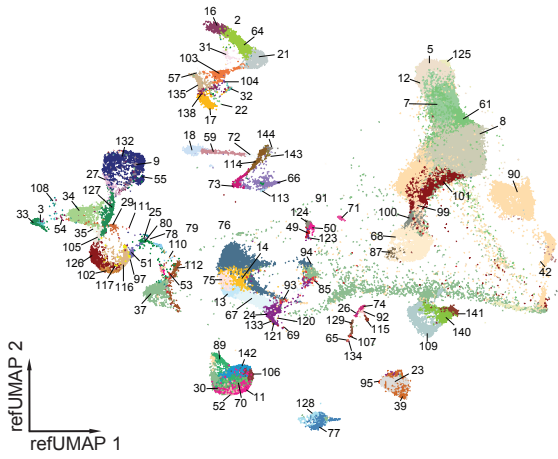

| #  | Var1                            | Freq  |
|----|---------------------------------|-------|
| 2  | Activated NK                    | 1     |
| 3  | aDC 1                           | 74    |
| 5  | Adventitial fibro               | 2850  |
| 7  | Airway fibro                    | 7585  |
| 8  | Alveolar fibro                  | 32140 |
| 9  | APOE+ M.p1                      | 161   |
| 11 | Arterial endo                   | 1677  |
| 12 | ASPN+ chondrocyte               | 24    |
| 13 | AT1                             | 618   |
| 14 | AT2                             | 976   |
| 16 | CD16+ NK                        | 247   |
| 17 | CD4 T                           | 415   |
| 18 | CD5- Mature B                   | 283   |
| 21 | CD56bright NK                   | 1157  |
| 22 | CD8 T                           | 17    |
| 23 | Ciliated                        | 1749  |
| 24 | Club                            | 1521  |
| 25 | CMP                             | 6     |
| 26 | COL20A1+ Schwann                | 2     |
| 27 | CX3CR1+ M.p                     | 324   |
| 29 | Cycling DC                      | 85    |
| 30 | Cycling definitive erythroblast | 718   |
| 31 | Cycling NK                      | 96    |
| 32 | Cycling T                       | 58    |
| 33 | DC1                             | 347   |
| 34 | DC2                             | 732   |
| 35 | DC3                             | 84    |
| 37 | Definitive erythrocyte          | 14374 |
| 39 | Deuterosomal                    | 1081  |
| 42 | Early fibro                     | 55    |
| 49 | GIRL+ NE precursor              | 31    |
| 50 | GIRL+ neuroendocrine            | 173   |
| 51 | GMP                             | 68    |
| 52 | GRIA2+ arterial endo            | 459   |
| 53 | HMOX1+ primitive erythroblast   | 144   |
| 54 | HSC                             | 49    |
| 55 | HSC/ELP                         | 54    |
| 57 | ILC3                            | 324   |

| #   | Var1                   | Freq  |
|-----|------------------------|-------|
| 59  | Immature B             | 235   |
| 61  | Interm fibro           | 8697  |
| 64  | Intermediate NK        | 1125  |
| 65  | KCNIP4+ neuron         | 4     |
| 66  | Large pre-B            | 405   |
| 67  | Late airway progenitor | 1885  |
| 68  | Late airway SMC        | 2632  |
| 69  | Late basal             | 6     |
| 70  | Late cap               | 2516  |
| 71  | Late mesothelial       | 194   |
| 72  | Late pre-B             | 74    |
| 73  | Late pro-B             | 304   |
| 74  | Late Schwann           | 385   |
| 75  | Late stalk             | 243   |
| 76  | Late tip               | 3916  |
| 77  | Lymphatic endo         | 1539  |
| 78  | Mast                   | 511   |
| 79  | Megakaryocyte          | 380   |
| 80  | MEP                    | 145   |
| 85  | Mid airway progenitor  | 181   |
| 87  | Mid airway SMC 2       | 63    |
| 89  | Mid cap                | 2028  |
| 90  | Mid fibro              | 19828 |
| 91  | Mid mesothelial        | 2     |
| 92  | Mid Schwann            | 46    |
| 93  | Mid stalk              | 28    |
| 94  | Mid tip                | 20    |
| 95  | MUC16+ ciliated        | 7     |
| 97  | Myelocyte-like         | 35    |
| 99  | Myofibro 1             | 384   |
| 100 | Myofibro 2             | 835   |
| 101 | Myofibro 3             | 9687  |
| 102 | Neutrophil             | 497   |
| 103 | NKT1                   | 358   |
| 104 | NKT2                   | 28    |
| 105 | Non-cla. mono.         | 175   |
| 106 | OMD+ endo              | 325   |
| 107 | PCP4+ neuron           | 2     |

| #   | Var1                       | Freq |
|-----|----------------------------|------|
| 108 | pDC                        | 182  |
| 109 | Pericyte                   | 2074 |
| 110 | Platelet                   | 3    |
| 111 | pre-pDC/DC5                | 6    |
| 112 | Primitive erythrocyte      | 225  |
| 113 | Pro-B                      | 54   |
| 114 | Pro-B/Pre-B transition     | 415  |
| 115 | Proliferating Schwann      | 27   |
| 116 | Promonocyte-like           | 435  |
| 117 | Promyelocyte-like          | 97   |
| 120 | Proximal secretory 2       | 21   |
| 121 | Proximal secretory 3       | 19   |
| 123 | Pulmonary NE precursor     | 39   |
| 125 | Pulmonary neuroendocrine   | 336  |
| 126 | Resting chondrocyte        | 571  |
| 127 | S100A12+ hi. cla. mono.    | 1280 |
| 128 | S100A12+ lo. cla. mono.    | 621  |
| 129 | SG3+ lymphatic endothelial | 529  |
| 130 | Schwann precursor          | 50   |
| 132 | SPP1+ M.p                  | 4103 |
| 133 | Squamous                   | 13   |
| 134 | SST+ neuron                | 2    |
| 135 | Th17                       | 358  |
| 138 | Treg                       | 104  |
| 140 | Vascular SMC 1             | 600  |
| 141 | Vascular SMC 2             | 476  |
| 142 | Venous endo                | 1179 |
| 143 | x small pre-B              | 26   |
| 144 | y small pre-B              | 28   |

| #   | Not Detected                   |
|-----|--------------------------------|
| 1   | ACTC+ SMC                      |
| 4   | aDC 2                          |
| 6   | Aerocyte                       |
| 10  | APOE+ M.p2                     |
| 15  | Basophil                       |
| 19  | CD6+ COL22- mature B           |
| 20  | CD6+ COL22+ mature B           |
| 28  | CXCL9+ M.p                     |
| 36  | Definitive erythroblast        |
| 38  | Definitive reticulocyte        |
| 43  | Early airway progenitor        |
| 44  | Early cap                      |
| 45  | Early stalk                    |
| 46  | Early tip                      |
| 47  | Eosinophil                     |
| 48  | FGFBP2+ Neural progenitor      |
| 56  | ILC2                           |
| 58  | ILCP                           |
| 60  | Interm chondrocyte             |
| 62  | Interm neuroendocrine          |
| 63  | Intermediate lymphatic endo    |
| 81  | Mesenchymal 1                  |
| 82  | Mesenchymal 2                  |
| 83  | Mesenchymal 3                  |
| 84  | MFNG+ DBH+ neuron              |
| 86  | Mid airway SMC 1               |
| 88  | Mid basal                      |
| 96  | MUC5AC+ ASCL1+ progenitor      |
| 98  | MYL4+ SMC                      |
| 118 | Proximal basal                 |
| 119 | Proximal secretory 1           |
| 122 | Proximal secretory progenitors |
| 130 | SMG                            |
| 131 | SMG basal                      |
| 136 | TM4SF4+ CHODL+ neuron          |
| 137 | TM4SF4+ PENK+ neuron           |
| 139 | Top Entry                      |

## B. Quach et al. geuried to Sountoulidis et al. (2023)

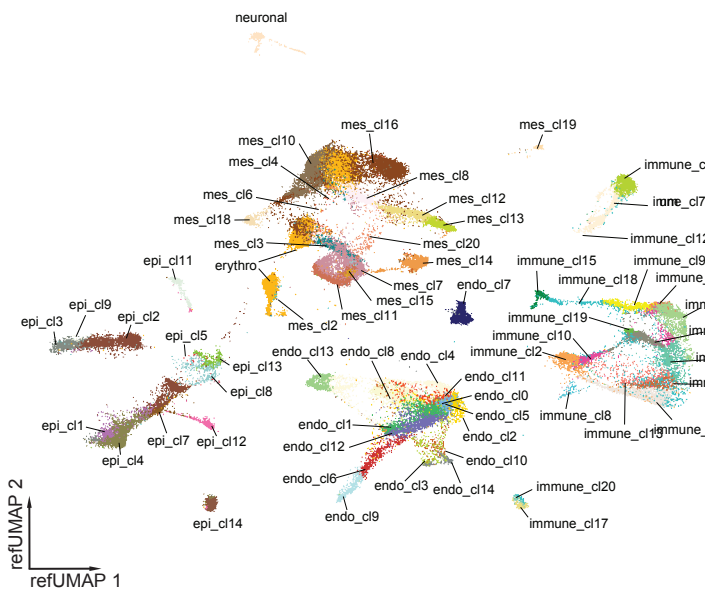

| Var1        | Detailed name             | Freq  |
|-------------|---------------------------|-------|
| endo_cl0    | Immature1                 | 8     |
| endo_cl1    | Immature2                 | 1438  |
| endo_cl10   | Proliferating1            | 240   |
| endo_cl11   | Immature3                 | 450   |
| endo_cl12   | Immature arterial1        | 1429  |
| endo_cl13   | Venous                    | 825   |
| endo_cl14   | Proliferating2            | 241   |
| endo_cl2    | Capillary                 | 553   |
| endo_cl3    | Proliferating3            | 351   |
| endo_cl4    | Immature venous           | 1121  |
| endo_cl5    | Immature4                 | 456   |
| endo_cl6    | Immature arterial2        | 467   |
| endo_cl7    | Lymphatic                 | 2101  |
| endo_cl8    | Bronchial                 | 1374  |
| endo_cl9    | Arterial                  | 468   |
| epi_cl1     | Intermediate              | 555   |
| epi_cl11    | NE1                       | 253   |
| epi_cl12    | NE2                       | 456   |
| epi_cl13    | Proliferating2            | 238   |
| epi_cl14    | Ciliated                  | 2723  |
| epi_cl2     | SOX9 high ETV5 med distal | 3950  |
| epi_cl3     | CTGF high distal          | 1539  |
| epi_cl4     | Prox. progenitor2         | 3154  |
| epi_cl5     | Proliferating3            | 36    |
| epi_cl7     | NE progenitor             | 470   |
| epi_cl8     | Proliferating1            | 702   |
| epi_cl9     | SFTPC high distal         | 90    |
| erythro     | erythro                   | 41662 |
| immune_cl0  | Immature macrophage2      | 1521  |
| immune_cl1  | Natural killer            | 2434  |
| immune_cl10 | Immature monocyte         | 796   |
| immune_cl11 | Dendritic                 | 920   |

| Var1        | Detailed name          | Freq  |
|-------------|------------------------|-------|
| immune_cl12 | ILC3                   | 178   |
| immune_cl13 | Myeloid progenitor3    | 333   |
| immune_cl14 | Monocyte               | 110   |
| immune_cl15 | B cell                 | 1420  |
| immune_cl17 | Megakaryocyte2         | 363   |
| immune_cl18 | Mast/basophil          | 1874  |
| immune_cl19 | Conventional dendritic | 394   |
| immune_cl2  | Immature macrophage1   | 1511  |
| immune_cl20 | Megakaryocyte1         | 65    |
| immune_cl3  | Myeloid progenitor2    | 315   |
| immune_cl4  | Immature monocyte2     | 1304  |
| immune_cl5  | Migrating dendritic    | 717   |
| immune_cl7  | Lymphoid progenitor    | 1683  |
| immune_cl8  | Proliferating myeloid  | 76    |
| immune_cl9  | Neutrophils            | 696   |
| mes_cl10    | Adv. fibro             | 19840 |
| mes_cl11    | Proliferating2         | 4022  |
| mes_cl12    | Imm. ASM2              | 1672  |
| mes_cl13    | ASM                    | 2088  |
| mes_cl14    | Pericyte               | 3091  |
| mes_cl15    | Proliferating1         | 544   |
| mes_cl16    | AF                     | 14157 |
| mes_cl18    | Chondroblast           | 497   |
| mes_cl19    | Mesothelial            | 200   |
| mes_cl2     | Immature2              | 17    |
| mes_cl20    | Prol. ASM              | 270   |
| mes_cl3     | Proliferating1         | 1267  |
| mes_cl4     | Imm. AF1               | 135   |
| mes_cl6     | Immature5              | 3615  |
| mes_cl7     | Proliferating3         | 3215  |
| mes_cl8     | Imm. ASM1              | 5172  |
| neural      | neural                 | 518   |

| Var1     | Detailed name            |
|----------|--------------------------|
| epi_cl6  | Prox. progenitor1        |
| epi_cl10 | SOX9 high ETV5 hi distal |
| epi_cl0  | Prox. secretory          |
| mes_cl0  | Immature 1               |
| mes_cl1  | Immature 4               |
| mes_cl5  | Imm. AF2                 |

| Var1        | Detailed name       |
|-------------|---------------------|
| mes_cl9     | Imm. adv. fibro     |
| immune_cl6  | Myeloid progenitor1 |
| immune_cl21 | ILC2                |
| immune_cl16 | Macrophage          |
| mes_cl17    | Immature 3          |

## C. Quach et al. geuried to Cao et al. (2023)

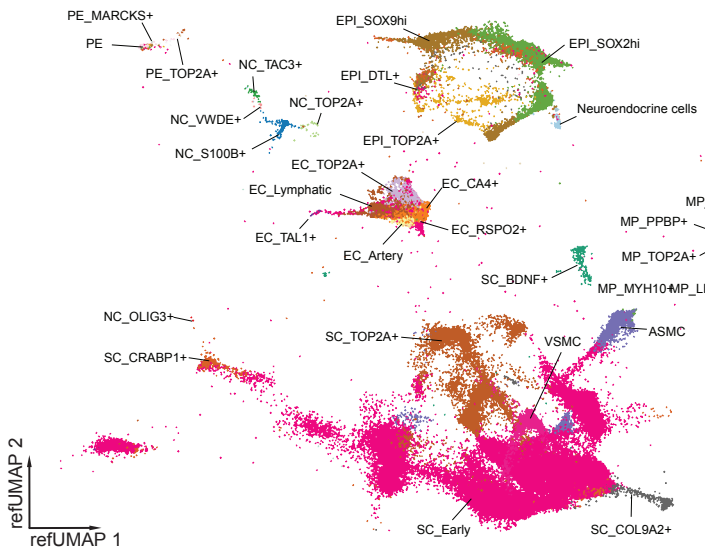

| Cell Type    | Freq |
|--------------|------|
| ASMC         | 2773 |
| EC_Artery    | 660  |
| EC_CA4+      | 6739 |
| EC_Lymphatic | 3123 |
| EC_RSPO2+    | 68   |
| EC_TAL1+     | 13   |
| EC_TOP2A+    | 1635 |
| EPI_DTL+     | 89   |
| EPI_SOX2hi   | 6866 |
| EPI_SOX9hi   | 3957 |
| EPI_TOP2A+   | 543  |
| MP_LILRB5+   | 2884 |
| MP_MYH10+    | 35   |
| MP_PLAC8+    | 8369 |
| MP_PPBP+     | 5137 |
| MP_TOP2A+    | 110  |
| NC_OLIG3+    | 3    |
| NC_S100B+    | 441  |

| Cell Type            | Freq  |
|----------------------|-------|
| NC_TAC3+             | 31    |
| NC_TOP2A+            | 31    |
| NC_VWDE+             | 11    |
| Neuroendocrine cells | 520   |
| PE                   | 425   |
| PE_MARCKS+           | 37    |
| PE_TOP2A+            | 12    |
| SC_BDNF+             | 302   |
| SC_COL9A2+           | 751   |
| SC_CRABP1+           | 1395  |
| SC_Early             | 87340 |
| SC_TOP2A+            | 7001  |
| VSMC                 | 3079  |

| Undetected Cells |
|------------------|
| MP_HSPA6+        |
| MP_PDGFRA+       |

**Supplementary Fig. 2: Comparison to recently published fetal lung datasets.**

**A:** MapQuery analysis using He et al. (2022) dataset as the reference map to identify cell subtypes common with our dataset.

**B:** MapQuery analysis using Sountoulidis et al. (2023) dataset as the reference map to identify cell subtypes common with our dataset.

**C:** MapQuery analysis using Cao et al. (2023) dataset as the reference map to identify cell subtypes common with our dataset.

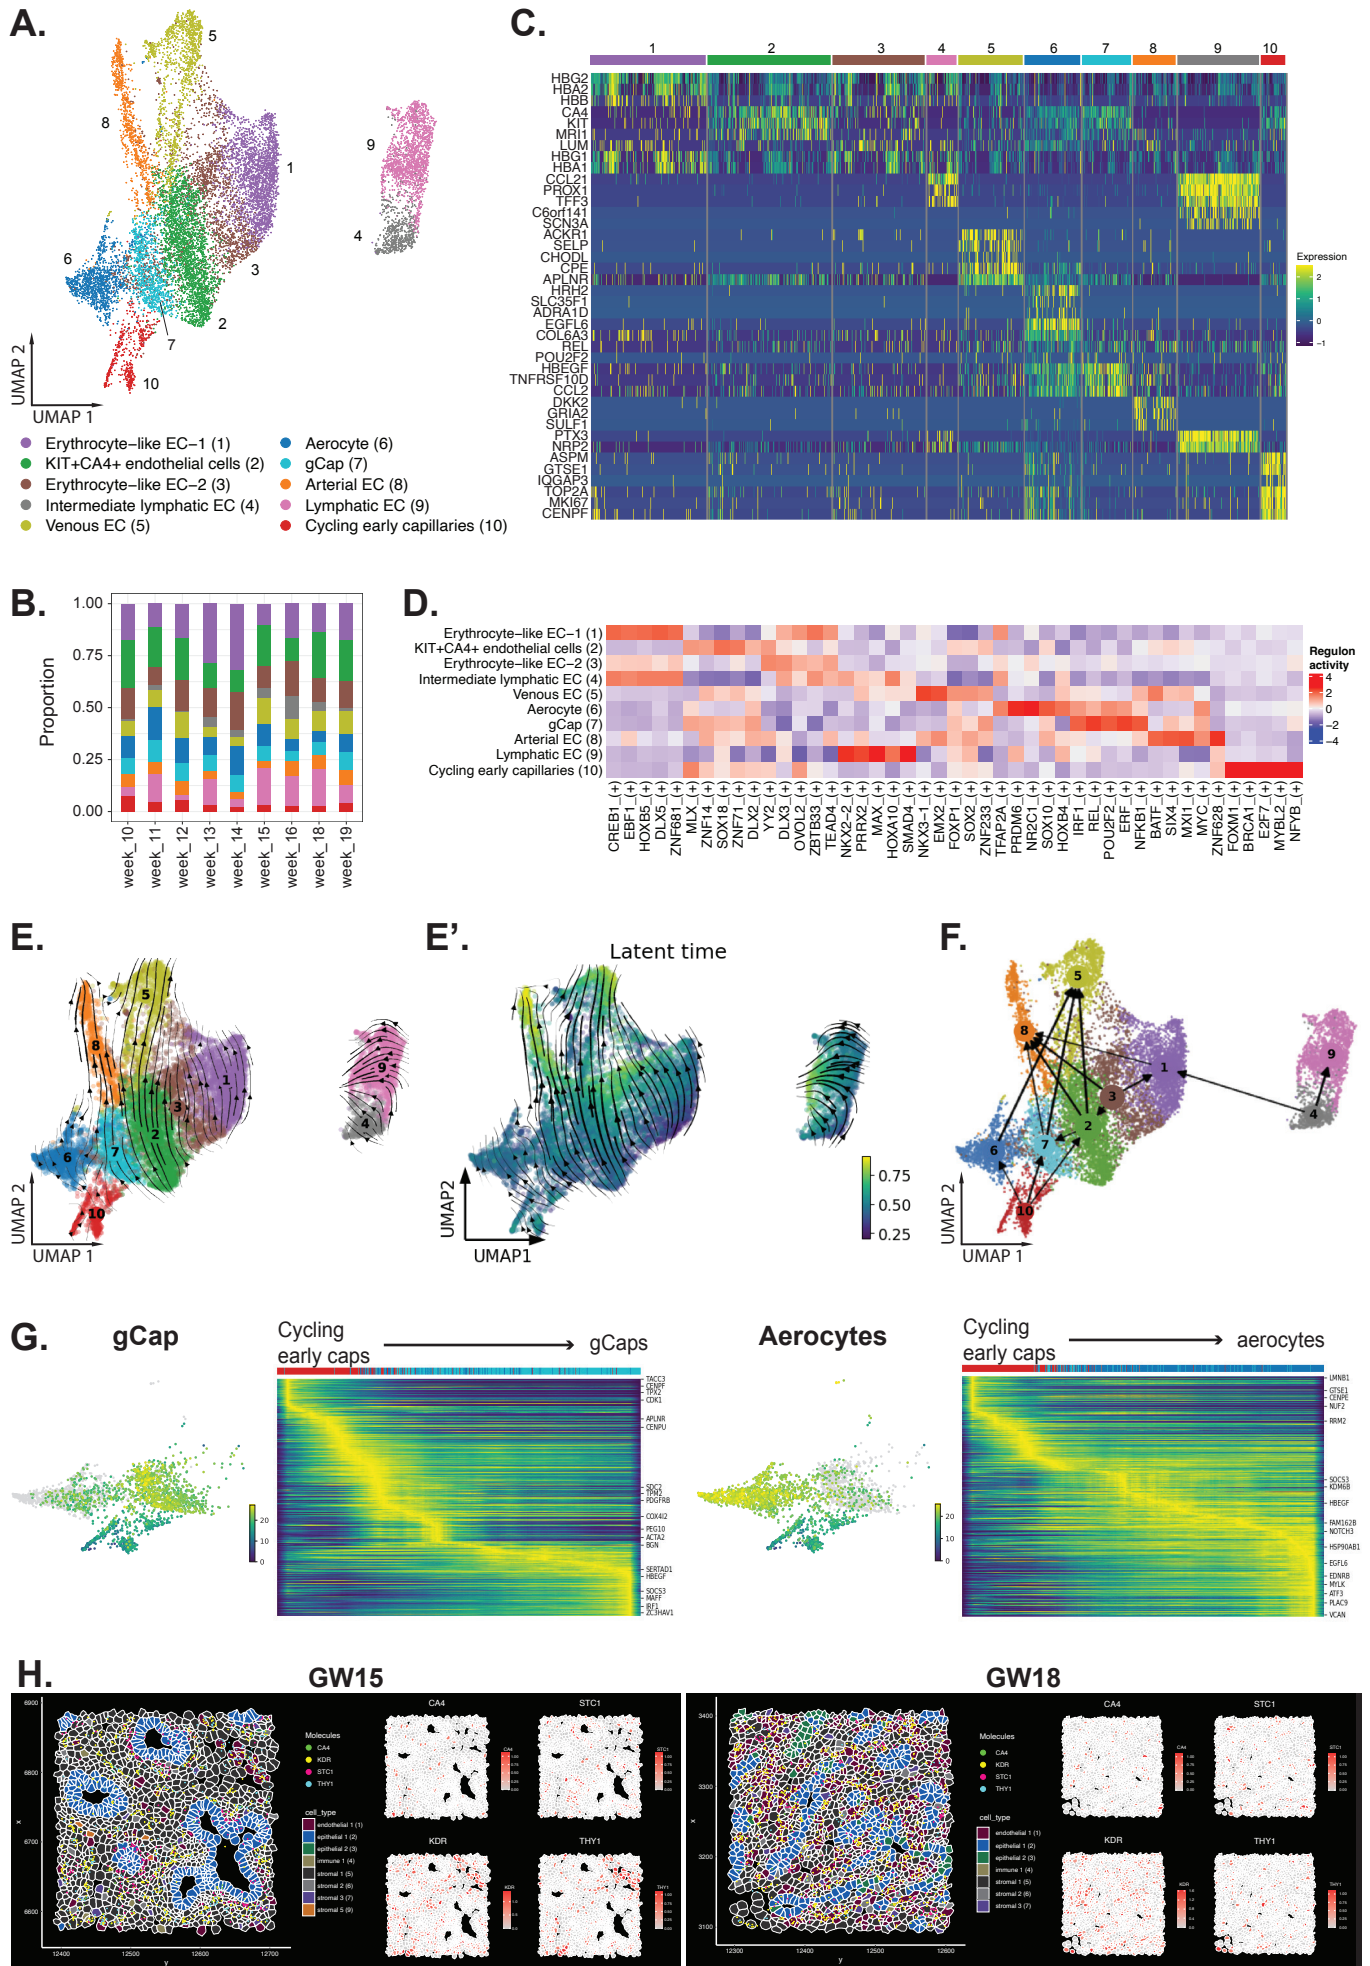

**Supplementary Fig. 3: Co-development of the fetal pulmonary endothelium.**

**A:** UMAP visualization of the fetal endothelial subtypes.

**B:** Gene expression heatmap of DEGs representing each endothelial subtype.

**C:** Proportion of the endothelial cell types across GW.

**D:** Dotplot measuring regulon activity of the top differentially expressed transcription factors (TF) genes based on regulon specificity score (RSS) via *SCENIC*.

**E:** UMAP projection of inferred LatentVelo velocities (arrows) and **E'**: LatentVelo latent times. UMAP coloured by pseudotime, dark blue to yellow.

**F:** PAGA using LatentVelo velocities (arrows). Line thickness indicates inferred transition strength.

**G:** Slingshot trajectory analysis using a root at Cycling early capillaries, as identified by LatentVelo. Trajectories to gCaps and aerocytes are identified. Trajectory heatmaps indicate the progression of cell types and significantly varying genes along the trajectories.

**H:** Spatial localization of *STC1* and *THY1* associated with gCaps and aerocytes respectively in GW 15 (left) and 18 (right) tissues. Endothelial markers *CA4* and *KDR* is also shown for additional context.

Colors in B, E, and F indicates cell type as in A.

Source data are provided as a Source Data file.

**Supplementary Fig. 4: Novel alveolar macrophage lineage trajectories identified in the fetal lung.**

**A:** UMAP visualization of the fetal immune cell subtypes.

**B:** Proportion of the immune cell types across GW.

**C:** Gene expression heatmap of DEGs representing each immune cell subtype.

**D:** Gene ontology terms enriched for each of the major immune cell subtypes.

**E:** Dotplot measuring regulon activity of the top differentially expressed transcription factors (TF) genes based on regulon specificity score (RSS) via *SCENIC*. Numbers indicate cell type as in A.

**F:** Xenium spatial analysis of *CD86*, *CD68*, *FCN1*, and *CSTA* in GW15 (left) and 18 (right) tissues.

**G:** UMAP projection of inferred LatentVelo velocities (arrows) and **G'**: LatentVelo latent times. UMAP coloured by pseudotime, dark blue to yellow.

**H:** PAGA using LatentVelo velocities (arrows). Line thickness indicates inferred transition strength.

**I:** Slingshot trajectory analysis using a root at Monocyte/Macrophage precursor cells, as identified by LatentVelo. Trajectories to aM1, and Monocyte 1 and 2 are identified. Using a root at B cells, a trajectory is inferred to Plasma cells. Trajectory heatmaps indicate the progression of cell types and significantly varying genes along the trajectories.

Colors in B, top bar in C, G, H indicate cell type as in A.

Numbers in C, and E indicate cell type as in A.

Source data are provided as a Source Data file.

## A. Sikkema et al. (2023) data queried to Quach et al. data

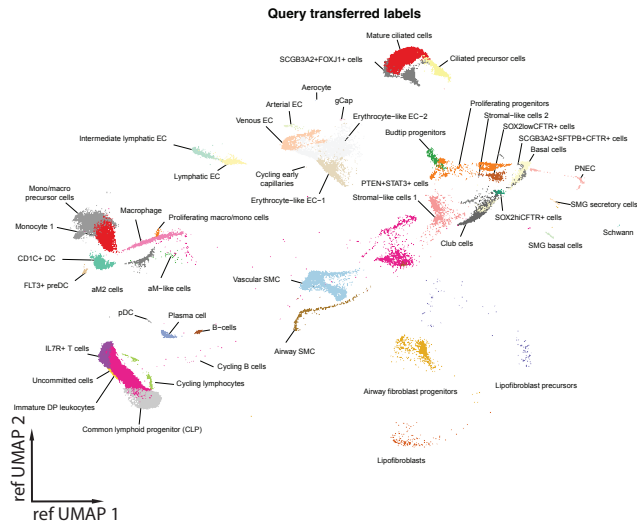

| Cell Type                        | # of Cells | Cell Type                           | # of Cells | Cell Type            | # of Cells |
|----------------------------------|------------|-------------------------------------|------------|----------------------|------------|
| Aerocyte                         | 1          | IL7R+ T cells                       | 8368       | SMG secretory cells  | 20         |
| Airway fibroblast progenitors    | 662        | Immature DP leukocytes              | 260        | SOX2highCFTR+ cells  | 66         |
| Airway SMC                       | 312        | Intermediate lymphatic EC           | 693        | SOX2lowCFTR+ cells   | 266        |
| aM-like cells                    | 32         | Lipofibroblast precursors           | 92         | Stromal-like cells 1 | 721        |
| aM2 cells                        | 264        | Lipofibroblasts                     | 146        | Stromal-like cells 2 | 3          |
| Arterial EC                      | 72         | Lymphatic EC                        | 735        | Uncommitted cells    | 11137      |
| B-cells                          | 96         | Macrophage                          | 1219       | Vascular SMC         | 3295       |
| Basal cells                      | 13845      | Mature ciliated cells               | 4647       | Venous EC            | 957        |
| Budtip progenitors               | 207        | Monocyte 1                          | 4257       |                      |            |
| CD1C+ DC                         | 782        | Monocyte/macrophage precursor cells | 5017       |                      |            |
| Ciliated precursor cells         | 1097       | pDC                                 | 126        |                      |            |
| Club cells                       | 7206       | Plasma cell                         | 689        |                      |            |
| Common lymphoid progenitor (CLP) | 13149      | PNEC                                | 188        |                      |            |
| Cycling B cells                  | 6          | Proliferating macrophage/mono cells | 51         |                      |            |
| Cycling early capillaries        | 5          | Proliferating progenitors           | 1125       |                      |            |
| Cycling lymphocytes              | 262        | PTEN+STAT3+ cells                   | 61         |                      |            |
| Erythrocyte-like EC-1            | 1025       | SCGB3A2+FOXP1+ cells                | 1934       |                      |            |
| Erythrocyte-like EC-2            | 2816       | SCGB3A2+SFTPB+CFTR+ cells           | 184        |                      |            |
| FLT3+ preDC                      | 70         | Schwann                             | 3          |                      |            |
| gCap                             | 8          | SMG basal cells                     | 78         |                      |            |

## B. Quach et al. data queried to Sikkema et al. (2023) data

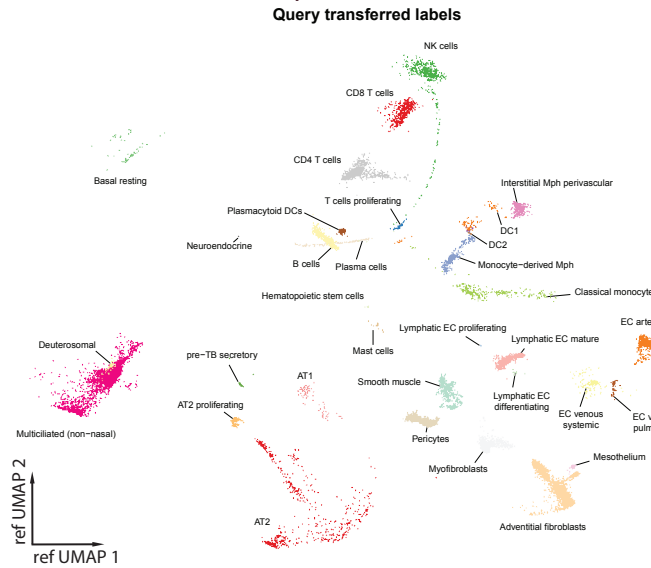

| Cell Type                     | # of cells | Cell Type                 | # of cells | Unmapped Cell Clusters       |
|-------------------------------|------------|---------------------------|------------|------------------------------|
| Adventitial fibroblasts       | 2848       | Mast cells                | 13         | Club (nasal)                 |
| AT1                           | 73         | Mesothelium               | 106        | Club (non-nasal)             |
| AT2                           | 522        | Monocyte-derived Mph      | 260        | EC aerocyte capillary        |
| AT2 proliferating             | 109        | Multiciliated (non-nasal) | 2466       | Goblet (bronchial)           |
| B cells                       | 463        | Myofibroblasts            | 1281       | Goblet (nasal)               |
| Basal resting                 | 54         | Neuroendocrine            | 1          | Goblet (subsegmental)        |
| CD4 T cells                   | 636        | NK cells                  | 418        | Hillock-like                 |
| CD8 T cells                   | 398        | Pericytes                 | 1021       | Ionocyte                     |
| Classical monocytes           | 244        | Plasma cells              | 102        | Migratory DCs                |
| DC1                           | 11         | Plasmacytoid DCs          | 97         | Multiciliated (nasal)        |
| DC2                           | 88         | pre-TB secretory          | 19         | Non-classical monocytes      |
| Deuterosomal                  | 90         | Smooth muscle             | 498        | Peribronchial fibroblasts    |
| EC arterial                   | 501        | T cells proliferating     | 43         | SM activated stress response |
| EC general capillary          | 32         |                           |            | SMG duct                     |
| EC venous pulmonary           | 42         |                           |            | SMG mucous                   |
| EC venous systemic            | 147        |                           |            | SMG serous (bronchial)       |
| Hematopoietic stem cells      | 7          |                           |            | SMG serous (nasal)           |
| Interstitial Mph perivascular | 292        |                           |            | Smooth muscle FAM83D+        |
| Lymphatic EC differentiating  | 11         |                           |            | Subpleural fibroblasts       |
| Lymphatic EC mature           | 781        |                           |            | Suprabasal                   |
| Lymphatic EC proliferating    | 3          |                           |            | Tuft                         |

## C. Negretti et al. (2021) data queried to Quach et al. data

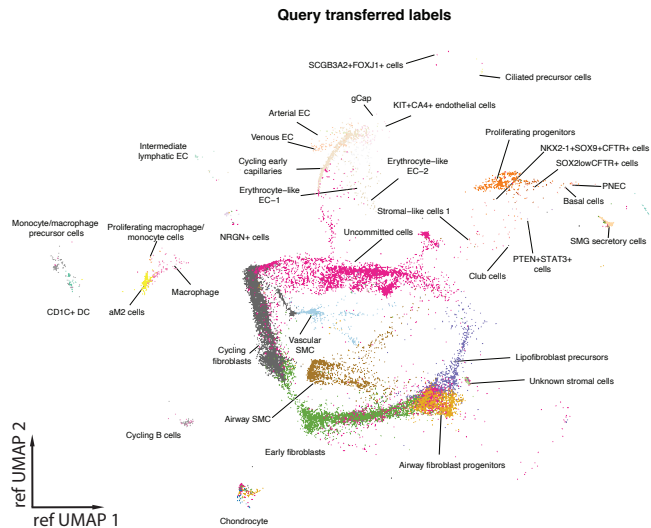

| Cell Type                     | # of Cells | Cell Type                               | # of Cells | Unmapped Cell Clusters           |
|-------------------------------|------------|-----------------------------------------|------------|----------------------------------|
| Airway fibroblast progenitors | 1763       | NKX2-1+SOX9+CFTR+ cells                 | 3          | aM1 cells                        |
| Airway SMC                    | 1192       | NRGN+ cells                             | 16         | SCGB3A2+SFTPB+CFTR+ cells        |
| aM2 cells                     | 140        | PNEC                                    | 10         | SOX2highCFTR+ cells              |
| Arterial EC                   | 25         | Proliferating macrophage/monocyte cells | 6          | Lipofibroblasts                  |
| Basal cells                   | 4          | Proliferating progenitors               | 342        | Budtip progenitors               |
| CD1C+ DC                      | 31         | PTEN+STAT3+ cells                       | 4          | Mature ciliated cells            |
| Chondrocyte                   | 31         | SCGB3A2+FOXP1+ cells                    | 3          | Tip cells                        |
| Ciliated precursor cells      | 5          | Schwann                                 | 64         | Stromal-like cells 2             |
| Club cells                    | 2          | SMG secretory cells                     | 355        | SMG basal cells                  |
| Cycling B cells               | 23         | SOX2lowCFTR+ cells                      | 39         | Aerocyte                         |
| Cycling early capillaries     | 720        | Stromal-like cells 1                    | 45         | Lymphatic EC                     |
| Cycling fibroblasts           | 3895       | Uncommitted cells                       | 5709       | Common lymphoid progenitor (CLP) |
| Early fibroblasts             | 2898       | Unknown stromal cells                   | 78         | Monocyte 1                       |
| Erythrocyte-like EC-1         | 85         | Vascular SMC                            | 345        | aM-like cells                    |
| Erythrocyte-like EC-2         | 83         | gCap                                    | 4          | IL7R+ T cells                    |
| gCap                          | 4          | Intermediate lymphatic EC               | 13         | B-cells                          |
| Intermediate lymphatic EC     | 13         | KIT+CA4+ endothelial cells              | 50         | Monocyte 2                       |
| Lipofibroblast precursors     | 660        | Lipofibroblast precursors               | 76         | Plasma cell                      |
| Macrophage                    | 76         | Monocyte/macrophage precursor cells     | 378        | Cycling lymphocytes              |

**Supplementary Fig. 5: Comparison of our dataset with existing human adult lung and mouse embryonic lung single cell RNA sequencing datasets.**

**A:** MapQuery analysis using our dataset as the reference map to identify cell types common in adult lung tissues. Adult lung dataset was obtained from Sikkema et al., 2023.

**B:** Reverse query analysis using the HCA cell atlas (Sikkema et al., 2023) as the reference map to identify cell types common to our dataset.

**C:** MapQuery analysis using our dataset as the reference map to identify cell subtypes common in mouse embryonic lung tissues. Mouse embryonic lung (e12 and e15). dataset was obtained from Negretti et al. 2021. Reverse query analysis was not performed as the Negretti et al., 2021 data set did not include cell type labeling which limited our ability to perform cell-to-cell comparisons.

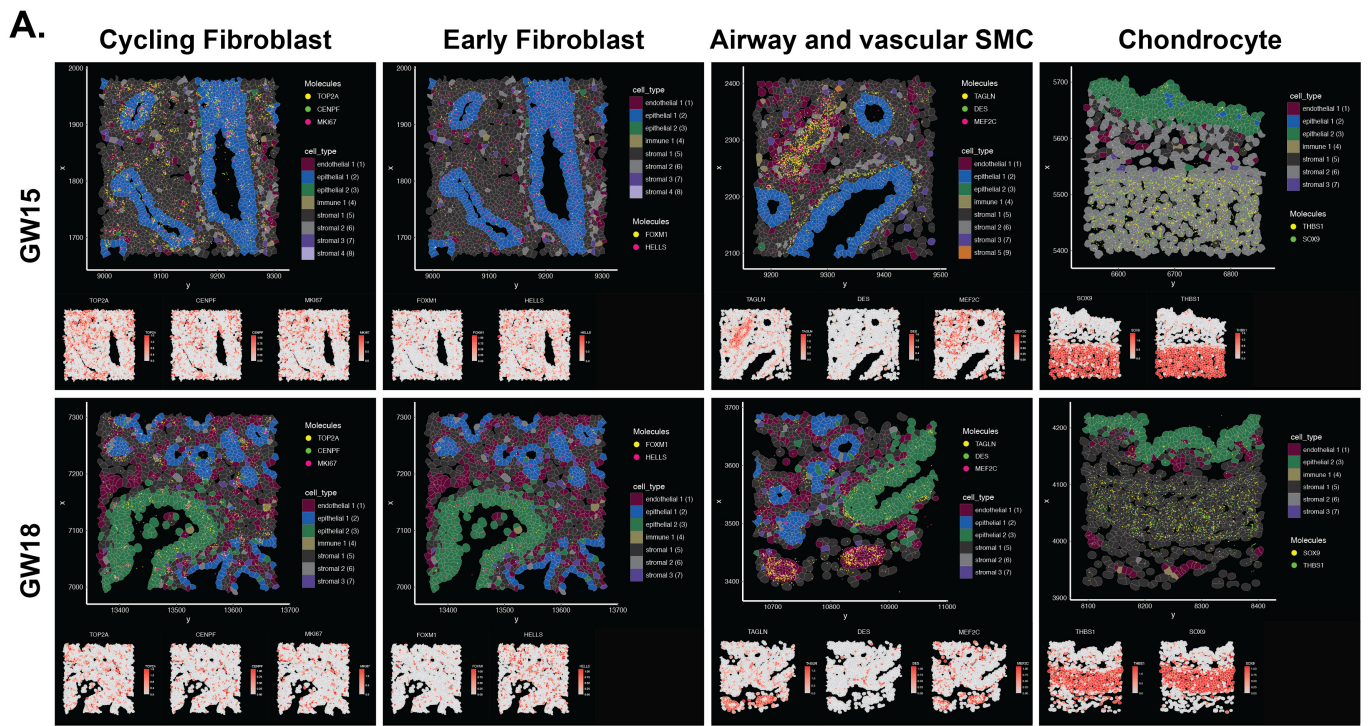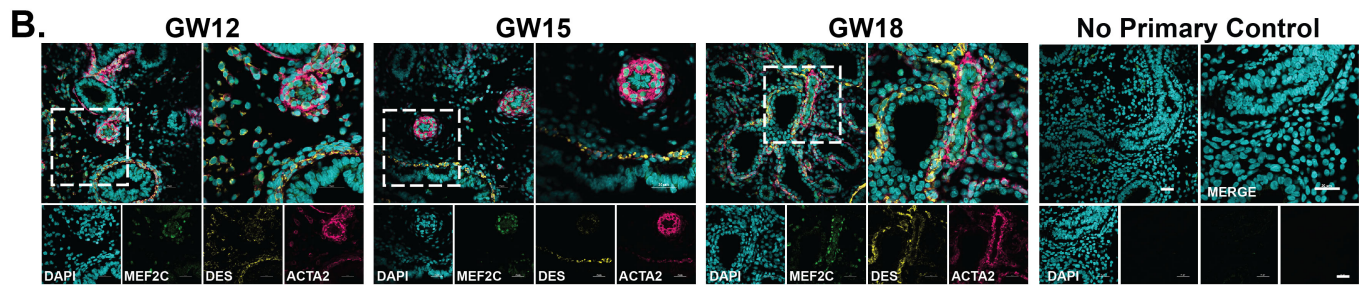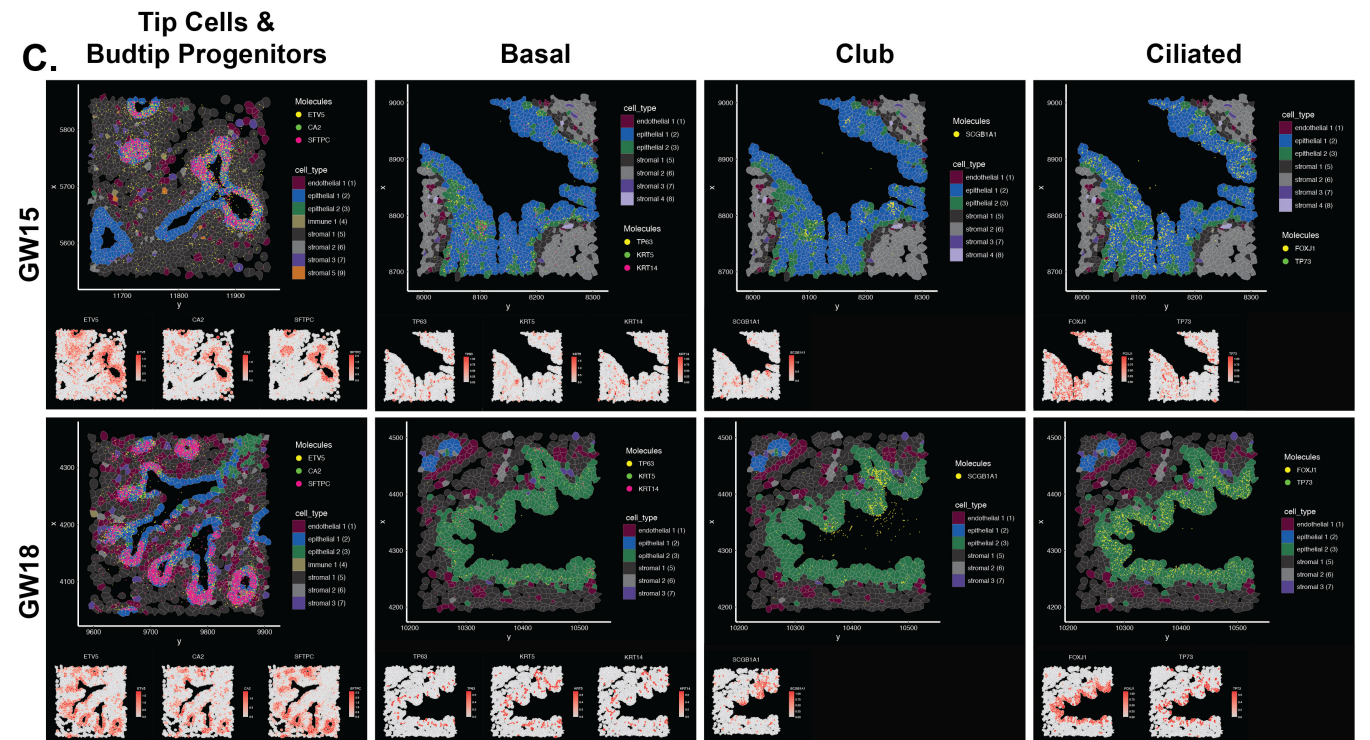

**Supplementary Fig. 6: Spatial transcriptomic of the fetal stromal cell compartment.**

**A:** High resolution spatial plot of top DEGs associated with cycling fibroblasts, early fibroblasts, airway and vascular SMC and chondrocytes.

**B:** Immunofluorescence of MEF2C (vascular SMC, green), DES (airway SMC, yellow) and ACTA2 (pan-SMC, magenta) in GW12, 15 and 18 fetal lung tissue illustrates regions with both blood vessels and airways, highlighted by white hashed squares. At least 4 representative images were captured and analyzed for each gestational timepoint. Adjacent images are higher magnification views of the highlighted areas of interest.

**C:** High resolution spatial plot of top DEGs associated with budtip, tip, basal, club and ciliated cells.

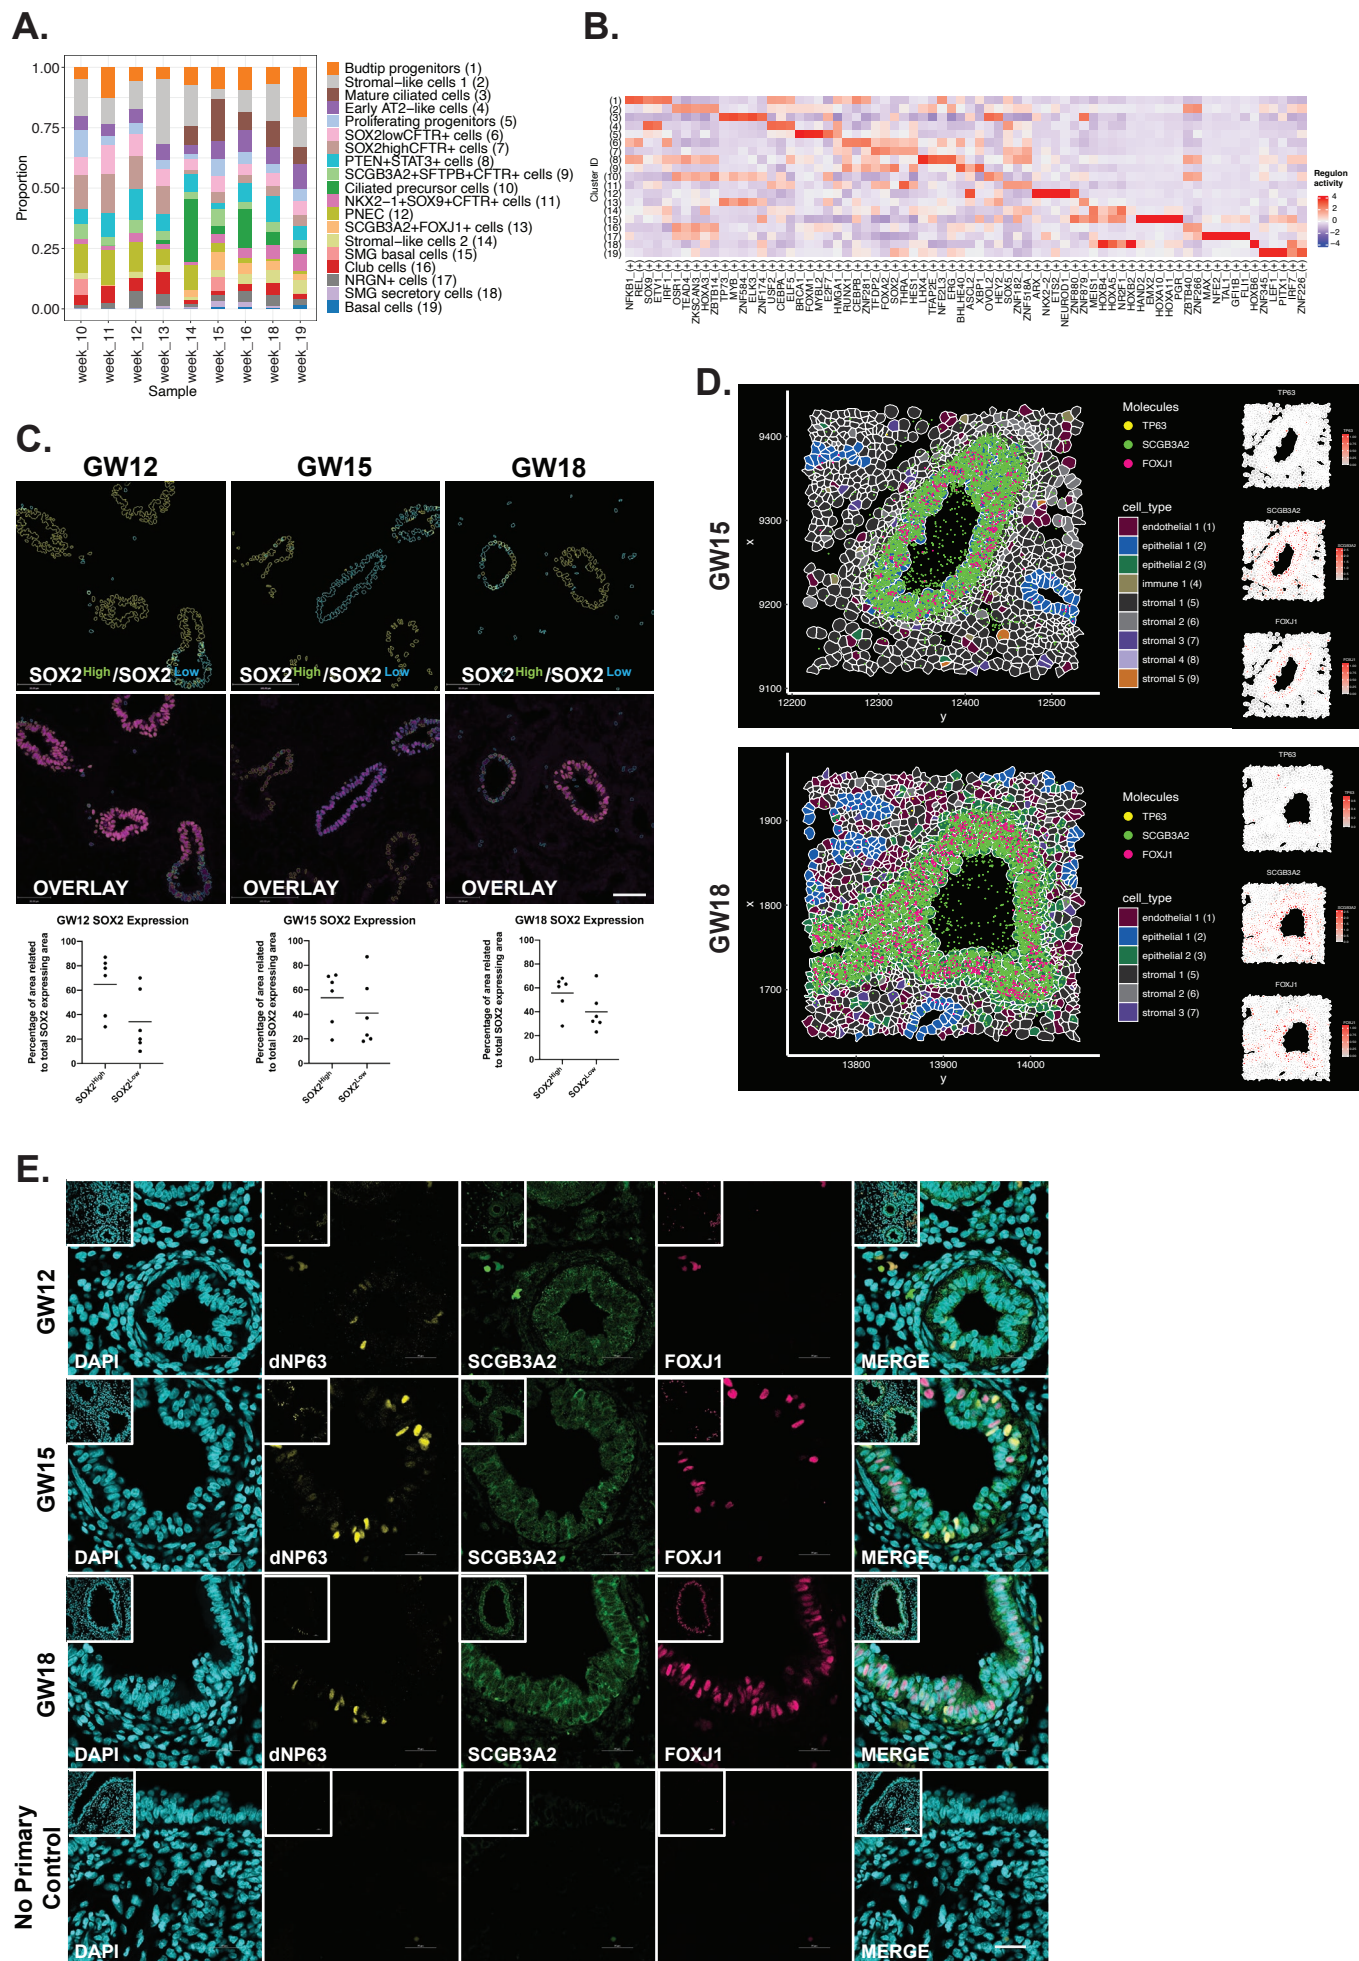

**Supplementary Fig. 7: Characterization of the developing fetal lung epithelium.**

**A:** Proportion of the epithelial cell subtypes across GW.

**B:** Dotplot measuring regulon activity of the top differentially expressed transcription factors (TF) genes based on regulon specificity score (RSS) via SCENIC.

**C:** Quantification of SOX2<sup>high</sup> and SOX2<sup>low</sup> in the developing airways. Bar represents average percentage of area segmented as either SOX2<sup>high</sup> or SOX2<sup>low</sup> relative to total SOX2 expression in GW12, 15 and 18 tissue. N=6 images per group. Scale bar = 50 microns.

**D:** High resolution Xenium spatial plots of *TP63*, *SCGB3A2* and *FOXJ1* in GW15 and GW18 tissue.

**E:** Immunofluorescence of deltaNP63 (basal cell, yellow), SCGB3A2 (secretory cell, green), and FOXJ1 (ciliated cell, magenta) in GW12, 15 and 18 fetal lung tissue. Insets are low magnification images of area of interest. At least 4 representative images were captured and analyzed for each gestational timepoint. Bottom row is the negative (no primary, secondary antibodies only) controls. DAPI marks all nuclei. Scale bar = 25 microns.

Cluster ID numbers in B indicates cell type as in A.

Source data are provided as a Source Data file.

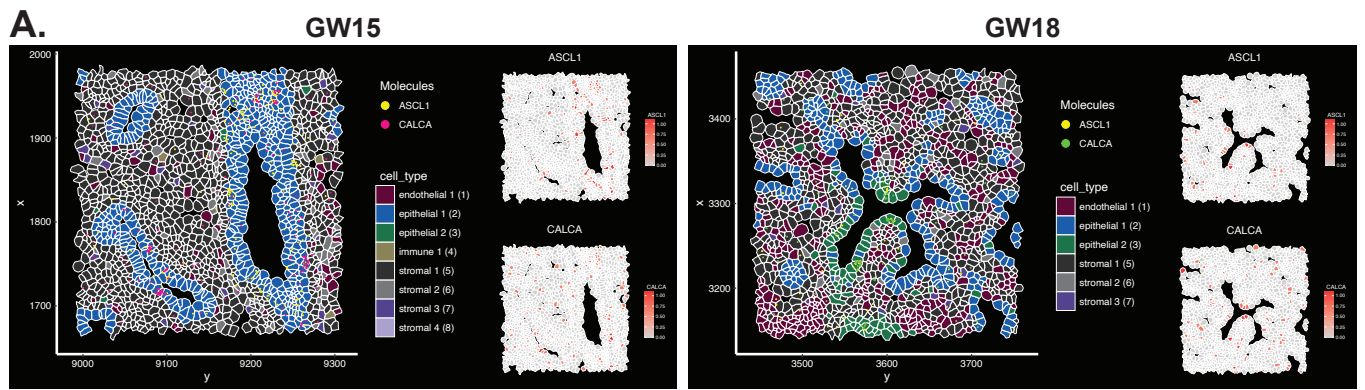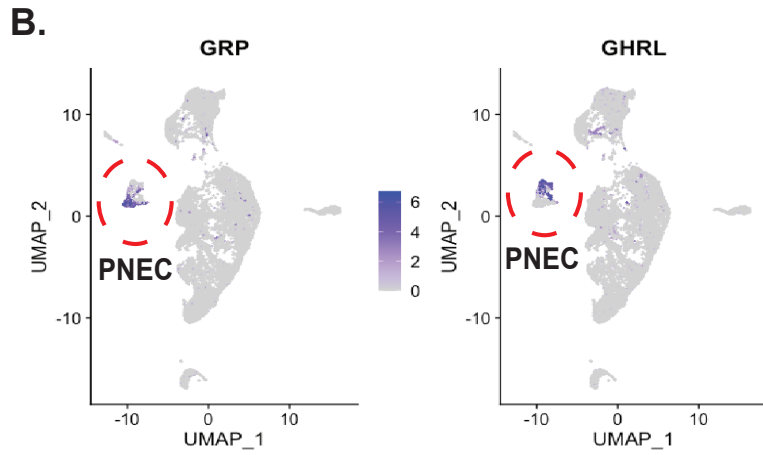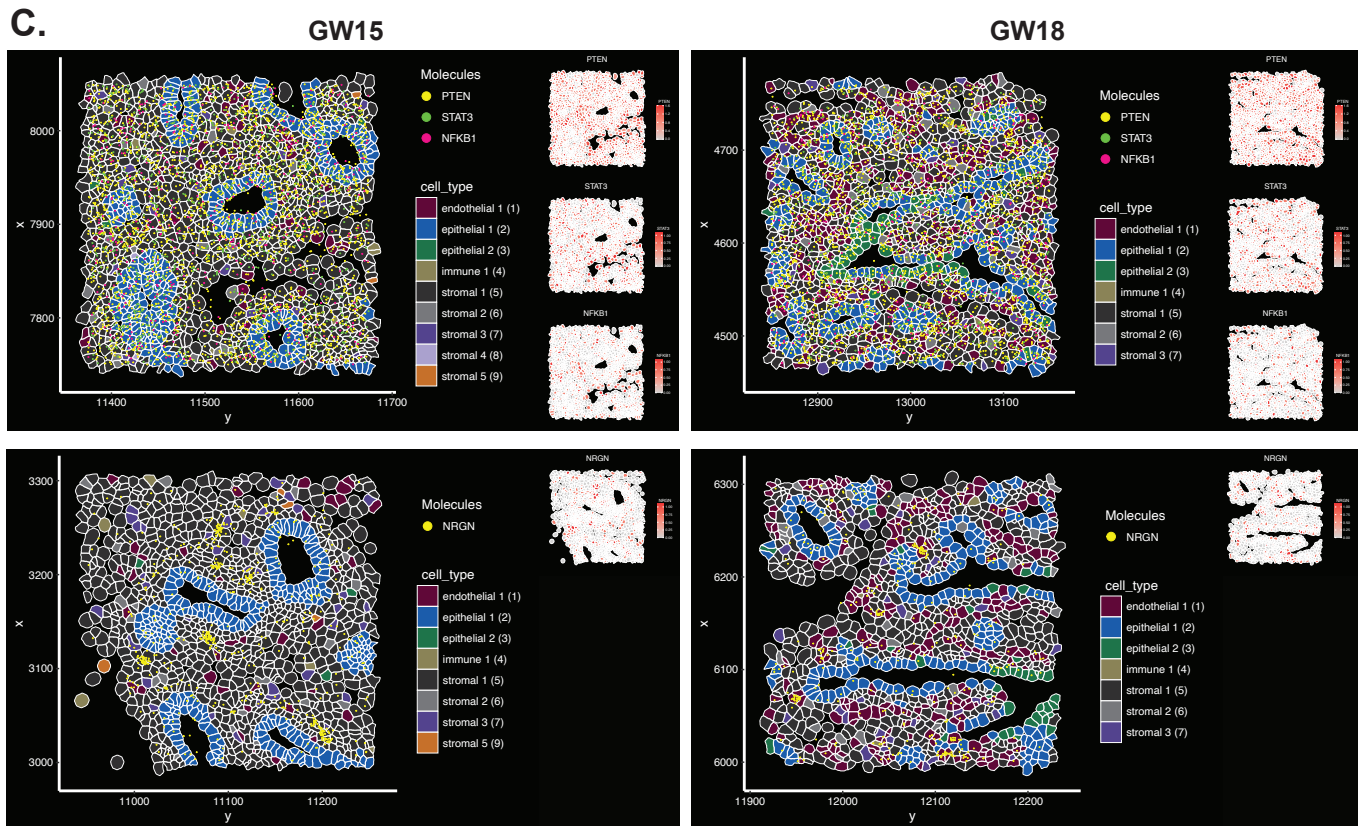

**Supplementary Fig. 8: Spatial determination of epithelial subtypes in the fetal lungs and identification of PNEC subsets.**

**A:** High resolution Xenium spatial plots of *ASCL1* and *CALCA* in the developing airway epithelium.

**B:** UMAP feature plots for *GRP* and *GHRL* demarcating two PNEC populations also identified in previous datasets.

**C:** High resolution Xenium spatial plots of DEGs associated with *PTEN*<sup>+</sup>*STAT3*<sup>+</sup> and *NRGN*<sup>+</sup> cells.

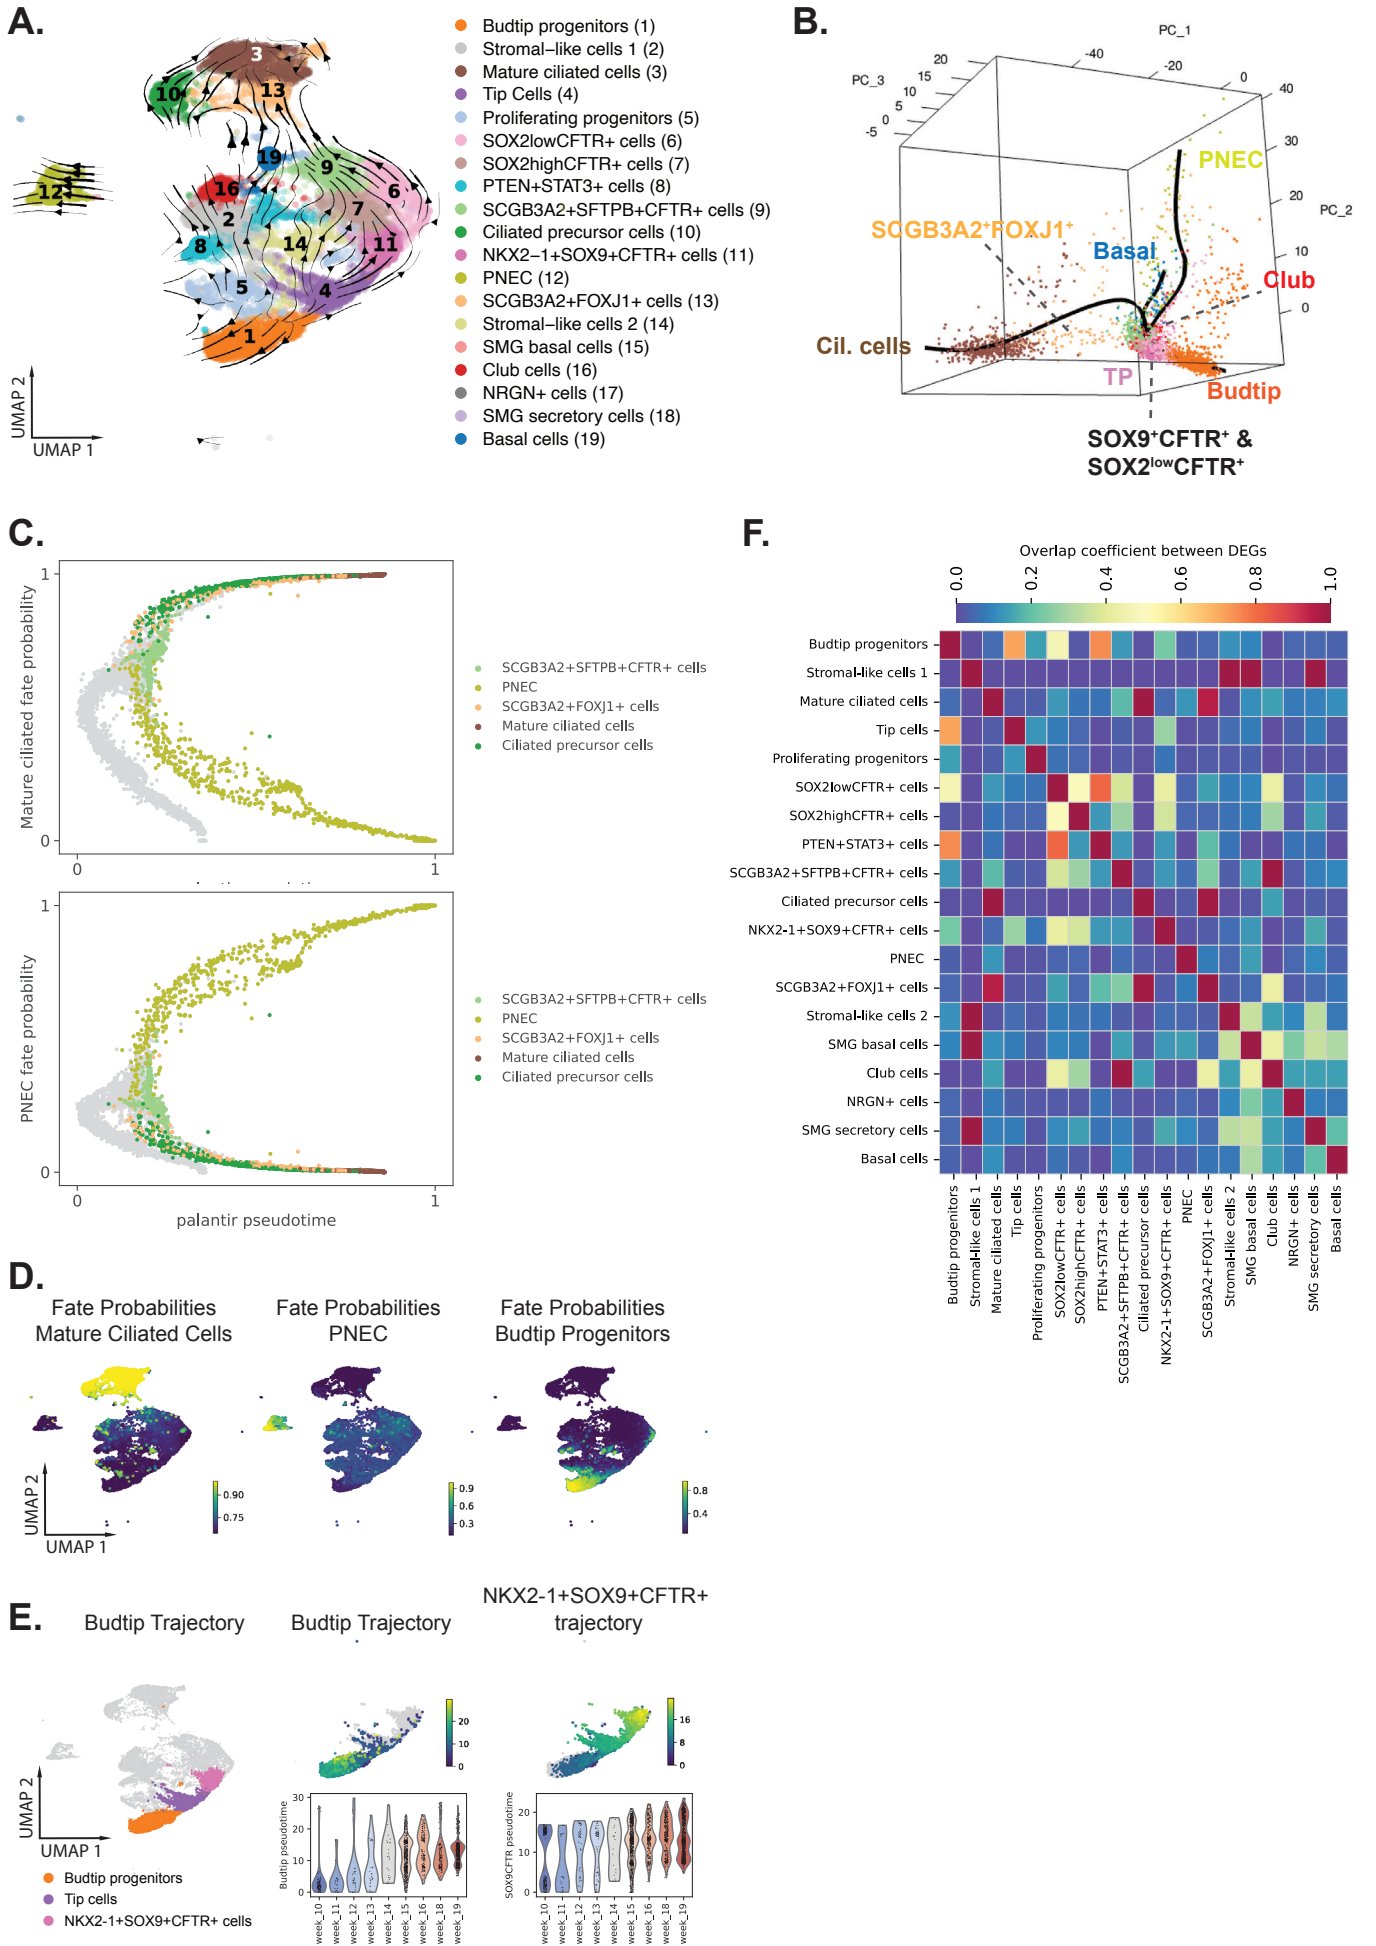

**Supplementary Fig. 9: Validation of LatentVelo trajectories and analysis of distal trajectories.**

**A:** Palantir was used to infer pseudotimes (arrows), starting with a root at GW10 budtip cells. CellRank was used to infer a transition matrix between cells, and transitions were projected onto the UMAP (arrows). Results largely agree with LatentVelo (Figure 6A), except for a clearer distinction of the terminal budtip state. The same terminal states at PNEC, mature ciliated cells, and later GW budtip cells were observed.

**B:** Slingshot analysis of late stage (GW 17-19) epithelia using budtip as the starting cluster and projected onto 3D PCA plot. A trifurcation appears from the TP cells towards PNEC, mature ciliated cells, and basal cells.

**C:** Mature ciliated cells and PNEC fate probabilities vs Palantir pseudotime through TP cells. TP cells were situated in the middle near 0.5, indicating their involvement in both lineages.

**D:** Fate probabilities for the 3 terminal states mature ciliated, PNEC and budtip terminal states. Note that budtip cells are increasing and our analysis has identified these as “terminal” states (yellow) at the end of our developmental time point.

**E:** Analysis of the budtip terminal state with Slingshot using an early GW root. A bifurcation going towards the late GW budtip terminal state, or towards tip cells and *NKX2-1+SOX9+CFTR+* cells was observed demonstrating the connection between these three cell types. Notably, there was a temporal increase in budtip and *NKX2-1+SOX9+CFTR+* cells.

**F:** DEG overlap between epithelial cell types.

Source data are provided as a Source Data file.

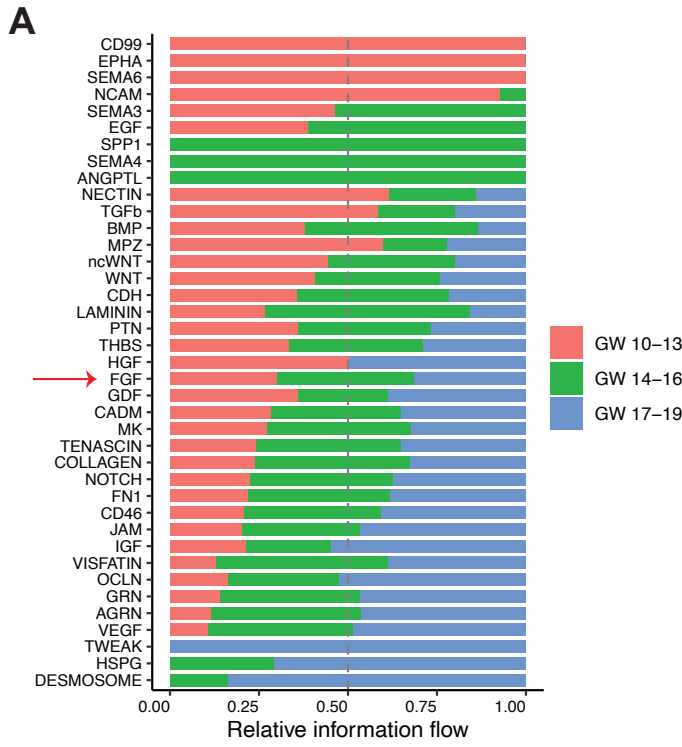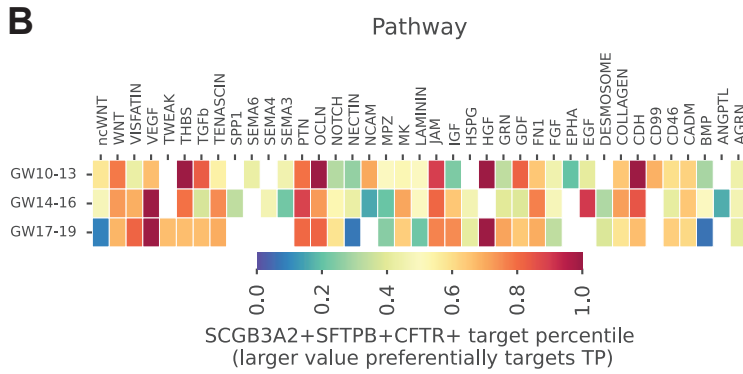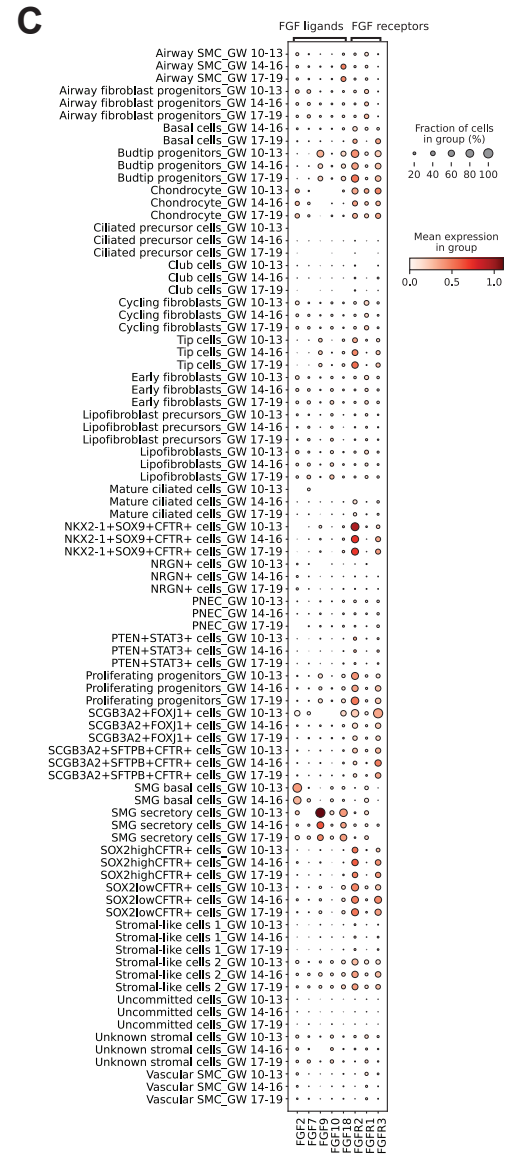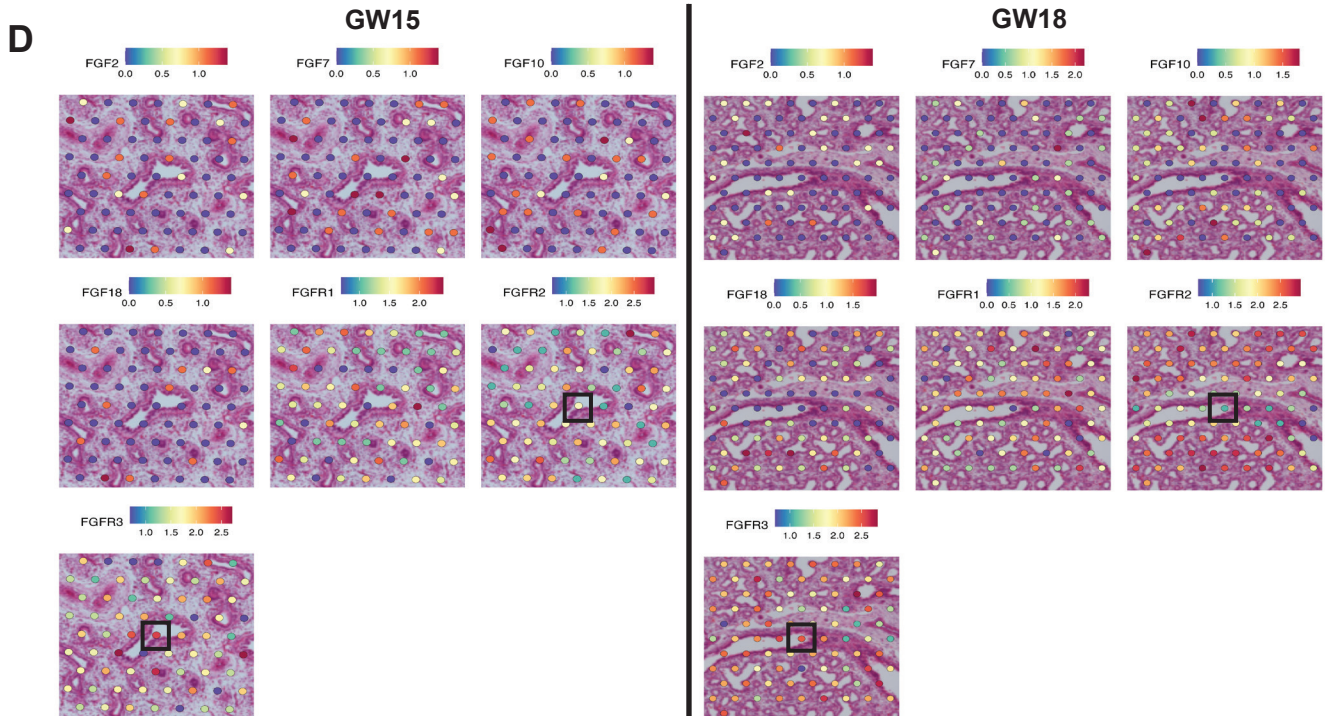

**Supplementary Fig. 10: FGF cell signaling networks from senders to TP cells.**

**A:** Relative information flow of signalling towards TP cells for early (GW10-13), mid (GW14-16), and late (GW17-19). Information flow is calculated as the sum of all cell interaction probabilities towards TP cells for neighboring cell types.

**B:** Overview of signaling pathways strength towards TP cells in early (GW 10-13), mid (GW 14-16), late (GW 17-19). Values show the signalling strength towards TP relative to other cell types (as a percentile), where a value of 1.0 indicates TP cells are the top receiver of the signalling pathway for the subset of neighboring cell types.

**C.** Expression of FGF ligands and receptors in specific epithelial and stromal subset of cells from scRNA-seq grouped by early (GW 10-13), mid (GW 14-16), and late (GW17-19) stages.

**D.** Expression of FGF ligands and receptors near TP cells (black box on H&E staining) using Visium spatial transcriptomics.

Source data are provided as a Source Data file.

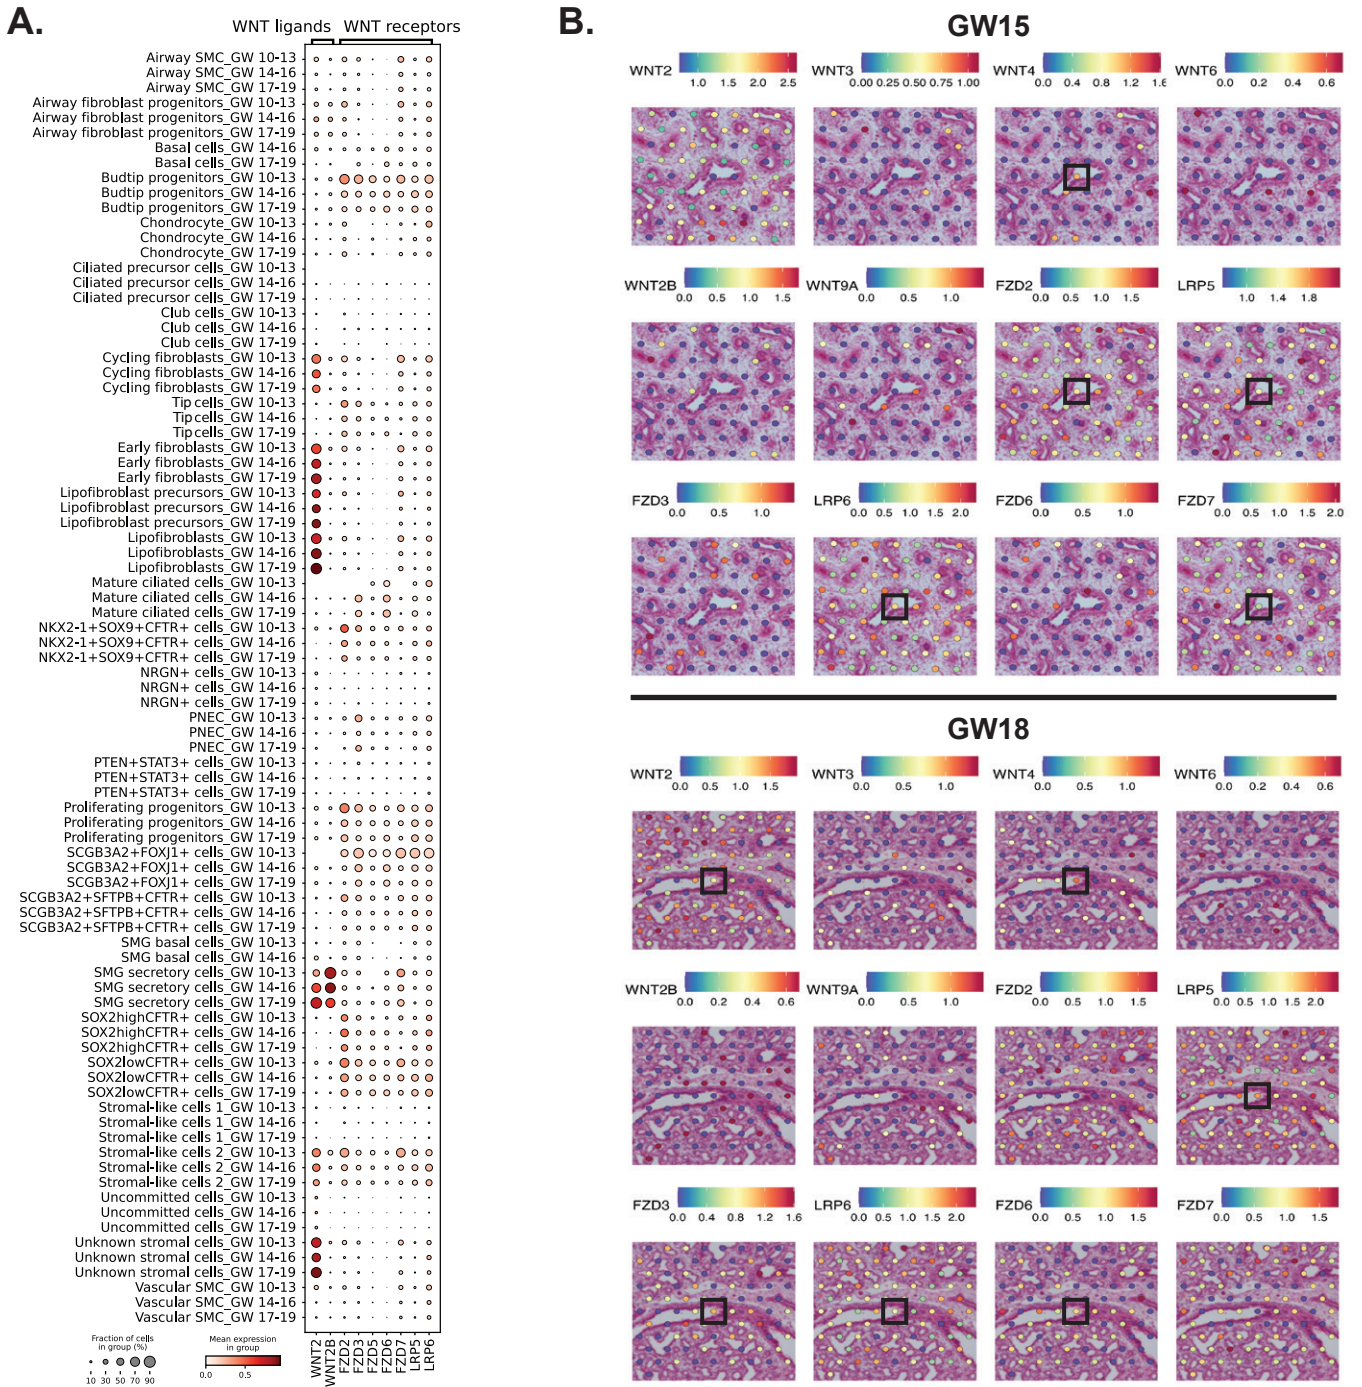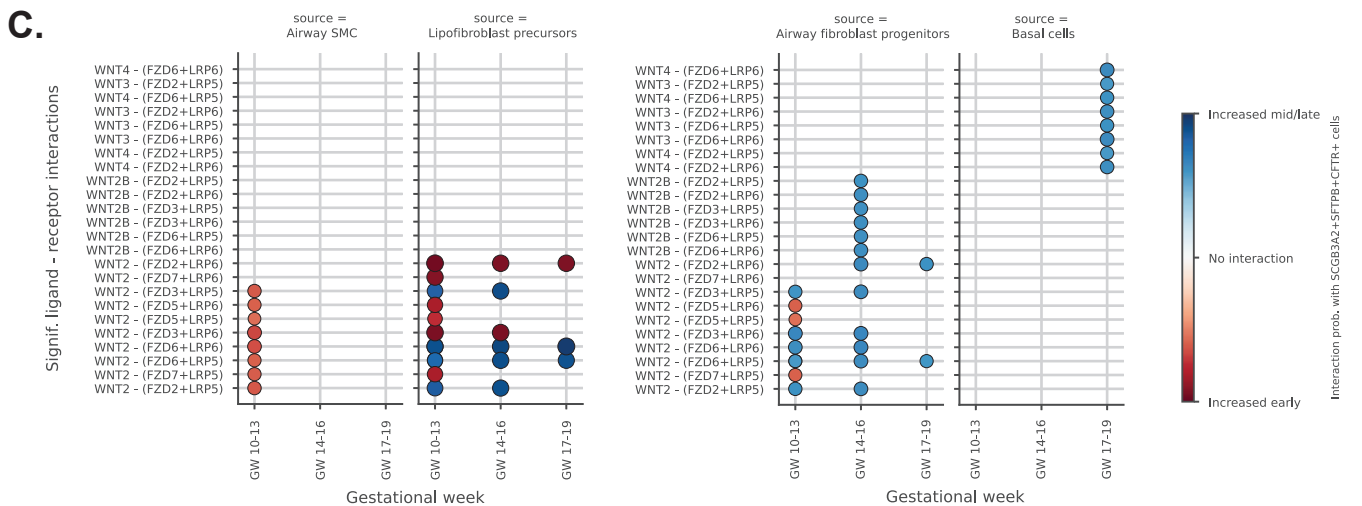

**Supplementary Fig. 11: WNT signalling from senders to TP cells.**

**A:** Expression of WNT ligands and receptors in specific epithelial and stromal subset of cells from scRNA-seq grouped by early (GW 10-13), mid (GW 14-16), and late (GW17-19) stages.

**B:** Expression of WNT ligands and receptors near TP cells (black box on H&E staining) using Visium spatial transcriptomics.

**C:** Ligand-receptor (L-R) plot showcasing specific WNT ligand-receptor interactions enriched in early vs mid/late from airway SMC, lipofibroblast precursors, airway fibroblast progenitors, and basal cells to TP cells. Red values show significantly increased early; blue values show interactions significantly increased mid/late. Significance is determined using a permutation test randomly permuting cell type labels, significant interactions are chosen with  $p < 0.01$ .

Source data are provided as a Source Data file.

A.

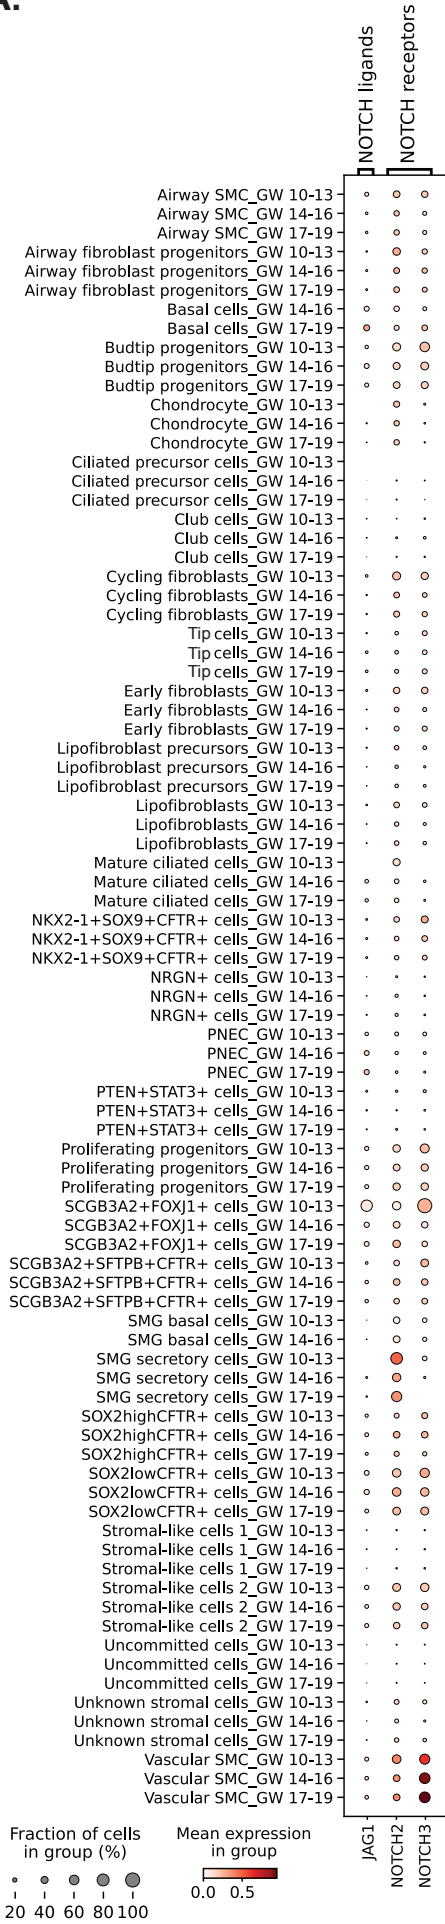

B.

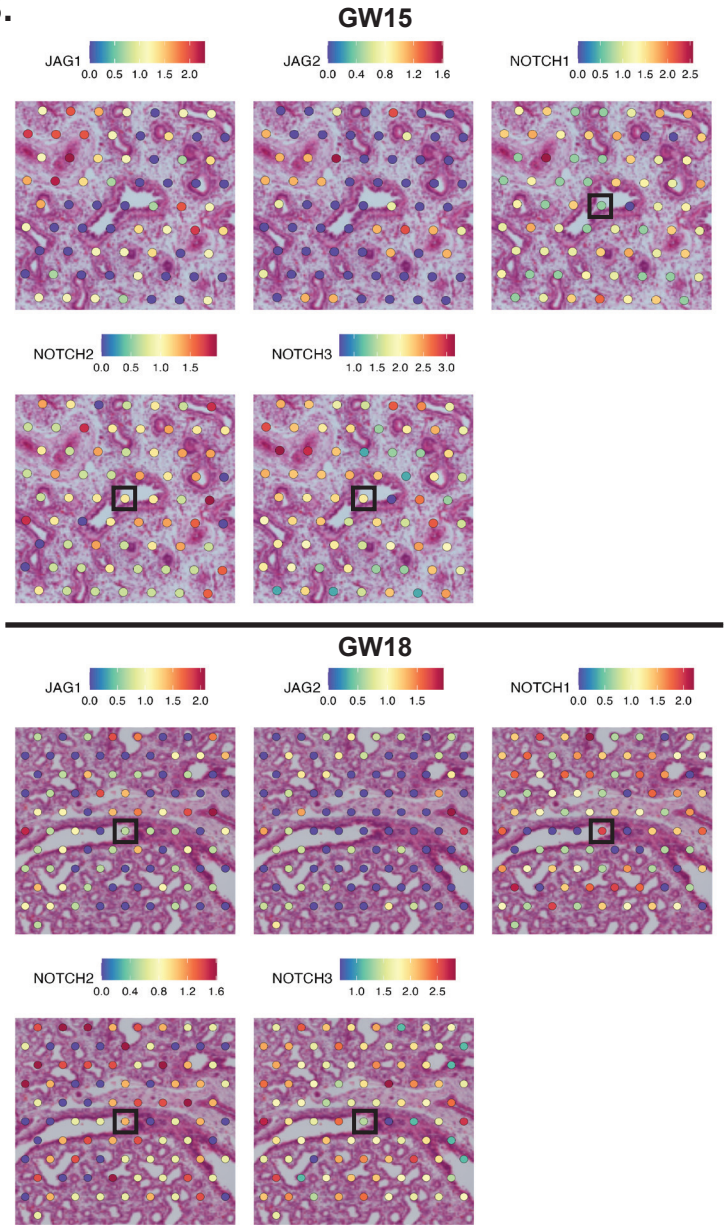

C.

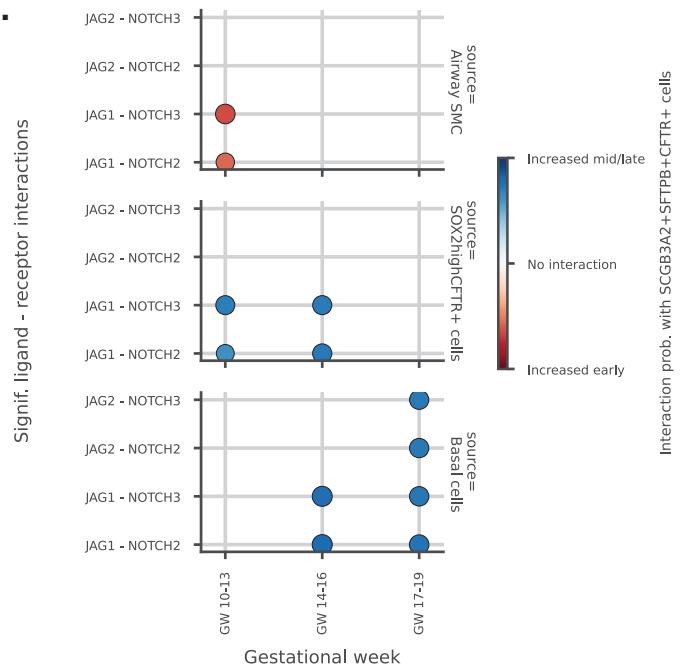

**Supplementary Fig. 12: NOTCH signalling from senders to TP cells.**

**A:** Expression of NOTCH ligands and receptors in specific epithelial and stromal subset of cells from scRNA-seq grouped by early (GW 10-13), mid (GW 14-16), and late (GW17-19) stages.

**B:** Expression of NOTCH ligands and receptors near TP cells (black box on H&E staining) using Visium spatial transcriptomics.

**C:** Ligand-receptor (L-R) plot showcasing specific NOTCH ligand-receptor interactions enriched in early vs mid/late from airway SMC, *SOX2<sup>high</sup>CFTR<sup>+</sup>*, and basal cells to TP cells. Red values show interactions significantly increased early; blue values show interactions significantly increased mid/late. Significance is determined using a permutation test randomly permuting cell type labels, significant interactions are chosen with  $p < 0.01$ .

Source data are provided as a Source Data file.

## **Supplementary Notes**

### **Supplementary Note 1. Comparison to recently published fetal lung datasets.**

We performed the MapQuery<sup>1</sup> function to tease out the specific cellular similarities identified in our dataset compared to each of the recently published fetal lung cell datasets by He et al.<sup>2</sup>, Sountoulidis et al.<sup>3</sup>, and Cao et al.<sup>4</sup>. By setting the previous fetal lung datasets as the reference, we visualized transcriptomic similarity through plotting our cells onto the reference dataset's UMAP and calculated the percentage of cell cluster overlap to be 105/144 (73%), 64/75 (85%), and 31/33 (94%) for He et al.<sup>2</sup>, Sountoulidis et al.<sup>3</sup>, and Cao et al.<sup>4</sup> datasets, respectively (Supplementary Fig. 2A, B, C). Cell types not found in our dataset include cells predominantly in earlier gestational fetal lung tissues that we did not collect (<GW10), and include cell such as early tip and early stalk cells by He et al. In addition, cells predominantly found in the large airways including the cartilaginous tissues (i.e., tracheal regions) were not captured in our dataset (i.e., prox. progenitor 1 and prox. secretory from Sountoulidis et al.).

### **Supplementary Note 2. Co-development of the fetal pulmonary endothelium.**

The fetal pulmonary endothelium contained 10 endothelial subtypes in the early developing lung (Supplementary Fig. 3A) that expressed pan-endothelial gene *PECAM1*. These endothelial cell (EC) subtypes included erythrocyte-like EC-1, *KIT+CA4+* EC, erythrocyte-like EC-2, intermediate lymphatic EC, lymphatic EC, venous EC, aerocytes, general capillaries (gCap), arterial EC, and cycling early capillaries. Both EC-1/EC-2 expressed high levels of hemoglobin genes and were annotated as erythrocyte-like cell populations (Supplementary Data 1). The proportion of each EC subtypes remained relatively consistent in all the gestational timepoint studied (Supplementary Fig. 3B). Notably, the fetal lung lymphatic cells were found as early as GW10 and continued to develop with time, which would become important in neonatal lung respiration<sup>5</sup>. The top DEG expressed in both lymphatic populations included *PROX1*, *CCL21* and *TFF3*<sup>6,7</sup>, with the lymphatic EC expressing higher levels of genes associated with inflammation *PTX3* and *NRP2* (Supplementary Fig. 3 and Supplementary Data 1). Differential enrichment analysis of the transcription factors driving these cell lineages was performed using SCENIC<sup>8</sup> (Supplementary Fig. 3D). Cycling early capillaries expressed high levels of genes associated with cellular proliferation such as *TOP2A*, *MKI67*, and *CENPF*. Transcription factors regulating cell proliferation and cell cycle *BRCA1*, *E2F7*, *MYBL2* were highly active in the cycling early capillaries. Aerocytes and gCap cells shared similar DEG with gCap expressing higher levels of *HBEGF*, previously shown to promote angiogenesis<sup>9</sup>, while aerocytes differentially expressed high levels of *EGFL6* and *COL6A3*. Interestingly, aerocytes shared similar differentially expressed transcription factors as gCap, including *REL*, *IRF*, *POU2F2*, suggesting these two cell types may share developmental origins, as in adult mouse lungs<sup>10</sup>. Higher expression of *HGPD*, *CA4*, and *KIT* distinguished the *KIT+CA4+* cells from the EC-1 and EC-2 cells. Higher regulon activity of the transcription factors *MLX*, *SOX18* and *ZNF71* were also observed in *KIT+CA4+* EC. Venous EC expressed high levels of the specific pulmonary venous gene *CPE*<sup>7</sup> and the apelin receptor, *APLNR*, the latter regulates endothelial cell differentiation<sup>11</sup>. Arterial EC expressed abundant *DKK2*, *CXCL12* and the transcription factors *CREB1* and *SMAD4*, the latter two important in the formation and function of the vasculature<sup>12,13</sup>.

To determine the developmental relationships between these cells, we used our RNA velocity-based method LatentVelo<sup>14</sup> (Supplementary Fig. 3 and E', respectively) and visualized velocities using partition-based graph abstraction (PAGA) of RNA velocity projections (Supplementary Fig. 3F). In brief, velocities infer the directionality of lineage development and corresponding latent times identify the position of cells along the developmental trajectory, shown as a dark blue to yellow hue (Supplementary Fig. 3E'). In doing so, cell origins were determined, and trajectories predicted based on these relationships over time. Several conserved trajectories were found, but also unique trajectories stemming from putative multipotent EC. Focusing on capillary specification, we identified a lineage relationship between cycling early capillaries to gCap cells and aerocytes with a gradual change in top DEGs associated with these cell lineages as they differentiate. We found an increase in CXCL12, and EDNRB associated with gCap and aerocyte differentiation respectively (Supplementary Fig. 3G). Xenium spatial transcriptomics showed localization of CA4+STC1+ cells and THY1+ cells associated with gCap and aerocytes in KDR+ endothelial cells, respectively (Supplementary Fig. 3H). gCap cells were found closely associated with the airway epithelium, while aerocytes occupied its own space. The lineage development of gCap and aerocytes has also been found in murine neonatal alveolar lung<sup>10</sup>.

### **Supplementary Note 3. Novel alveolar macrophage lineage trajectories identified in the fetal lung.**

The fetal lung immune population contained 18 distinct cell types (Supplementary Fig. 4A). These included a common lymphoid progenitor, proliferating macrophage/monocytes, monocyte 1 and 2, alveolar macrophage 2 (aM2), aM1, aM-like cell, B cells, cycling B cells, plasma cells, monocyte/macrophage precursor cells, *CD1C*+ dendritic cells 1 (DC), macrophage, *FLT3*+ preDC, *IL7R*+ T cells, immature double positive (DP) leukocytes, cycling lymphocytes, and plasmacytoid DC (pDC). The proportion of mature cell types including monocytes, plasma cells and B cells increased in later gestational lung tissues (Supplementary Fig. 4B). Top genes differentially expressed in each subtype distinctly separates the different clusters (Supplementary Fig. 4C and Supplementary Data 1). Gene ontology enrichment analysis of the DEG (Supplementary Fig. 4D) showed terms associated with antigen processing and presentation and major histocompatibility complex (MHC) class II protein in all DC lineages. Dendritic cells made up a smaller proportion of myeloid cells in the fetal lungs. Their role in immunity during development is unknown. However, studies have suggested fetal DC may help induce immunologic tolerance where fetal and maternal immune cells may come into contact during pregnancy<sup>15</sup>. *CD1C*+ DC and *FLT3*+ DC share several common genes mainly from the HLA family. *CD1C*+ DC have previously been shown to prime cytotoxic T cell responses<sup>16</sup>, while *FLT3*+ DC may mark an early developing DC population as the *FLT3* ligand has previously been shown to regulate dendritic cell development<sup>17</sup>. Transcription factors differentially enriched (Supplementary Fig. 4E) in each cell cluster identified unique expression of acetyl-CoA carboxylase 1 (*ACAA1*) in *CD1C*+ DC and Basic Leucine Zipper ATF-Like Transcription Factor 3 (*BATF3*) in *FLT3*+ DC, both previously shown to regulate DC development and function<sup>18,19</sup>, respectively. Spatial transcriptomic showed both monocytes (*FCN1*, *CSTA*) and macrophages (*CD86*, and *CD68*, presumably alveolar macrophages) sparsely distributed in both GW 15 and 18 fetal lung tissue (Supplementary Fig. 4F).

The AT-rich interaction domain 3A (*ARID3A*) transcription factor was differentially enriched in pDC, as previously observed<sup>20</sup>. Plasmacytoid DC are rare cells that secrete large

amounts of type I interferons with a role in antiviral immunity and share similar morphology as plasma cells<sup>21</sup>. They also play a role in inducing T cell tolerance and therefore may exist in the developing lung to suppress alloreactive T cells. It is unclear if these pDC originated in the developing lungs or as previous studies have shown, are bone marrow-derived and circulated into the lungs<sup>22</sup>. Nonetheless, pDC play an important role in immune responses to inhaled antigens<sup>23</sup>. LatentVelo identified a lineage trajectory originating from pDC to *CD1C*<sup>+</sup> DC to aM2 cells and aM1 cells, and a trajectory from *FLT3*<sup>+</sup> preDC to *CD1C*<sup>+</sup> DC (Supplementary Fig. 4G-H). GO terms associated with inflammatory and immune responses were enriched in aM1, aM2 and AM-like clusters (Supplementary Fig. 4D). Both aM1/aM2 are delineated based on *CD68* expression, a classical marker of monocyte-derived alveolar macrophages, and were distinguished between one another based on expression of proinflammatory genes *IL1B*, *TNF* and anti-inflammatory *IL10* and *TGFB* genes. On the contrary, aM-like cells expressed *IL1B* but shared no other proinflammatory genes as aM1. Alveolar macrophages (aM-like, aM1, aM2) shared similar elevated expression of *POU2F2* and *NFKB1* suggesting a common conserved developmental regulation (Supplementary Fig. 4E). Regulation of *NFKB1* signalling in fetal macrophages is important for airway branching as it protects from LPS-induced proinflammatory responses<sup>24,25</sup>. High expression of *SMAD6* distinguished aM-like from aM1 and aM2 cells, while *KLF11* expression was higher in aM2 cells. Based on Xenium spatial analysis, *CD68*, *CD86*, *FCN1*, and *CSTA* were sparsely localized in the surrounding stroma (Supplementary Fig. 4F). LatentVelo and Slingshot analyses (Supplementary Fig. 4G, G') showed a lineage trajectory originating from monocyte/macrophage precursor to aM-like cells to aM2 cells and aM1 cells. This is confirmed with a corresponding change in top DEG as the cells differentiate along the trajectories (Supplementary Fig. 4H and I).

B cells, cycling B cells, and plasma cells express the canonical B cell signalling molecules *CD79B*, *VREB3*<sup>26</sup> and GO terms associated with B cell receptor signaling pathway and B cell activation (Supplementary Fig. 4D). Indeed, bacterial LPS is a potent stimulant of B cell and macrophage differentiation and antibody secretion<sup>27</sup>. LatentVelo and Slingshot analyses identified a lineage trajectory originating from B cells to plasma cells, and trajectories from monocyte/macrophage precursor to monocyte 1 and monocyte 2 (Supplementary Fig. 4I).

#### **Supplementary Note 4. Additional analyses of the temporal changes in NOTCH and WNT signalling in the TP cells.**

WNT signaling in TP cells were found to be elevated in early (GW 10-13) stages and decreased in mid and late stages (10B). WNT receptors *FZD2*, *FZD3*, *FZD5*, *FZD6*, *FZD7*, *LRP5*, *LRP6* were found to be expressed in TP cells with comparatively higher expression of *FZD2* and *FZD7* in the early stages (Supplementary Fig. 11A). Based on spatial expression from Visium, we identified *FZD2*, *LRP5*, *LRP6*, and *FZD7* expressed in areas of abundant TP spots at GW15, whereas *LRP5*, *FZD3*, *LRP6*, and *FZD6* were expressed at GW18 (Supplementary Fig. 11B). Sources of WNT signalling was assessed in early, mid, late stages to TP cells where *WNT2* was expressed in multiple cell types including airway SMC (only in early stage), lipofibroblast precursors, airway fibroblast progenitors, and basal cells (Supplementary Fig. 11C). Signals from basal cells appeared to dominate in late tissues, although basal cell spatial proximity to TP cells decreases in these late tissues (Fig. 7E), so we cannot be confident in this interaction.

We also assessed NOTCH signaling in TP cells and found relatively strong NOTCH signaling in lung tissues during the mid (GW14-16) and late (GW17-19) timepoints (Supplementary Fig. 10B). NOTCH receptors, *NOTCH2* and *NOTCH3*, were expressed in multiple cell types including TP cells and *SCGB3A2+FOXP1+* cells, but not in PNEC (Supplementary Fig. 12A). NOTCH ligand *JAG1* was expressed in multiple cell types including vascular SMC, *SOX2<sup>high/low</sup>CFTR+* cells, and basal cells. High expression of *NOTCH2* and *NOTCH3* was found in spots with high proportions of TP cells (black box, Supplementary Fig. 12B). Several sources of NOTCH signaling with TP cells included airway SMC, *SOX2<sup>high</sup>CFTR+* cells, and basal cells (Supplementary Fig. 12C). Airway SMC was a source of NOTCH signaling during the early stage that was lost in mid/late stages. Increased *JAG1-NOTCH2* and *JAG1-NOTCH3* L-R interactions are also observed in mid stage tissues stemming from *SOX2<sup>high</sup>CFTR+* cells. NOTCH signalling also increased in late stage tissues due to signaling from basal cells, however basal cells lose their proximity to TP cells in later tissues (Fig. 7E). Overall, our data suggests NOTCH-mediated signaling to TP during mid stage may involve direct interaction with *SOX2<sup>high</sup>CFTR+* cells.

### **Supplementary Note 5. Discussion on CFTR expressing cells**

The pseudoglandular lung is marked by extensive branching morphogenesis, where the cells must undergo extensive proliferation, proximal-distal patterning, cell migration, and differentiation into specialized cell types. A major finding in our analysis is the identification of several progenitor cells expressing high levels of *CFTR*. These cells include the *NKX2-1+SOX9+CFTR+*, *SOX2<sup>high</sup>CFTR+*, *SOX2<sup>low</sup>CFTR+*, and TP cells. The co-expression of *CFTR* in these progenitor cell types suggest a putative role for CFTR in branching morphogenesis and the formation of specific epithelial cell lineages. In the postnatal lung, mutations in *CFTR* can cause cystic fibrosis (CF), a disease that manifests in the airways and impairs lung function and ultimate destruction. The *CFTR* gene encodes for a chloride channel that regulates water and ion transport across the epithelium. The precise role of CFTR in the developing lung is unclear but the early expression of *CFTR* may suggest a role for this protein, and the cells that expresses it, in airway formation. Moreover, understanding the role of CFTR in airway cell development may provide important insight into the early manifestations of CF lung pathogenesis and the long-term impact on disease progression.

## Supplementary Tables

**Supplementary Table 1: Detailed list of fetal lung tissue samples sequenced.**

\*Same gestational lung tissue. “A” and “B” indicates different regions (lower and upper regions) of the lung tissue sampled for sequencing.

**Supplementary Table 2: List of shared and unique cell types compared to published datasets: He et al., Sountoulidis et al., and Cao et al.**

| MapQuery results of publicly available and Quach et al. lung data set |                         |
|-----------------------------------------------------------------------|-------------------------|
| Cell identity                                                         | Number of queried cells |
| Aerocyte                                                              | 14                      |
| Airway fibroblast progenitors                                         | 22441                   |
| Airway SMC                                                            | 24286                   |
| aM-like cells                                                         | 67                      |
| aM1 cells                                                             | 598                     |
| aM2 cells                                                             | 1038                    |
| Arterial EC                                                           | 921                     |
| B-cells                                                               | 208                     |
| Budtip progenitors                                                    | 2164                    |
| CD1C+ DC                                                              | 1340                    |
| Chondrocyte                                                           | 755                     |
| Ciliated precursor cells                                              | 232                     |
| Club cells                                                            | 74                      |
| Common lymphoid progenitor (CLP)                                      | 2766                    |
| Cycling B cells                                                       | 2454                    |
| Cycling early capillaries                                             | 2355                    |
| Cycling fibroblasts                                                   | 43955                   |
| Cycling lymphocytes                                                   | 883                     |
| Tip cells                                                             | 7968                    |
| Early fibroblasts                                                     | 50296                   |
| Erythrocyte-like EC-1                                                 | 537                     |
| Erythrocyte-like EC-2                                                 | 3963                    |
| FLT3+ preDC                                                           | 247                     |
| gCap                                                                  | 416                     |
| IL7R+ T cells                                                         | 1209                    |
| Immature DP leukocytes                                                | 302                     |
| Intermediate lymphatic EC                                             | 1237                    |
| KIT+CA4+ endothelial cells                                            | 1076                    |
| Lipofibroblast precursors                                             | 38500                   |
| Lipofibroblasts                                                       | 1542                    |
| Lymphatic EC                                                          | 251                     |
| Macrophage                                                            | 891                     |
| Monocyte 1                                                            | 771                     |
| Monocyte/macrophage precursor cells                                   | 2160                    |
| NKX2-1+SOX9+CFTR+ cells                                               | 1197                    |
| NRGN+ cells                                                           | 215                     |
| pDC                                                                   | 261                     |
| Plasma cell                                                           | 1493                    |

|                                         |       |
|-----------------------------------------|-------|
| PNEC                                    | 2173  |
| Proliferating macrophage/monocyte cells | 3254  |
| Proliferating progenitors               | 10305 |
| PTEN+STAT3+ cells                       | 160   |
| SCGB3A2+FOXJ1+ cells                    | 1540  |
| SCGB3A2+SFTPb+CFTR+ cells               | 2190  |
| Schwann                                 | 5371  |
| SMG secretory cells                     | 567   |
| SOX2highCFTR+ cells                     | 351   |
| SOX2lowCFTR+ cells                      | 3606  |
| Stromal-like cells 1                    | 23    |
| Stromal-like cells 2                    | 4     |
| Uncommitted cells                       | 706   |
| Unknown stromal cells                   | 2312  |
| Vascular SMC                            | 3466  |
| Venous EC                               | 875   |
| Undetected cells                        |       |
| Basal cells                             |       |
| Mature ciliated cells                   |       |
| Monocyte 2                              |       |
| SMG basal cells                         |       |

**Supplementary Table 3: List of primary and secondary antibodies.**

| Primary Antibodies | Host   | Supplier   | Cat. no.    | Dilution |
|--------------------|--------|------------|-------------|----------|
| ACTA2              | Rabbit | Abcam      | ab124964    | 1:500    |
| ASCL1              | Goat   | Rockland   | 600-101-MH4 | 1:500    |
| CFTR               | Mouse  | Millipore  | MAB1660     | 1:70     |
| Delta NP63         | Mouse  | Abcam      | ab735       | 1:100    |
| Desmin             | Goat   | R&D        | AF3844-SP   | 1:100    |
| FOXJ1              | Rabbit | Abcam      | ab235445    | 1:100    |
| MEF2C              | Mouse  | Invitrogen | MA5-25477   | 1:50     |
| NKX2-1             | Rabbit | Abcam      | ab76013     | 1:200    |
| SCGB3A2            | Goat   | Santa Cruz | sc-48320    | 1:50     |
| SFTPB              | Rabbit | Abcam      | ab40876     | 1:50     |
| SOX2               | Goat   | R&D        | AF2018      | 1:300    |
| SOX9               | Goat   | R&D        | AF3075      | 1:600    |

| Secondary Antibodies                  | Host   | Supplier   | Cat. no. | Dilution |
|---------------------------------------|--------|------------|----------|----------|
| Anti-mouse IgG (H+L) Alexa Fluor 488  | Donkey | Invitrogen | A21202   | 1:500    |
| Anti-rabbit IgG (H+L) Alexa Fluor 488 | Donkey | Invitrogen | A21206   | 1:500    |
| Anti-rat IgG (H+L) Alexa Fluor 488    | Donkey | Invitrogen | A21208   | 1:500    |
| Anti-mouse IgG (H+L) Alexa Fluor 546  | Donkey | Invitrogen | A10036   | 1:500    |
| Anti-rabbit IgG (H+L) Alexa Fluor 546 | Donkey | Invitrogen | A10040   | 1:500    |
| Anti-goat IgG (H+L) Alexa Fluor 546   | Donkey | Invitrogen | A11056   | 1:500    |
| Anti-rat IgG (H+L) Alexa Fluor 555    | Donkey | Invitrogen | A48270   | 1:500    |
| Anti-Rabbit IgG (H&L) Alexa Fluor 647 | Donkey | Abcam      | ab150075 | 1:500    |
| Anti-goat IgG (H+L) Alexa Fluor 647   | Donkey | Invitrogen | A21447   | 1:500    |

### **Supplementary References**

1. Hao, Y. *et al.* Integrated analysis of multimodal single-cell data. *Cell* **184**, 3573–3587.e29 (2021).
2. He, P. *et al.* A human fetal lung cell atlas uncovers proximal-distal gradients of differentiation and key regulators of epithelial fates. *Cell* **185**, 4841–4860.e25 (2022).
3. Sountoulidis, A. *et al.* A topographic atlas defines developmental origins of cell heterogeneity in the human embryonic lung. *Nat Cell Biol* **25**, 351–365 (2023).
4. Cao, S. *et al.* Single-cell RNA sequencing reveals the developmental program underlying proximal–distal patterning of the human lung at the embryonic stage. *Cell Res* **33**, 421–433 (2023).
5. Jakus, Z. *et al.* Lymphatic function is required prenatally for lung inflation at birth. *J Exp Med* **211**, 815–826 (2014).
6. Takeda, A. *et al.* Single-Cell Survey of Human Lymphatics Unveils Marked Endothelial Cell Heterogeneity and Mechanisms of Homing for Neutrophils. *Immunity* **51**, 561–572.e5 (2019).
7. Schupp, J. C. *et al.* Integrated Single-Cell Atlas of Endothelial Cells of the Human Lung. *Circulation* **144**, 286–302 (2021).
8. Aibar, S. *et al.* SCENIC: single-cell regulatory network inference and clustering. *Nat Methods* **14**, 1083–1086 (2017).
9. Mehta, V. B. & Besner, G. E. HB-EGF promotes angiogenesis in endothelial cells via PI3-kinase and MAPK signaling pathways. *Growth Factors* **25**, 253–263 (2007).

10. Gillich, A. *et al.* Capillary cell-type specialization in the alveolus. *Nature* **586**, 785–789 (2020).
11. Masoud, A. G. *et al.* Apelin directs endothelial cell differentiation and vascular repair following immune-mediated injury. *J Clin Invest* **130**, 94–107 (2020).
12. Poduri, A. *et al.* Endothelial cells respond to the direction of mechanical stimuli through SMAD signaling to regulate coronary artery size. *Development* **144**, 3241–3252 (2017).
13. Li, L. *et al.* The  $\alpha$  and  $\Delta$  isoforms of CREB1 are required to maintain normal pulmonary vascular resistance. *PLoS One* **8**, e80637 (2013).
14. Farrell, S., Mani, M. & Goyal, S. Inferring single-cell transcriptomic dynamics with structured latent gene expression dynamics. 2022.08.22.504858 Preprint at <https://doi.org/10.1101/2022.08.22.504858> (2022).
15. Blois, S. M. *et al.* Dendritic cells: key to fetal tolerance? *Biol Reprod* **77**, 590–598 (2007).
16. Nizzoli, G. *et al.* Human CD1c<sup>+</sup> dendritic cells secrete high levels of IL-12 and potently prime cytotoxic T-cell responses. *Blood* **122**, 932–942 (2013).
17. Karsunky, H., Merad, M., Cozzio, A., Weissman, I. L. & Manz, M. G. Flt3 ligand regulates dendritic cell development from Flt3<sup>+</sup> lymphoid and myeloid-committed progenitors to Flt3<sup>+</sup> dendritic cells in vivo. *J Exp Med* **198**, 305–313 (2003).
18. Spranger, S., Dai, D., Horton, B. & Gajewski, T. F. Tumor-Residing Batf3 Dendritic Cells Are Required for Effector T Cell Trafficking and Adoptive T Cell Therapy. *Cancer Cell* **31**, 711-723.e4 (2017).

19. Nguyen-Phuong, T., Chung, H., Jang, J., Kim, J.-S. & Park, C.-G. Acetyl-CoA carboxylase-1/2 blockade locks dendritic cells in the semimature state associated with FA deprivation by favoring FAO. *J Leukoc Biol* **111**, 539–551 (2022).
20. Ratliff, M. L. *et al.* ARID3a gene profiles are strongly associated with human interferon alpha production. *J Autoimmun* **96**, 158–167 (2019).
21. Lee, Y. S. & Radford, K. J. The role of dendritic cells in cancer. *Int Rev Cell Mol Biol* **348**, 123–178 (2019).
22. Zuniga, E. I., McGavern, D. B., Pruneda-Paz, J. L., Teng, C. & Oldstone, M. B. A. Bone marrow plasmacytoid dendritic cells can differentiate into myeloid dendritic cells upon virus infection. *Nat Immunol* **5**, 1227–1234 (2004).
23. de Heer, H. J. *et al.* Essential role of lung plasmacytoid dendritic cells in preventing asthmatic reactions to harmless inhaled antigen. *J Exp Med* **200**, 89–98 (2004).
24. Blackwell, T. S. *et al.* NF- $\kappa$ B signaling in fetal lung macrophages disrupts airway morphogenesis. *J Immunol* **187**, 2740–2747 (2011).
25. Gehrie, E., Van der Touw, W., Bromberg, J. S. & Ochando, J. C. Plasmacytoid dendritic cells in tolerance. *Methods Mol Biol* **677**, 127–147 (2011).
26. Oracki, S. A., Walker, J. A., Hibbs, M. L., Corcoran, L. M. & Tarlinton, D. M. Plasma cell development and survival. *Immunol Rev* **237**, 140–159 (2010).
27. Venkataraman, C., Shankar, G., Sen, G. & Bondada, S. Bacterial lipopolysaccharide induced B cell activation is mediated via a phosphatidylinositol 3-kinase dependent signaling pathway. *Immunol Lett* **69**, 233–238 (1999).

# Supplementary material for: Early human fetal lung atlas reveals the temporal dynamics of epithelial cell plasticity
**Source:** Nat Commun. 2024 Jul 13;15:5898. doi: 10.1038/s41467-024-50281-5
**Supplement:** Supplementary file 3 — Description of additional supplementary files

## **Description of Additional Supplementary files**

**Supplementary Data 1:** List of cell type markers top differentially expressed genes calculated using Wilcoxon rank sum test.

**Supplementary Data 2:** Percentages of cell subtypes.

# Supplementary material for: Early human fetal lung atlas reveals the temporal dynamics of epithelial cell plasticity
**Source:** Nat Commun. 2024 Jul 13;15:5898. doi: 10.1038/s41467-024-50281-5
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>The cDNA were prepared with the 10X Chromium Next GEM single-cell 3' Reagent Kits v3.1 (10x Genomics, cat#1000121, 1000120, 1000123) and sequenced using the Illumina NovaSeq6000 sequencer. Reads were aligned to the human reference genome (hg 19, GRCh38) and libraries were demultiplexed and aligned using 10X Cell Ranger v6.0.1. Seurat v4.0 was used for subsequent analysis. For spatial transcriptomics, tissue sections were generated and stained with hematoxylin &amp; eosin for 10X Visium platform (FPPE v2) analyses. The Visium Human Transcriptome Probe Set v2.0 was used. Spaceranger (2.1.0) was used to perform demultiplexing and alignment to the GRCh38-2020-A reference. For 10x Xenium in situ analysis, we created a custom panel (CFVU2E) building off the pre-designed Xenium Human Lung Gene Expression Panel (cat #: 1000601).</p> <p>Immunofluorescence images were obtained using the Quorum Spinning Disc Confocal microscope equipped with a Hamamatsu C9100-13 EM-CCD camera and 10x/0.4, 20x/0.75, 40x/0.95 and 60x/1.35 (water) objectives. Captured images were analyzed using the Velocity software. Human pluripotent stem cell (PSC) lines CA1 (courtesy of Dr. Andras Nagy, Lunenfeld-Tenenbaum Research Institute, Toronto) and BU3 (courtesy of Dr. Darrell Kotton, Boston University) were differentiated into fetal lung phenotypes using our directed differentiation protocol. Human PSC-derived fetal lung cells and organoids represent to early and later stages along the differentiation process. Technical replicates (N=3 independant differentiation sets) were pooled to create the single cell libraries for sequencing using the 10X platform as above.</p> |
| Data analysis   | <p>For the scRNA-seq analyses, we used Cell Ranger v6.0.1 and the following R and Python packages: Seurat (v4.0), SeuratData (v0.2.2), SCENIC (v1.3.1), SCopeLoomR (v0.13.0), clustree (v0.5.0), enRichr (v3.2), slingshot (v2.7.0), tidyverse (v2.0.0), viridis (v0.6.2), grDevices (v4.2.1), Matrix (v1.6.4/1.6.5), rgl (v1.2.3), clusterExperiment (v2.16.0), gam (v1.22.2), AUCell (v1.18.1), foreach (v1.5.2), data.table (v1.14.1), pheatmap (v1.0.12), gplots (v3.1.3), SingleCellExperiment (v1.16.0), tradeSeq (v1.8.0), ggplot2 (v3.5.0), CellChat (v1.6.1), numpy (1.22.4/1.23.5), pandas (1.4.2, 2.0.3), scanpy (1.9.1/1.10.1), scvelo (0.2.5), cellrank (2.0.0), anndata (0.8.0), matplotlib (3.5.2), sklearn (0.24.0), seaborn (0.13.0/0.13.2), squidpy (1.2.3), scFates (1.0.6), loompy (3.0.6), MulticoreTSNE (0.1).</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

Codes for the computational analyses are available at [https://github.com/spencerfar/fetal\\_lung\\_analysis](https://github.com/spencerfar/fetal_lung_analysis) (DOI: 10.5281/zenodo.11231149) and [https://github.com/The-HQQ/Human\\_fetal\\_lung\\_atlas/](https://github.com/The-HQQ/Human_fetal_lung_atlas/) (DOI: 10.5281/zenodo.11238128 ) respectively.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The single cell RNA sequencing and spatial sequencing data generated in this study have been deposited in the NCBI GEO database under accession codes GSE264398, GSE264425, GSE264407, GSE266789. The raw sequencing files can be accessed on the NCBI website through the accession codes and all processed sequencing data can be obtained at Synapse (<https://www.synapse.org/#!/Synapse:syn53437291/files/>). The source data generated in this study are available at <https://www.synapse.org/#!/Synapse:syn59808546>. The published human fetal lung datasets were obtained from He et al. (Array Express; E-MTAB-11278), Sountoulidis et al. (GEO; GSE215898), and Cao et al. (OMIX; OMIX003147) and mouse embryonic dataset obtained from Negretti et al. (GEO; GSE165063). The adult lung single cell RNA sequencing dataset was obtained from the Human Cell Atlas portal (<https://datasets.cellxgene.cziscience.com/2aa90e63-9a6d-444d-8343-8fc2a9921797.rds>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | No tissues collected were excluded. We collected both male and female lung tissues for our sequencing analyses. The sex of the tissue was determined retrospectively through analysis of the expression of sex-determining genes SRY and XIST. To our knowledge, there are no sex or gender effects that influences the outcome of our analysis especially in this particularly early developmental stage of fetal development. As such, we did not perform sex-based analysis as we did not obtain more than one lung samples for some gestational weeks.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Reporting on race, ethnicity, or other socially relevant groupings | Not applicable.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Population characteristics                                         | For this study, we did not collect the population characteristics of the pregnant women. Only tissues from "normal" or "healthy" pregnancies were collected by the Biobank. No other exclusion criteria related to the mother's medical condition or the fetus were used. There was no bias in tissue collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Recruitment                                                        | All tissue collections were obtained from the Mount Sinai Hospital Research Centre for Women's and Infants' Health (RCWIH) biobank with REB approval from both the Mount Sinai Hospital Research Ethics Board and the Hospital for Sick Children Research Ethics Board.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight                                                   | Human fetal lung tissue collection for the purpose of understanding human lung cell development was obtained from the Research Centre for Women's and Infants' Health (RCWIH) biobank using a protocol in accordance and approved by the Mount Sinai Hospital Research Ethics Board (REB #: 20-0035-E, March 2024) and the Hospital for Sick Children Research Ethics Board (REB #: 1000067499, January 2024). Tissue collection for research use was approved for gestational week 10-20 lung tissues. Fetal lung tissues were harvested from voluntary elective pregnancy terminations (up to 20 weeks gestation) where consent was obtained for the donation of fetal tissues for research.<br><br>The study protocol for use of human pluripotent stem cells (CA1 and BU3, female and male lines respectively) for in-vitro differentiations into lung cell lineages were approved by the Canadian Institutes of Health Research Stem Cell Oversight Committee and Hospital for Sick Children Research Ethics Board (REB #: 1000071246, June 2023). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Data exclusions | Cells with less than 200 features, greater than 15% mitochondrial transcript, and genes expressed in less than 3 cells were excluded from our analysis. Furthermore, principal component analysis (PCA) for each sample was done to ensure filtering of doublets and high-quality cells. Gene expression levels were log normalized datasets and highly variable features that identify high cell-cell variation within each sample dataset were determined using Seurat's FindVariableFeatures. Regarding all other analyses, no data were excluded.                                                                                                                                             |
| Replication     | All attempts to repeat experiments were successful. For the same gestational age lungs, where multiple donors were available, our analyses pipeline showed reproducible results.<br>For added level of reproducibility, we leverage multiple computational teams to perform the computational analyses. We used multiple methods in our analyses to validate the results and we sourced computational support from the SickKids Computational medicine team (three of them coauthors on this paper) as well as the two co-first authors who performed most of the computational analyses are from different labs to perform the analyses independently to ensure reproducibility of the findings. |
| Randomization   | For some of the analysis, we grouped samples based on gestational age to represent 3 developmental time points. This enabled us to increase the sample size per group. This method and the rationale for doing so is explained in the manuscript.                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | The investigators were not blinded in the data collection or analysis. This was not applicable in this study due to sample size limitations.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>All primary and secondary antibodies used in this study is listed in details in Supplementary Table 3. Antibodies are listed by protein target, host specie of antibody, supplier, catalog number and, working dilution</p> <p>Primary antibodies</p> <p>anti-ACTA2, Rabbit, Abcam, ab124964, 1:500<br/> anti-ASCL1, Goat, Rockland, 600-101-MH4, 1:500<br/> anti-CFTR, Mouse, Millipore, MAB1660, 1:70<br/> anti-Delta NP63, Mouse, Abcam, ab735, 1:100<br/> anti-Desmin, Goat, R&amp;D, AF3844-SP, 1:100<br/> anti-FOXJ1, Rabbit, Abcam, ab235445, 1:100<br/> anti-MEF2C, Mouse, Invitrogen, MA5-25477, 1:50<br/> anti-NKX2-1, Rabbit, Abcam, ab76013, 1:200<br/> anti-SCGB3A2, Goat, Santa Cruz, sc-48320, 1:50<br/> anti-SFTPB, Rabbit, Abcam, ab40876, 1:50<br/> anti-SOX2, Goat, R&amp;D, AF2018, 1:300<br/> anti-SOX9, Goat, R&amp;D ,AF3075, 1:600</p> <p>Secondary Antibodies</p> <p>Anti-mouse IgG (H+L) Alexa Fluor 488, Donkey, Invitrogen, A21202, 1:500<br/> Anti-rabbit IgG (H+L) Alexa Fluor 488, Donkey, Invitrogen, A21206, 1:500<br/> Anti-rat IgG (H+L) Alexa Fluor 488, Donkey, Invitrogen, A21208, 1:500<br/> Anti-mouse IgG (H+L) Alexa Fluor 546, Donkey, Invitrogen, A10036, 1:500<br/> Anti-rabbit IgG (H+L) Alexa Fluor 546, Donkey, Invitrogen, A10040, 1:500<br/> Anti-goat IgG (H+L) Alexa Fluor 546, Donkey, Invitrogen, A11056, 1:500</p> |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Anti-rat IgG (H+L) Alexa Fluor 555, Donkey, Invitrogen, A48270, 1:500  
 Anti-Rabbit IgG (H&L) Alexa Fluor 647, Donkey, Abcam, ab150075, 1:500  
 Anti-goat IgG (H+L) Alexa Fluor 647, Donkey, Invitrogen, A21447, 1:500

## Validation

For validation of all primary antibodies, the manufacturer provides information regarding the species reactivity and the recommended concentrations in relevant citations. For each antibody, we also perform a titration analysis based on the recommended concentrations to determine the optimal concentration for best signal to noise outcome in the staining. Negative controls were done using non-immune isotype controls or "no primary" controls on serial sections of the lung tissue.

## Plants

### Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

### Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

### Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

How the deposited data were processed for this re-analysis (not part of the article)

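Gene expression was measured by droplet scRNA-seq with MULTI-seq sample tags in hPSC-derived fetal lung cells and fetal lung organoids of 2 cell lines, CA1 and BU3, in 4 libraries. The authors aligned the reads, counted UMIs per gene and cell, and deposited a table of raw counts with its genes and cell barcodes for each library. The submitters' processing notes name bcl2fastq 2.20 and Seurat 4.0, with Cell Ranger for alignment and counting. For primary tissue the paper states filters on genes per cell, a limit of 15% mitochondrial transcripts and exclusion of genes in under 3 cells, and it states that the hPSC libraries were handled similarly. The genome is given in the paper with names of 2 builds, of which GRCh38 (GENCODE 44) was used here for gene positions only. The tables hold filtered cells already assigned to a line, and neither reads nor tag counts were used here. Every organoid cell lies under 2500 genes, which can lower the part of cells with many transcripts in the organoids.

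The deposited counts were summed per gene and library over all cells. Depth ran from 2049700 to 39971040 UMIs per library. TMM factors were 0.994 and 0.894 for the CA1 and BU3 fetal lung cells and 1.07 and 1.05 for the organoids. Stages were compared with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) over the 16842 genes kept by its filter on low counts, at a Benjamini-Hochberg adjusted p under 0.05. Lines were compared with the stage as a covariate. The biological coefficient of variation was 31.0% in the stage comparison. Log2 fold changes within a line used a pseudocount of 0.5 CPM, and log CPM for principal components a prior count of 2. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and with an estimated one, and with fry. By their labels the cell line pairs the libraries, but 2 of the 4 libraries matched their line label, so the pairing rests on the labels. The deviations of the lines from their stage means had a correlation of −0.133 over 16308 genes (Spearman −0.189). Data were simulated with the means and depths of these libraries. In them the stage comparison recovered 2.99% of 2-fold, 52.2% of 4-fold and 89.4% of 8-fold changes, with 11 false calls among 16642 unchanged genes. These changes were set in 67, 67 and 66 genes, against 3223 genes called in the data, so the rates need not hold there. The line comparison recovered 8.96%, 70.1% and 97.0%, with 23 false calls.

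Cells of each stage were clustered with scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19), both lines together. The paper states that the stages were clustered separately and does not state how the lines were combined. Counts were scaled to 10000 per cell and logged, and genes in at least 3 cells were kept. With 2000 variable genes scaled to at most 10, 30 principal components and 15 neighbours were used for Louvain clustering at the paper's resolutions of 0.15 and 0.25. A cluster took the name of a cell type only where at least 3 of its markers were among the 100 leading genes and the genes with the largest fold did not go against it. Phases were called in cells thinned to 1500 UMIs, a depth that all cells reach. A gene at 0 in all libraries of a stage was given a floor of 3 counts over the stage, and a gene with 1 to 3 counts a ratio with an exact counting interval.

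The genes named are those the study names for the hPSC models or prints beside Fig. 9F, then the 10 genes per direction with the largest log2 fold change among those past the threshold, with the same direction in both lines and at least 50 CPM in the higher stage. Sex-linked genes and genes without an approved name were left out of that choice. Up to 4 members of each list with the smallest adjusted p and 10 genes per cluster with the largest fold complete the rule. Other list members were named after their values were seen. Some genes that this rule or the lists take in are not reported here. The alternatives were DESeq2 1.42.0, no TMM normalization, every gene with at least 1 count, cells with at least 1000 genes and under 10% mitochondrial UMIs, equal cell numbers, no doublets, the cell line as a block, each library left out, other clustering settings, other UMI minimums and scores without control genes. Cells with at least 3000 UMIs and a crossed pairing were added after the data were seen. The overlap with primary cell types, the correlation with gestational ages, the integration with primary cells and the RNA velocity were not repeated, since they need data not used here.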

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

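The tests on genes nearly absent from the BU3 fetal lung cells and the test of free RNA across clusters were chosen after the results were seen, and the former replaced 2 earlier ones whose values had been seen. In the BU3 fetal lung cells, 7 autosomal genes (*CHCHD2*, *EMC10*, *NLRP2*, *KHDRBS3*, *MTLN*, *ZNF667-AS1* and *ZNF208*) had at most 3 UMIs each, while each had at least 20 CPM in the CA1 fetal lung cells, and together they summed to 445 CPM in the organoids labelled BU3 and 543 in those labelled CA1, a signal in genes the paper does not discuss. A candidate explanation is free RNA from cells of the other line, since their level in barcodes with at least 3000 UMIs was 0.742 times that in shallower ones (interval 0.649 to 0.847) in the organoids labelled BU3 and 1.03 times (0.903 to 1.18) in those labelled CA1, a difference in the direction that free RNA would give. It is not settled, since these genes stood at 0.820 times their CA1 organoid level in BU3 (median of the genes 0.794), so that free RNA with the make-up of the CA1 organoids would have to supply most molecules, whereas mesenchymal genes outside the mesenchymal-like cluster stood at 0.293 times (interval 0.266 to 0.322). Organoid libraries that both hold cells of 1 line, which would give a depth ratio of about 1 where 0.742 was seen, and loci switched on in the organoids, on which the median log2 fold change in CA1 (−0.32) does not bear, cannot be told apart from free RNA, since a level that differs by cell type with depth was not tested. Of the deeper barcodes labelled BU3, 22.8% (interval 17.6 to 28.8) had no UMI of these genes where an equal level among them gives 19.6%, and 77.2% (interval 71.2 to 82.4) had one where the level of the whole library gives 85.0%.

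The hepatic list summed to 4724 CPM in the mesenchymal-like organoid cluster 3 of CA1, a cell type that should lack these genes. Doublets are argued against, since 100% of the cells of this cluster had a UMI of a hepatic gene. Free RNA in the suspension is a candidate source. The highest level of a hepatic gene over CA1 organoid clusters 1, 3, 4 and 5 was 1.29 times its lowest (median of the list). For mesenchymal genes this was 30.0, but cluster 3 was named by those markers, so that value could not come out low. Clusters 0 and 2 were left out of the ratio, and their CA1 cells summed to 5675 and 4235 CPM of the hepatic list. In BU3 the list summed to 5820.1 CPM in the 17 cells of cluster 3, 5355 to 15593 in clusters 0 to 2, 7027 in the 6 cells of cluster 4 and 20597 in the 9 of cluster 5, whose median cell had 25 UMIs of the list at a median of 5030 UMIs. No biological explanation was tested.

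In 17 measures the lines moved in opposite directions between the stages, and these differences were not tested. The lines also differed at the start. The hepatic-like cluster 1 held 36.8% of the fetal lung cells labelled CA1 and 3.61% of those labelled BU3. A response of a line to the stage was therefore not told apart from a difference in starting cells. The score of mesenchymal cells rose in CA1 and fell in BU3 (BU3 minus CA1 −0.271). Without control genes it fell in both (−0.0325 and −0.296). The score of endothelial cells rose in CA1 and fell in BU3 too (−0.0156), with 0.00843 and −0.000338 in the lines when thinned. The score of thyroid cells fell in CA1 and rose in BU3 (0.0624). The score of the NOTCH pathway list did so as well (0.0571), with −0.0116 and 0.0134 when thinned, but fell in both without control genes (−0.116 and −0.0503). The log2 fold change was above 0 in CA1 and below it in BU3 for *SOX2* (−1.55), *VIM* (−2.12), *TFAP2A* (−1.41), *GNG11* (−1.89), *PDGFRA* (−1.81) and *EYA1* (−1.66) (BU3 minus CA1). It was below 0 in CA1 and above it in BU3 for *SOX9* (0.75), *TFPI2* (1.98), *SEC11C* (1.41), *CEBPA* (3.40), *CLDN18* (1.61), *GATA4* (2.63) and *TTR* (2.38).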

How the results depend on the processing

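Of the main results, 73 values under other settings stayed within the limits set and 41 moved. Of the others, 2539 stayed, 158 lost a call, 101 gained one, 144 moved and 4 changed sign. The latter are score differences. Without control genes those of NKX2-1+SOX9+CFTR+ cells and mesenchymal cells in CA1 were −0.00489 and −0.0325, and that of the NOTCH list in BU3 −0.0503. Thinned, the mean of the NOTCH list was 0.000946. Score differences not reported elsewhere in the text were not counted. Of these, pharyngeal and thymic epithelium in BU3 went from 0.00188 to −0.00548 thinned and −0.00670 without control genes. Amnion and trophoblast in BU3 went from 0.00535 to −0.00368 and −0.0137. Their mean over the lines went from 0.0168 to −0.00667 without control genes. The count of genes changed between stages was 5355 over every gene with at least 1 count, where 27118 genes were tested. Of the genes that the rule or the text names, 32 gained a call there and 0 lost one. The number of genes tested is therefore not the only cause. Leaving out each library gave 441 to 3532, with the lone library assumed to vary like the others. Of the called genes that the rule or the text names, 64 of 132 were lost without the CA1 organoids, 70 of 134 without the BU3 organoids and at most 6 under any other setting. The replicate block by cell line gave 2361 genes. It ended the calls of *MECOM*, *NAPSA*, *INSIG1* and *ITGA6* and added those of *S100A6* and *WT1* and of the SMG basal list, and changed no other call of a gene or list named in the text. Crossed pairing, added after the data were seen because the correlation between stages was negative, gave 4174 genes. Between lines, 5 genes were called by DESeq2, 116 over every gene with at least 1 count and 1 among cells with at least 3000 UMIs, which was chosen after the data were seen, against 0. With an estimated correlation, where the test rests on 2 residual degrees of freedom, 0 lists passed, and under the other settings 21 to 28.

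For CA1 and BU3 fetal lung cells and CA1 and BU3 organoids, in this order, shares of cells with *CFTR* were 0.361%, 0.271%, 0.873% and 1.64% thinned and 2.45%, 1.81%, 0.291% and 0% with at least 2 UMIs. For *SOX9* with *CFTR* they were 0.0722%, 0%, 0.175% and 0.137% thinned and 0.794%, 0.181%, 0.0582% and 0% with at least 2 UMIs. For *SOX2* with *CFTR* they were 0.0722%, 0%, 0.175% and 0% and 1.01%, 0.451%, 0% and 0%. *NKX2-1*, *SOX9* and *CFTR* together gave 0% and 0% in BU3 fetal lung cells. Unthinned, shares in S or G2/M were 74.2%, 82.9%, 21.8% and 25.7%. Mean score differences of budtip and tip cells were 0.0793 in the main setting, 0.0509 thinned and 0.0468 without control genes. In the same order they were 0.147, 0.0926 and 0.0661 for SOX2high/low CFTR+ cells, with 0.107, 0.0667 and 0.0260 in BU3. For basal cells they were 0.131, 0.0921 and 0.106. The cause of these moves was not tested. Depth limits the unthinned shares, since thinning took that of *CFTR* from 9.89% to 0.361% in the CA1 fetal lung cells and from 2.74% to 1.64% in the BU3 organoids.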

Differences from the paper's values

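The paper gives 23,968 UMIs for the fetal lung cells, whereas the deposited counts sum to 56558656. For the organoids the paper gives 28,648 UMIs, and the counts sum to 10016949. None of the alternatives set before the data were examined applies to these sums. The tables hold 23968 genes with a UMI in at least 3 fetal lung cells, and the organoid tables list 28648 genes. The paper shows about 5 organoid clusters in Fig. 8D, read by eye, whereas 6 were found here and 6 or 7 under the other settings.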

Other observations

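Interferon-induced genes rose from fetal lung cells to organoids and were highest in organoid cluster 2 (numbered by size). *MX1*, an antiviral GTPase gene (log2 fold change 7.49, adjusted p = 0.000526, edgeR), *OAS1*, which senses double-stranded RNA (log2 fold change 7.96, adjusted p = 0.000526, edgeR), and *ISG15*, a ubiquitin-like modifier (log2 fold change 4.97, adjusted p = 0.00173, edgeR), rose. Of 12 interferon genes, 9 rose and 0 fell (9 and 0 when adjusted over the list alone). The interferon list had an adjusted p of 2.96e-29 from camera, and an adjusted p of 0.260 with an estimated correlation. Its genes summed to 11779 CPM in organoid cluster 2 and to 1996 to 3574 in the other organoid clusters. Immediate early genes rose as well, such as *FOS* (log2 fold change 4.37, adjusted p = 0.00295, edgeR) and *EGR1* (log2 fold change 3.31, adjusted p = 0.00156, edgeR). Of 9 early stress genes, 7 rose and 0 fell (7 and 0 when adjusted over the list alone), and the list had an adjusted p of 9.96e-10 from camera, and an adjusted p of 0.321 with an estimated correlation. Of 12 hypoxia and glycolysis genes, 7 rose and 0 fell (9 and 0 when adjusted over the list alone), among them *NDRG1* (log2 fold change 5.72, adjusted p = 0.00599, edgeR) and *VEGFA* (log2 fold change 1.86, adjusted p = 0.0182, edgeR). The hypoxia list had an adjusted p of 9.90e-05 from camera, and an adjusted p of 0.321 with an estimated correlation. *VEGFA* no longer passed without the CA1 organoids (adjusted p = 0.0892, edgeR) or without the BU3 organoids (adjusted p = 0.114). In the early stress list 7 and 3 genes passed without the CA1 and without the BU3 organoids, in the hypoxia and glycolysis list 1 and 2.

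Of 10 WNT targets, 0 rose and 7 fell (0 and 8 when adjusted over the list alone), among them *LEF1*, a transcription factor of the pathway (log2 fold change −3.87, adjusted p = 0.00363, edgeR), and *NOTUM*, a WNT deacylase gene (log2 fold change −4.14, adjusted p = 0.00829, edgeR). The WNT list had an adjusted p of 2.08e-06 from camera, and an adjusted p of 0.343 with an estimated correlation. Of 9 retinoic acid targets, 3 rose and 0 fell (6 and 0 when adjusted over the list alone). They were *CYP26B1*, which degrades retinoic acid (log2 fold change 5.03, adjusted p = 0.0139, edgeR), *DHRS3* and *HOXA5*. The retinoic acid list had an adjusted p of 0.0415 from camera, and an adjusted p of 0.400 with an estimated correlation. Of 7 YAP targets, 0 rose and 2 fell (1 and 4 when adjusted over the list alone), *ANKRD1* and *TEAD4*, and the YAP list had an adjusted p of 0.0162 from camera, and an adjusted p of 0.343 with an estimated correlation. Of 10 FGF and ERK targets, 1 rose and 0 fell (1 and 0 when adjusted over the list alone), namely *DUSP4*, and the list had an adjusted p of 0.461 from camera, and an adjusted p of 0.614 with an estimated correlation. Of 10 NOTCH pathway genes, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), by edgeR. The NOTCH list had an adjusted p of 0.766 from camera, and an adjusted p of 0.834 with an estimated correlation, with a mean log2 fold change of 0.08 and a median of −0.14, while the test pointed down. Of 11 cholesterol synthesis genes, 2 rose and 0 fell (2 and 1 when adjusted over the list alone), among them *INSIG1*, and the list had an adjusted p of 0.581 from camera, and an adjusted p of 0.834 with an estimated correlation. Of 8 airway ion transport genes, 5 rose and 0 fell (7 and 0 when adjusted over the list alone). They were *SCNN1A*, a sodium channel subunit gene (log2 fold change 3.81, adjusted p = 0.00109, edgeR), *AQP5*, a water channel gene (log2 fold change 4.63, adjusted p = 0.00607, edgeR), *AQP3*, *SLC12A2* and *ATP1B1*. The ion transport list had an adjusted p of 8.99e-06 from camera, and an adjusted p of 0.260 with an estimated correlation. *DHRS3*, *HOXA5*, *TEAD4*, *DUSP4*, *INSIG1*, *AQP3*, *SLC12A2* and *ATP1B1* no longer passed without the CA1 organoids (adjusted p from 0.0585 to 0.157, edgeR) or without the BU3 organoids (adjusted p from 0.0904 to 0.238). *NOTUM* no longer passed without the CA1 organoids (adjusted p = 0.0664, edgeR) and *CYP26B1* no longer passed without the BU3 organoids (adjusted p = 0.0709, edgeR). *INSIG1* also missed the threshold among cells with at least 1000 genes and under 10% mitochondrial UMIs (adjusted p = 0.0742), with the cell line as a block (adjusted p = 0.0666) and without the CA1 fetal lung cells (adjusted p = 0.0733). *AQP3* also missed the threshold with equal cell numbers (adjusted p = 0.0500). In the WNT list 2 and 4 genes passed without the CA1 and without the BU3 organoids, in the retinoic acid list 1 and 0, in the YAP list 1 and 1, in the FGF and ERK list 0 and 0, in the cholesterol synthesis list 0 and 0, in the airway ion transport list 2 and 2. In the retinoic acid list 5 and 5 genes passed without the CA1 and without the BU3 fetal lung cells, in the FGF and ERK list 1 and 4, in the NOTCH list 0 and 1, in the cholesterol synthesis list 2 and 1. For the retinoic acid list, camera gave an adjusted p of 0.134 without the CA1 fetal lung cells. For the YAP list, camera gave an adjusted p of 0.0506 without the CA1 organoids.

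Of 5 pluripotency genes, 0 rose and 5 fell (0 and 5 when adjusted over the list alone). They were *LIN28A* (log2 fold change −3.86, adjusted p = 0.00400, edgeR), *L1TD1* (log2 fold change −3.70, adjusted p = 0.00186, edgeR), *DPPA4*, *POU5F1* and *DNMT3B*. The pluripotency list had an adjusted p of 3.97e-10 from camera, and an adjusted p of 0.260 with an estimated correlation. Of 4 definitive endoderm genes, 0 rose and 2 fell (0 and 3 when adjusted over the list alone), *SOX17* and *MIXL1*, and the list had an adjusted p of 0.0359 from camera, and an adjusted p of 0.468 with an estimated correlation. *SOX17* was higher in the fetal lung cells by 133-fold (counting interval 23.8 to 5267), and *MIXL1*, with 0 UMIs in the organoids, was at least 5.43-fold lower there over a floor of 3 counts per stage. Of 8 genes of the epithelial-mesenchymal transition, 0 rose and 2 fell (0 and 4 when adjusted over the list alone), *CDH2* and *FN1*, and the list had an adjusted p of 0.0131 from camera, and an adjusted p of 0.400 with an estimated correlation. Of 6 surfactant genes, 3 rose and 0 fell (4 and 0 when adjusted over the list alone), *SFTPB*, *LAMP3* and *NAPSA*, and the list had an adjusted p of 0.00764 from camera, and an adjusted p of 0.334 with an estimated correlation. Of 11 lung epithelial core genes, 2 rose and 2 fell (3 and 3 when adjusted over the list alone). *KRT19* and *CDH1* rose and *FOXA2* and *CLDN6* fell, and the list had an adjusted p of 0.786 from camera, and an adjusted p of 0.834 with an estimated correlation. *POU5F1*, *DNMT3B*, *SOX17*, *MIXL1*, *FN1*, *KRT19*, *CDH1* and *CLDN6* no longer passed without the CA1 organoids (adjusted p from 0.0548 to 0.216, edgeR) or without the BU3 organoids (adjusted p from 0.0611 to 0.169). *CDH2* and *NAPSA* no longer passed without the BU3 organoids (adjusted p from 0.101 to 0.242, edgeR). *MIXL1* also missed the threshold with DESeq2 (adjusted p = 0.0519). *NAPSA* also missed the threshold with DESeq2 (adjusted p = 0.0518), with the cell line as a block (adjusted p = 0.0632) and without the BU3 fetal lung cells (adjusted p = 0.101). *CDH2* also missed the threshold without the CA1 fetal lung cells (adjusted p = 0.0546). In the pluripotent list 3 and 3 genes passed without the CA1 and without the BU3 organoids, in the definitive endoderm list 0 and 0, in the epithelial-mesenchymal transition list 1 and 0, in the lung epithelial core list 0 and 0. In the definitive endoderm list 1 and 5 genes passed without the CA1 and without the BU3 fetal lung cells. For the definitive endoderm list, camera gave an adjusted p of 0.0721 without the CA1 organoids and 0.247 without the CA1 fetal lung cells.

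Of 9 mesenchymal genes, 0 rose and 1 fell (0 and 1 when adjusted over the list alone), namely *COL1A1*, and the list had an adjusted p of 0.395 from camera, and an adjusted p of 0.831 with an estimated correlation. Of 6 endothelial genes, 1 rose and 0 fell (3 and 0 when adjusted over the list alone), namely *CLDN5*, and the list had an adjusted p of 0.581 from camera, and an adjusted p of 0.690 with an estimated correlation. Of 10 neural genes, 1 rose and 3 fell (2 and 4 when adjusted over the list alone). *S100B* and *SOX10* were among those that fell. The neural list had an adjusted p of 0.189 from camera, and an adjusted p of 0.474 with an estimated correlation, with a median log2 fold change of 0.01 and a mean of −1.23, while the test pointed down. *SOX10* had 0 UMIs in the organoids and was at least 74.4-fold lower there over the floor. Of 5 pharyngeal and thymic genes, 1 rose and 0 fell (1 and 0 when adjusted over the list alone), namely *PAX9*, and the list had an adjusted p of 0.204 from camera, and an adjusted p of 0.690 with an estimated correlation. Of 5 mesothelial genes, 1 rose and 0 fell (3 and 1 when adjusted over the list alone), namely *MSLN*, and the list had an adjusted p of 0.251 from camera, and an adjusted p of 0.468 with an estimated correlation. Of 8 amnion and trophoblast genes, 2 rose and 2 fell (2 and 3 when adjusted over the list alone). *VTCN1* and *GABRP* rose and *TFAP2B* and *HAND1* fell. The amnion list had an adjusted p of 0.819 from camera, and an adjusted p of 0.835 with an estimated correlation, with a median log2 fold change of −0.07 and a mean of 0.38, while the test pointed up. The lists of ionocytes, blood and thyroid cells had too few measured genes to test. *COL1A1*, *S100B*, *PAX9*, *MSLN*, *GABRP*, *TFAP2B* and *HAND1* no longer passed without the CA1 organoids (adjusted p from 0.0590 to 0.166, edgeR) or without the BU3 organoids (adjusted p from 0.0688 to 0.171). *CLDN5* no longer passed without the CA1 organoids (adjusted p = 0.214, edgeR). *CLDN5* also missed the threshold without the CA1 fetal lung cells (adjusted p = 0.0503). *MSLN* also missed the threshold without the BU3 fetal lung cells (adjusted p = 0.0516). In the mesenchymal list 0 and 0 genes passed without the CA1 and without the BU3 organoids, in the endothelial list 0 and 1, in the neural list 2 and 2, in the pharyngeal and thymic epithelium list 0 and 0, in the mesothelial list 0 and 0, in the amnion and trophoblast list 1 and 1. In the mesenchymal list 3 and 5 genes passed without the CA1 and without the BU3 fetal lung cells, in the endothelial list 0 and 1, in the pharyngeal and thymic epithelium list 1 and 2, in the mesothelial list 3 and 1, in the amnion and trophoblast list 7 and 4. For the mesenchymal list, camera gave an adjusted p of 0.0166 without the CA1 fetal lung cells. For the pharyngeal and thymic epithelium list, camera gave an adjusted p of 0.00912 without the BU3 fetal lung cells and 0.0461 over every gene with at least 1 count.

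Cell cycle genes were lower in the organoids, but in organoid cluster 1 their median log2 fold change over the fetal lung cells was −0.09 in CA1 and −1.13 in BU3. Thinned to 1500 UMIs, 47.6% (interval 42.9 to 52.4) of cluster 1, lines pooled, were assigned to S or G2/M. In the fetal lung cells the shares were 60.5% for CA1 and 77.3% for BU3. The thinned score of the S phase list was −0.0240 in cluster 1 and averaged 0.0837 in the fetal lung cells. The paper describes proliferating progenitor scores in early organoid clusters. Few UMIs per barcode in the BU3 organoids are argued against, since the median log2 fold change in BU3 was −2.36 among cells with at least 3000 UMIs. The limit of 2500 genes per organoid cell cannot be told apart from a change in the cells. Against BU3 fetal lung cells under that limit the median was −1.46, but its quartiles (−1.90 to −0.94) span the bound of −1 set beforehand, and CA1 has no such cells, so the stage of differentiation stays open as a biological explanation.

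Between the lines, edgeR called 0 of 16842 genes, with 377 at an unadjusted p under 0.05, and DESeq2 called 5. *CSRP1*, a LIM protein gene (log2 fold change 4.25, adjusted p = 1.56e-05, DESeq2), *AL078587.2* (log2 fold change 6.33, adjusted p = 0.00133) and *CFLAR* (log2 fold change 2.10, adjusted p = 0.0436) were higher in the libraries labelled BU3. *ACTA1*, skeletal actin (log2 fold change −3.30, adjusted p = 0.0147), and *DLK1* (log2 fold change −2.02, adjusted p = 0.0147) were lower. These genes were chosen after their values were seen. The first principal component of the 4 libraries held 78.9% of the variance and separated the stages. Since 2 of the 4 libraries matched their line label, the comparison of lines rests on labels that the counts do not settle.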
